# Asparagine drives immune evasion in bladder cancer via RIG-I stability and type I IFN signaling

**DOI:** 10.1172/JCI186648

**Published:** 2025-02-18

**Authors:** Wenjie Wei, Hongzhao Li, Shuo Tian, Chi Zhang, Junxiao Liu, Wen Tao, Tianwei Cai, Yuhao Dong, Chuang Wang, Dingyi Lu, Yakun Ai, Wanlin Zhang, Hanfeng Wang, Kan Liu, Yang Fan, Yu Gao, Qingbo Huang, Xin Ma, Baojun Wang, Xu Zhang, Yan Huang

**Keywords:** Cell biology, Immunology, Therapeutics, Immunotherapy, Urology

## Abstract

Tumor cells often employ many ways to restrain type I IFN signaling to evade immune surveillance. However, whether cellular amino acid metabolism regulates this process remains unclear, and its effects on antitumor immunity are relatively unexplored. Here, we found that asparagine inhibited IFN-I signaling and promoted immune escape in bladder cancer. Depletion of asparagine synthetase (ASNS) strongly limited in vivo tumor growth in a CD8^+^ T cell–dependent manner and boosted immunotherapy efficacy. Moreover, clinically approved L-asparaginase (ASNase),synergized with anti–PD-1 therapy in suppressing tumor growth. Mechanistically, asparagine can directly bind to RIG-I and facilitate CBL-mediated RIG-I degradation, thereby suppressing IFN signaling and antitumor immune responses. Clinically, tumors with higher ASNS expression show decreased responsiveness to immune checkpoint inhibitor therapy. Together, our findings uncover asparagine as a natural metabolite to modulate RIG-I–mediated IFN-I signaling, providing the basis for developing the combinatorial use of ASNase and anti–PD-1 for bladder cancer.

## Abstract 2

Asparagine directly regulates RIG-I stability and type I IFN signaling to drive immune evasion in bladder tumor.

## Introduction

Bladder cancer is one of the most prevalent tumors in the urinary system and is responsible for nearly 165,000 deaths every year worldwide (1). Approximately 25% of patients present with muscle invasive disease and the relative 5-year overall survival rate of advanced-stage bladder cancer is low, with limited therapeutic advances (2, 3). Radical cystectomy and cisplatin-based chemotherapy are recommended for the standard treatment option for muscle-invasive bladder cancer (MIBC) (4). In recent years, immune checkpoint inhibitors (ICIs) have achieved tremendous clinical breakthroughs in cancer immunotherapy (5, 6). Though ICIs have shown durable responses in a subset of patients with bladder cancer, the overall response rate is only approximately 15%–25% (7, 8), which increases the demand for biomarkers of response and effective targeted therapies to enhance ICI therapy.

Emerging evidence indicates that the tumor microenvironment (TME) is a complex system that determines the occurrence of tumor immune responses (9, 10). CD8^+^ T cells play a central role in cancer immunotherapy and elicit antitumor activity by directly recognizing and killing tumor cells (11, 12). Patients with high CD8^+^ T cell infiltration in TME are associated with a survival benefit in several tumor types and better response to immunotherapy (13). Previous studies have reported that IFN-I is essential for activating adaptive immune response and plays a crucial role in CD8^+^ T cell infiltration and immunogenic tumor rejection (14, 15). Given that retinoic acid-inducible gene-I–like (RIG-I–like) receptors (RLRs) are critical for activating the IFN pathway and triggering immunogenic cell death, stimulation of RIG-I or melanoma differentiation–associated gene 5 (MDA5) signaling has emerged as a strategy for antitumor immunity (16, 17). However, tumor cells often employ multiple strategies to evade immunosurveillance by inhibiting RLR-mediated signaling pathway (18, 19). Therefore, a better comprehension of the regulatory mechanism of RLR-mediated IFNs in tumor immunity is of great clinical importance for patients with bladder cancer.

Tremendous efforts have recently been dedicated to the investigation of metabolic reprogramming in the regulation of tumor immunity (20–22). Among them, amino acid metabolism has attracted widespread attention. Asparagine synthetase (ASNS) catalyzes the conversion of aspartate to asparagine in an ATP-dependent reaction. L-asparaginase (ASNase), a drug that deprives asparagine in patients’ plasma, is considered to be a first-line therapy for childhood acute lymphoblastic leukemia (ALL) (23). Accumulating studies have revealed that asparagine is tightly linked to the activation and differentiation of CD8^+^ T cells, thereby affecting antitumoral functionality (24–26). In addition, ASNS is elevated in many cancer types, and increased asparagine contributes to cancer cell survival and metastasis (27–29). Nonetheless, the specific roles of asparagine metabolism on the cancer cell–intrinsic functions and on the regulation of RLR-mediated antitumor immunity have not been explored.

Here, we report that asparagine restriction enhances RIG-I–mediated IFN signaling and potentiates antitumor immunity in bladder cancer. Clinically, ASNS is upregulated and is associated with a poor response to immunotherapy in bladder cancer. Limiting asparagine by knockdown of ASNS or treatment with ASNase increases intratumoral CD8^+^ T cell infiltration and effector function, thus boosting the efficacy of PD-1 blockade. Mechanistically, asparagine can directly facilitate the interaction between E3 ligase CBL and RIG-I, consequently inducing RIG-I degradation to suppress IFN signaling, thereby limiting antitumor immune responses. Our study highlights a role of asparagine in regulating RIG-I stability and connects asparagine metabolism to the IFN-I signaling that modulates antitumor immunity, suggesting that targeting ASNS is a promising approach to enhance immunotherapy for bladder cancer.

## Results

### Asparagine restriction attenuates tumor growth in an immunity-dependent manner.

Previous studies report that ASNS functions as a critical enzyme that catalyzes the biosynthesis of asparagine from aspartate in an ATP-dependent reaction (23). To interrogate the biological functions of ASNS on cancer cells, we knocked down the *Asns* gene in 2 malignant mouse bladder cancer cell lines (MB49 and MBT2) and a human bladder cancer cell line, UMUC3 (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI186648DS1). Loss of ASNS did not alter the in vitro growth rates and migration abilities of tumor cells (Supplemental Figure 1, C–F). Consistent with this, we found that asparagine also had no obvious difference on the proliferation abilities of bladder cancer cells compared with the control cells (Supplemental Figure 1G).

To investigate the effect of ASNS on tumor growth in vivo, ASNS-deficient mouse bladder cancer cells were injected subcutaneously into the flanks of immunocompromised mice. Our results demonstrated that loss of ASNS had no effect on tumor growth in BALB/c nude mice (Figure 1, A and B and Supplemental Figure 1, H and I). To determine the involvement of the immune system, we inoculated ASNS-deficient and control bladder cancer cells into syngeneic mouse hosts. Of note, silencing of ASNS inhibited tumor growth in both immunocompetent mice (Figure 1, C and D). To assess the effect of asparagine on the tumor growth in vivo, we subcutaneously injected murine bladder cancer cells into mice and followed with oral administration of PBS or asparagine. We observed no significant difference in immunocompromised mice administrated with asparagine (Figure 1, E and F). However, asparagine treatment promoted tumor growth in both immunocompetent murine bladder cancer models (Figure 1, G and H). Collectively, these data suggest that asparagine restriction could suppress tumor growth, which requires the presence of an intact immune system.

### Knockdown of ASNS potentiates recruitment and activation of CD8^+^ T cells.

We next attempted to quantify immune effector cells in control and ASNS-deficient bladder tumors by flow cytometry. The gating strategy to analyze the population of immune cells in mouse-transplanted tumors is shown in Supplemental Figure 2A. We found that knockdown of ASNS could significantly increase CD8^+^ T cell infiltration in both tumors established by MB49 and MBT2 cells (Figure 2A). However, there were no consistent differences in CD4^+^ T cells and NK cells in both models (Supplemental Figure 3, A–D). Previous studies have shown that T cell exclusion from the tumor parenchyma is one of the mechanisms underlying immunosuppression in the TME and is associated with poor response to current immunotherapies (30, 31). Notably, depletion of ASNS also increased the infiltration of CD8^+^ T cells in tumor parenchyma (Figure 2B) and enhanced their cytokine production including GZMB, TNF-α, and IFN-γ (Figure 2, C and D, and Supplemental Figure 2B). On the contrary, asparagine treatment decreased the infiltration of CD8^+^ T cells and impaired function of CD8^+^ T cells to secrete GZMB (Figure 2, E and F and Supplemental Figure 3E).

To determine the extent to which ASNS inhibition promoted an antitumor reaction dependent on CD8^+^ T cells in vivo, CD8^+^ T cells were deleted using anti-CD8 antibody (Figure 2G and Supplemental Figure 3, F and G). We found that ASNS deficiency–mediated antitumor function was largely abolished in the CD8^+^ T cell–depleted group (Figure 2, H and I). Collectively, these results indicate that the tumor-suppressive effect of asparagine restriction might be mediated by tumor-infiltrating CD8^+^ T cells.

### Silencing of ASNS triggers RIG-I–induced IFN-I signaling.

To further decipher the mechanism of immunoactivation mediated by ASNS inhibition, we performed RNA-seq analysis in ASNS-deficient MBT2 cells (Figure 3A and Supplemental Figure 4A). 

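RNA-seq libraries were made from 3 cultures of MBT2, a mouse bladder cancer cell line. One culture carried a scramble hairpin, 1 carried shAsns#1 and 1 carried shAsns#2, and each condition had 1 library. The paper's methods give DMEM as the medium and a FastPure kit for RNA isolation, while the sample labels give RPMI-1640 and TRIzol. The authors deposited estimated read counts per Ensembl gene, not scaled between libraries. Of the counts above 0, 32.8% in scramble, 33.0% in shAsns#1 and 32.6% in shAsns#2 were not whole, so reads matching several genes had been shared out, by an estimator not given in the sources used here. Bowtie 0.12.2 is named in the submitters' processing notes with no role, and the genome build is not given in the sources used here. After rounding to whole numbers the totals were 19326826 for scramble, 19167852 for shAsns#1 and 22915511 for shAsns#2. The 14003 genes with at least 10 counts in at least 1 library were kept and scaled by TMM. Each hairpin library was first compared with scramble by an exact binomial test on the counts of the 2 libraries, which compares libraries and not conditions. The thresholds were those of the paper's methods, a log2 ratio over 1.5 in size and an adjusted p of at most 0.05. The main test with a residual degree of freedom was edgeR's quasi-likelihood test of the 2 shAsns libraries against scramble, and DESeq2 and limma-voom were run on the same groups. This design takes the 2 hairpins as samples of 1 group and assumes that the lone scramble library varies like them. Because both hairpins were compared with the same scramble library, whatever is particular to that library enters both ratios.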

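Asns, which encodes asparagine synthetase, fell in both knockdown libraries. Its level in counts per scaled library size (CPM) was 84.4 in scramble (95% Poisson interval 80.2 to 88.6), 33.5 with shAsns#1 (30.9 to 36.2) and 27.8 with shAsns#2 (25.7 to 29.9). The log2 fold change from edgeR was -1.46 (standard error 0.15, adjusted p = 0.0071). These intervals cover counting error only. The largest rises with both hairpins included Il6, the cytokine interleukin-6, which had 3 counts in scramble and log2 ratios of 3.81 (95% counting interval 2.37 to 6.33) with shAsns#1 and 3.93 (2.52 to 6.44) with shAsns#2, and the chemokine gene Ccl20 at 2.88 and 3.28. Neither Il6 nor Ccl20 passed limma-voom. The antiviral genes Ifi44 (3.18 and 3.66) and Rsad2 (2.85 and 2.97) and the neighbouring membrane protein genes Tmem176a and Tmem176b also rose. The falls included Klf2, a transcription factor (-3.10 and -2.33), and the bradykinin receptor gene Bdkrb2 (-3.25 and -2.40). All of these passed edgeR at an adjusted p under 0.05, from 0.00044 for Tmem176b to 0.025 for Klf2. Rpl15-ps3, a pseudogene, had 419 counts in scramble and 0 in both shAsns libraries, at least 142-fold and 179-fold lower against a floor of 3 counts per library, but its counts were not whole and reads of its parent gene may be among them. edgeR called 160 genes higher and 211 lower, against 87 and 122 with DESeq2 size factors, and limma-voom called 55 and 117. When only total counts scaled the libraries, edgeR called 740 higher and 517 lower, and the median log2 ratio of all genes to scramble then stood at 0.04 with shAsns#1 and 0.11 with shAsns#2. The log2 ratios of the 2 hairpins correlated across genes, which are not independent replicates, at r = 0.71, where simulations with no effect and the same shared library gave 0.53. Their covariance was 0.382, against 0.0639 in negative binomial simulations.

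**Figure D1:**
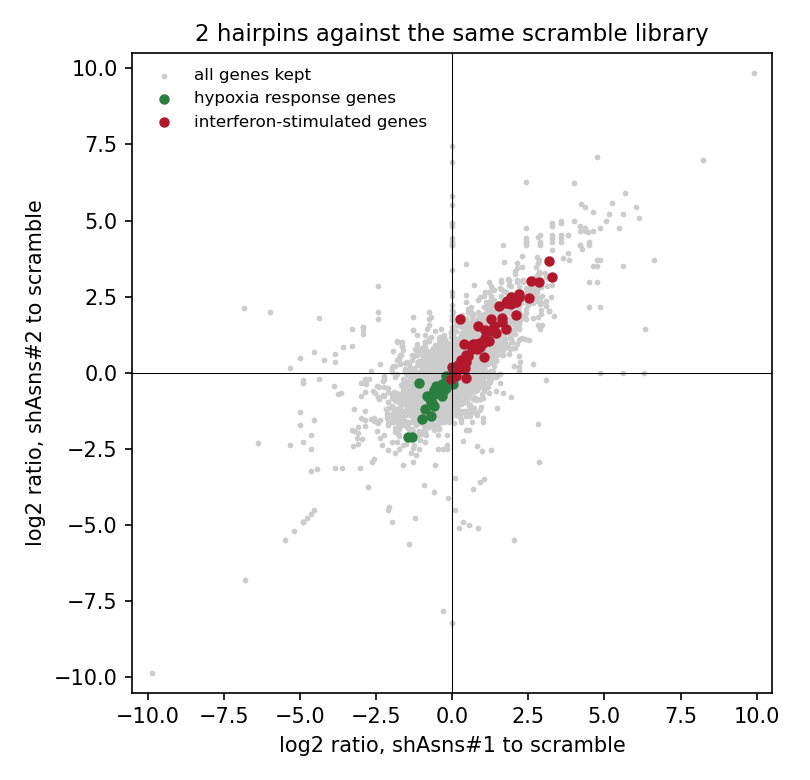
Log2 ratio to scramble of the 14003 genes kept, with shAsns#1 on the horizontal and shAsns#2 on the vertical axis, 1 library each. Grey points are all genes, red points the 53 interferon-stimulated genes kept, of which 49 lie above 0 on both axes, and green points the 25 hypoxia response genes kept, of which 24 lie below 0 on both.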

Gene ontology (GO) analysis and gene set enrichment analysis (GSEA) showed that differentially expressed genes were enriched in biological pathways related with the IFN pathway and adaptive immune response process, including response to IFN-I, regulation of T cell–mediated cytotoxicity, and so on (Figure 3, B and C and Supplemental Figure 4B). 

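Interferon-stimulated genes rose together in both knockdown libraries. Of 53 that were kept from a list of 54, 29 were higher, none was lower and 24 did not pass edgeR at an adjusted p under 0.05 (39 higher when adjusted over the list alone). Some members, among them Oas2, Oasl2 and Isg15, are marked in the paper's volcano plots of these libraries. The counts are therefore not fully independent evidence. The median log2 ratio of the list was 1.01 with shAsns#1 and 1.04 with shAsns#2, and both lay above nearly all of 10000 random lists matched on expression (percentile 100). Among members with at least 50 counts in a library, Ifi44, Rsad2, Oas2 and Rtp4 had the largest log2 ratios averaged over the 2 hairpins, Rtp4 with 2.54 and 2.44. Interferon-inducible GTPases, which act against intracellular pathogens, had medians of 1.22 and 1.66. Of 16 kept, 9 were higher and none was lower by edgeR (15 higher when adjusted over the list alone), among them Iigp1 (2.72 and 3.14), Ifi47 (2.75 and 2.81) and Gbp5 (1.53 and 2.24), and limma-voom called 2 of the list and none of these examples. Among the GO terms of Fig. 3, B and C, with the gene annotations the authors deposited and, for some terms, narrower terms from the same annotations joined to them, response to interferon-beta had 44 genes kept, medians of 0.52 and 0.51, and 9 genes higher by edgeR. Defense response to virus had 122 genes, of which 21 were higher and 4 lower by edgeR, and medians of 0.21 and 0.22. It held 15 of the genes higher and 1 of those lower past the paper's thresholds in both libraries, an 8.02-fold enrichment over the 13210 kept genes with any term (3.69-fold among genes past a ratio of 1.5-fold). Regulation of T cell mediated cytotoxicity had 23 genes and medians of 0.25 and 0.35, and 1 gene passed edgeR. Cytokine-mediated signaling pathway, to which no narrower terms were joined, had 45 genes and medians of -0.10 and -0.06. In it 1 gene was higher and 2 were lower by edgeR. Past the paper's thresholds in both libraries it held 2 genes higher and 1 lower, a 4.08-fold enrichment (1.77-fold at a ratio of 1.5-fold). Response to hypoxia had 155 genes, of which 2 were higher and 15 lower by edgeR, and medians of -0.14 and -0.12, the second of which was -0.01 when only total counts scaled the libraries. A list of 25 hypoxia response genes had medians of -0.60 and -0.70, and 11 were lower by edgeR and none was higher (15 lower when adjusted over the list alone), among them Ankrd37 (-1.46 and -2.11) and Adm (-1.32 and -2.10). With DESeq2 size factors edgeR called 4 of the list, and limma-voom called 3. Dissociation and immediate-early stress genes, which respond to the handling of cells, had medians of -0.82 and -0.86 against the same scramble library. The percentiles describe these libraries and are not p-values. The GO terms were those the paper shows for these same libraries, so their enrichment here is not independent evidence. From the enrichment of such terms, the paper states that the differentially expressed genes relate to the IFN pathway and to the adaptive immune response, and it goes on to measure individual ISGs.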

Then, we confirmed RNA-seq data through qRT-PCR that knockdown of ASNS elevated the expression of IFN-stimulated genes (ISGs) (e.g., OAS2, OAS3, RIG-I, CCL5, and ISG15) and IFN-β (Figure 3D and Supplemental Figure 4C). 

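Oas2, Oas3, Rigi and Isg15 were higher in both knockdown libraries, and Ccl5 was at 34.2 CPM in scramble, 70.1 with shAsns#1 and 48.7 with shAsns#2. Oas2, a sensor of double-stranded RNA, rose most, with log2 ratios of 2.58 (95% counting interval 1.97 to 3.29) with shAsns#1 and 3.03 (2.45 to 3.72) with shAsns#2. Its edgeR log2 fold change was 2.84 (standard error 0.35, adjusted p = 0.010). Oas3, of the same family, rose by 1.78 and 1.44 (adjusted p = 0.0099 from edgeR), although its counts were not whole and may include reads of related genes. Rigi, which encodes RIG-I, rose from 58.7 to 102 and 113 CPM, an edgeR log2 fold change of 0.87 (standard error 0.14, adjusted p = 0.026). Isg15, a ubiquitin-like modifier, had an edgeR log2 fold change of 0.80 (standard error 0.13, adjusted p = 0.029). Of the other ISGs marked in Supplemental Fig. 4A, Oasl1, Oasl2, Cxcl10, Irf7, Irf9 and Zbp1 also rose, at adjusted p-values from edgeR of 0.0021 for Oasl2 (2.11 and 2.32) to 0.030 for Zbp1. Zbp1 did not pass with DESeq2 size factors or by limma-voom. Ifnb1, which encodes IFN-β, had 0 counts in all 3 libraries, which allows up to 0.161, 0.158 and 0.126 CPM in scramble, shAsns#1 and shAsns#2. The 18 type I interferon genes in the table were all at 0 counts in every library.

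**Figure D2:**
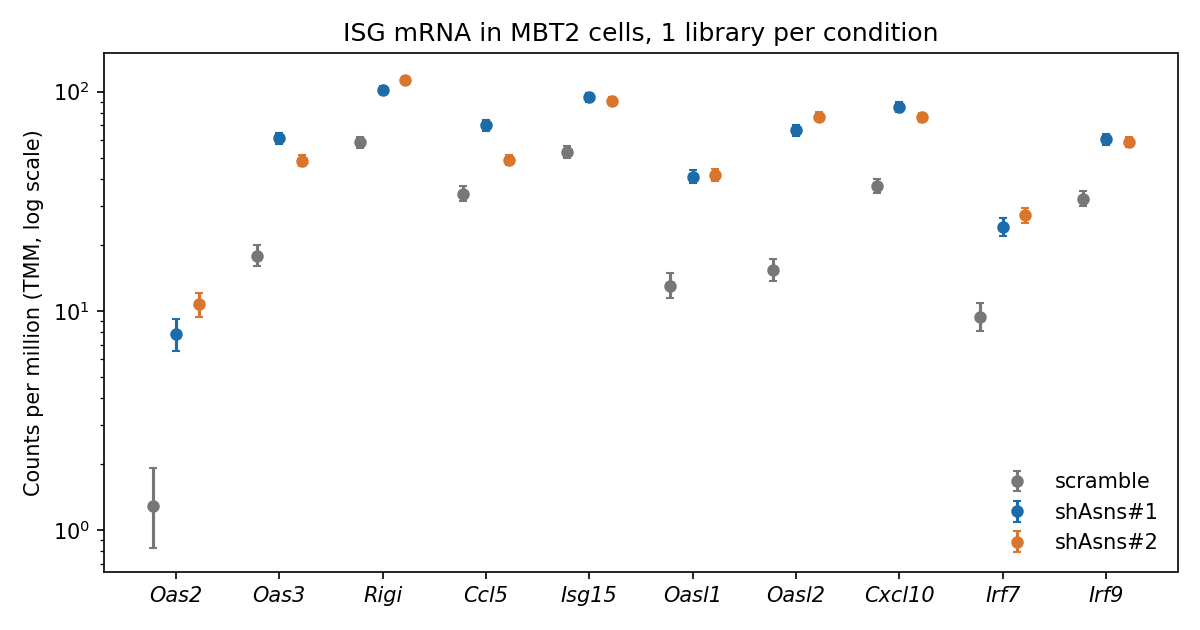
CPM (counts per scaled library size, TMM, log axis) of 10 ISGs in the scramble, shAsns#1 and shAsns#2 libraries of MBT2 cells, 1 library each. Points are the values and bars 95% Poisson intervals, which cover counting error only. Oas2 stands at 1.29 in scramble and at 7.79 and 10.7 with the hairpins.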

We also applied Luminex system multiple immunoassays to detect multiple cytokines and chemokines in cell culture supernatants from ASNS-deficient and control MBT2 cells. Supporting the results obtained in RNA-seq, knockdown of ASNS upregulated the expression of CCL5 and promoted its secretion (Figure 3E), which is robustly correlated with CD8^+^ T cell infiltration in solid tumors (32). Moreover, the secretion levels of IFN-β and CCL5 protein were improved in ASNS-deficient bladder cancer cells by using ELISA (Figure 3F and Supplemental Figure 4D). In contrast, asparagine attenuated the expression of IFN-β and CCL5 in bladder cancer cells (Supplemental Figure 4, E and F).

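Ccl5 mRNA had log2 ratios to scramble of 1.03 (95% counting interval 0.90 to 1.17) with shAsns#1 and 0.51 (0.37 to 0.65) with shAsns#2. The edgeR log2 fold change was 0.79 (standard error 0.22, adjusted p = 0.11), so it did not pass that test. It passed edgeR when only total counts scaled the libraries or when no filter was put on low counts. In the paper's Supplemental Table 2, CCL5 in culture supernatants was 1150 ± 243 (SD, n = 3) in scramble, 3250 ± 309 (SD, n = 3) with shAsns#1 and 2880 ± 815 (SD, n = 3) with shAsns#2, in units the table does not give. Every shAsns value lay above every scramble value (two-sided exact permutation test, p = 0.1 for each hairpin, the smallest that 3 against 3 allow). IL-6 was the only other of the 31 analytes above scramble with both hairpins, at 49.0, 60.5 and 96.1, and its mRNA rose too (edgeR adjusted p = 0.022). Ccl20 mRNA rose with both hairpins (edgeR adjusted p = 0.014), while CCL20 protein was 43.6 in scramble, 141 with shAsns#1 and 41.4 with shAsns#2. Cxcl10 mRNA rose, with an edgeR log2 fold change of 1.12 (standard error 0.15, adjusted p = 0.012), and CXCL10 protein overlapped between the groups.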

Previous studies have reported that several innate sensing pathways can stimulate the induction of IFN-I. For example, cGAS-STING of dsDNA sensors, RIG-I/MDA5-MAVS of dsRNA sensors, and Toll-like receptors (TLR3 and TLR4) of LPS sensors converge at the activation of TANK-binding kinase 1 (TBK1) and IFN regulatory factor 3 (IRF3), trigging the expression of IFN-I (33). However, IFN-I mediated by intracellular nucleic acid sensors are a key component to activate the immune system against cancer (34). Therefore, we inhibited the expression of pivotal nucleic acid sensors by shRNA-mediated silencing prior to knocking down ASNS to identify which sensor was essential for ASNS inhibition induced IFN-I activation. Intriguingly, abrogation of MAVS (Figure 3G), but not STING (Supplemental Figure 4G), substantially diminished the induction of IFN-β in response to ASNS inhibition. Therefore, we speculated that RIG-I/MDA5-MAVS pathway was essential for IFN-I activation upon ASNS inhibition. Then, we confirmed that knockdown of ASNS was sufficient to enhance IFN-β and CCL5 production following transfection of dsRNA mimic analogue poly (I:C) (Figure 3, H and I, and Supplemental Figure 4H), a synthetic dsRNA analogue (35). Conversely, exogenous asparagine decreased the expression of IFN-β and CCL5 induced by poly(I:C) (Figure 3J and Supplemental Figure 4, I and J). A previous study has reported that ASNase is a core component of the chemotherapy regimen for childhood ALL, which could participate in the catabolism of asparagine (36). Notably, the expression levels of IFN-β and CCL5 were higher in bladder cancer cells treated with ASNase (Figure 3K and Supplemental Figure 4K).

Accumulating studies have revealed that endogenous dsRNA is responsible for activating the cytoplasmic dsRNA sensors and triggering an IFN-I response in several types of cancer cells (37, 38). We investigated the level of endogenous dsRNAs using a dsRNA-specific antibody and found that the depletion of ASNS had no obvious effect on the level of endogenous dsRNA (Supplemental Figure 5A). Of note, knockdown of ASNS or asparagine could alter the expression of IFN-β and CCL5 upon poly(I:C) treatment. We speculated that ASNS loss or asparagine exerted their function by mediating dsRNA sensors, but not dsRNA production. We further explored whether ASNS inhibition activated RIG-I/MDA5 signaling and found that knockdown of ASNS upregulated RIG-I expression and promoted the phosphorylation of IRF3 proteins, a transcription factor that induces IFN expression (Figure 3L and Supplemental Figure 5B). We also observed a reduction of the RIG-I expression under asparagine addition (Supplemental Figure 5C) but not aspartate addition (Supplemental Figure 5D). In addition, we demonstrated that poly (I:C) intensely increased the expression of RIG-I and p-IRF3 protein, which could be reduced by asparagine in bladder cancer cells (Figure 3M and Supplemental Figure 5E). Importantly, the upregulation of RIG-I and p-IRF3 protein levels induced by ASNS knockdown was considerably abolished by asparagine (Figure 3N and Supplemental Figure 5F). Collectively, these findings reveal that ASNS inhibition could activate RIG-I–induced IFN-β signaling in bladder cancer.

To further investigate whether IFN-β signaling is essential for ASNS inhibition–elicited antitumor immunity, we genetically abrogated IFN-β production in bladder cancer cells (Supplemental Figure 6A), which completely reversed ASNS deficiency–mediated inhibition of tumor growth in vivo (Figure 3, O and P and Supplemental Figure 6, B and C). In line with this, we blocked IFN-β signaling using anti-IFNAR1 antibody in vivo and also found that treatment with anti-IFNAR1 antibody markedly restored the growth retardation of ASNS-deficient tumors in C57BL/6 mice (Supplemental Figure 6, D–G). Taken together, these results strongly indicate that IFN-β signaling plays a pivotal role in ASNS deficiency–mediated antitumor immune responses.

### Cellular asparagine abundance affects RIG-I protein stability.

We next sought to investigate the mechanism involved in ASNS inhibition–induced IFN-I pathway activation. The aforementioned results have depicted that ASNS inhibition could elevate the expression levels of mRNA and protein of RIG-I. Of note, previous studies have reported that RIG-I, as an ISG, could be strongly induced by IFN in a positive feedback manner (39, 40). Therefore, we inhibited the expression of MAVS by shRNA before knocking down ASNS to block the feedback effect of the IFN-I signaling on RIG-I and found that knockdown of ASNS upregulated the expression of RIG-I protein but not mRNA (Figure 4, A and B). Consistently, asparagine only decreased the level of RIG-I protein (Figure 4, C and D). Then, we transfected Flag–RIG-I plasmids in HEK293T cells and found that asparagine treatment attenuated the RIG-I and IFN-β expression (Figure 4E). Therefore, we hypothesized that RIG-I upregulation induced by ASNS inhibition was achieved by monitoring its protein layer.

Subsequently, we conducted we conducted the cycloheximide (a protein synthesis inhibitor) experiment and found that silencing of ASNS significantly extended the half-life of RIG-I protein, indicating that ASNS knockdown inhibited the degradation of RIG-I (Figure 4, F–I). In addition, the reduction of RIG-I protein induced by asparagine was abolished by proteasome inhibitor MG132 in bladder cancer cells, but not lysosome inhibitor CQ (Figure 4, J and K). Coimmunoprecipitation experiments indicated that asparagine markedly increased K48-linked ubiquitination of RIG-I (Figure 4L), whereas ASNS deficiency decreased K48-linked ubiquitination of RIG-I (Figure 4M). Collectively, these data suggest that knockdown of ASNS upregulates RIG-I expression by protecting it from degradation.

### Asparagine binds to RIG-I and enhances its ubiquitination by CBL.

Increasing evidence indicates that the E3 ubiquitin ligases RNF122, RNF125, STUB1, and CBL play pivotal role in the RIG-I degradation via K48-linked ubiquitination (19, 41). We further determined how asparagine affects K48-linked polyubiquitination and suppression of RIG-I. Coimmunoprecipitation experiments indicated that asparagine promoted the association of CBL with RIG-I but not RNF122, RNF125, and STUB1 in mammalian overexpression system (Figure 5A and Supplemental Figure 7, A–C). Importantly, we demonstrated that asparagine could promote the polyubiquitination of RIG-I protein in CBL-overexpressed cells (Figure 5B). In contrast, CBL knockdown ablated the promotion of RIG-I polyubiquitination elicited by asparagine (Supplemental Figure 7D). Even though asparagine may trigger certain metabolic processes that can influence CBL-mediated RIG-I ubiquitination, it is worthwhile to detect whether asparagine acts directly on RIG-I. We thus tested the effect of asparagine on CBL-mediated ubiquitination of RIG-I in vitro. In the presence of E1, E2, ATP, and Ub, CBL promoted RIG-I ubiquitination, and asparagine addition strikingly enhanced ubiquitination (Figure 5C). Notably, microscale thermophoresis (MST) assay, an in vitro assay for direct interaction between proteins and small molecules, revealed that asparagine had a high affinity to bind to RIG-I with a Kd of 303 μM (Figure 5D), but did not show any affinity to CBL (Figure 5E). Thus, these results indicated that asparagine could directly bind to RIG-I and promote its degradation. We further observed that asparagine-mediated reduction of the RIG-I and p-IRF3 (Figure 5F and Supplemental Figure 7, E and F) as well as downregulation of IFN-β and CCL5 (Figure 5G and Supplemental Figure 7, G and H) were partially rescued by CBL knockdown.

Then, we detected the function of CBL knockdown on tumor growth and CD8^+^ T cell infiltration. The results revealed that silencing of CBL partially rescued the promotion of tumor growth and reduction of CD8^+^ T cell infiltration caused by asparagine (Supplemental Figure 7, I-L). Furthermore, we found that loss of RIG-I significantly increased the size of tumors derived from bladder cancer cells depleted of ASNS (Figure 5H). ASNS deficiency resulted in an obvious increase in infiltration of CD8^+^ T cells, which was attenuated by RIG-I knockdown (Figure 5I). Taken together, these data indicate that asparagine promotes the K48-linked ubiquitination of RIG-I by CBL, thereby attenuating antitumor immune response.

### Asparagine restriction sensitizes tumors to PD-1 blockade.

Tumor mutation burden has been proposed as a predictive biomarker for response to ICIs (42). Based on the high mutation profiles of bladder cancer, we therefore explored the therapeutic effect of PD-1 blockade monotherapy in vivo. We found that PD-1 blockade alone had minimal effect on tumor growth delaying effect (Supplemental Figure 8, A–D), consistent with previous report (43). Thus, it is necessary to improve the efficacy of ICIs by developing combination therapies.

Considering that ASNS inhibition could enhance CD8^+^ T cell infiltration and promote its activation, we further explored whether ASNS could affect the efficacy of anti–PD-1 treatment preclinically. We conducted tumor growth experiments with anti–PD-1 antibody in syngeneic mice inoculated with ASNS-deficient MB49 tumor cells. Our results demonstrated that anti–PD-1 antibody synergized with ASNS deficiency in suppressing tumor growth (Figure 6A). Flow cytometry analysis also showed that ASNS knockdown combination with anti–PD-1 treatment significantly increased the infiltration of CD8^+^ T cells (Figure 6B). More importantly, ASNase markedly enhanced the antitumor effects of PD-1 blockade in the subcutaneous tumor models established by MB49 cells (Figure 6, C–E). Further analysis of immune infiltration revealed that combination treatment could also promote CD8^+^ T cell infiltration (Figure 6F). In addition, there was no obvious difference in body weight among the 4 groups of mice (Figure 6G). Consistent with the observations made in MB49 tumor mice, a notable delay in tumor growth was observed in MBT2 tumor mice treated with the ASNase and PD-1 blockade (Figure 6H and Supplemental Figure 8, E and F). Furthermore, since the subcutaneous model does not faithfully recapitulate the microenvironment of bladder cancer, we applied the orthotopic bladder tumor model along with ASNase and anti–PD-1 treatment. As shown in Figure 6, I and J, ASNase alone reduced tumor growth, and the combination of anti–PD-1 and ASNase more efficiently suppressed tumor progression. Immunofluorescence staining results indicated that anti–PD-1 antibody increased CD8^+^ T cell number infiltration in tumors, which could be strengthened upon ASNase treatment (Figure 6J). Altogether, these results indicate a potent synergy between ASNS inhibition and PD-1 blockade in controlling tumor growth in bladder cancer.

### Upregulated ASNS leads to immunotherapy resistance in bladder cancer.

To further explore the profiles of ASNS in bladder cancer, we mined the TCGA dataset and found that the mRNA level of ASNS was significantly upregulated in bladder cancer (Figure 7A). We then confirmed that the level of ASNS protein was higher in bladder cancer tissues than that in paired normal bladder tissues (Figure 7B). Moreover, IHC staining in bladder cancer tissue array show that the expression of ASNS was upregulated in tumor tissues (Figure 7C). Further Kaplan-Meier analysis revealed that high expression of ASNS was associated with poor overall survival for patients with bladder cancer (Figure 7D). Next, we verified the correlation between tumor ASNS, RIG-I, and CD8 expression in tissues of patients with cancer. IHC staining exhibited a negative correlation between tumor CD8 expression and ASNS expression in human bladder cancer clinical samples (Figure 7, E and F). Similar to CD8, we found that tumor RIG-I expression was also inversely correlated with ASNS protein expression (Supplemental Figure 9A). Furthermore, the infiltration degree of CD8^+^ T cells showed a positive correlation with RIG-I (Supplemental Figure 9B).

To further assess the clinical value of ASNS in ICI therapy, we analyzed an immunotherapy cohort containing 57 patients with bladder cancer treated with ICIs from our hospital (301-immune cohort). The expression of ASNS at baseline was lower in responders to ICIs compared with nonresponders (Figure 7, G and H and Supplemental Figure 9C). Meanwhile, low levels of ASNS expression were associated with improved progression-free survival in these patients (Figure 7I). Moreover, multicolor IF images confirmed a negative correlation between ASNS expression and RIG-I expression and CD8^+^ T cell infiltration (Figure 7J), revealing the mechanism of response or nonresponse to ICI treatment. Thus, these data indicated that ASNS could be a predictive biomarker for bladder cancer ICI therapy.

## Discussion

Recently, ICI therapy has become a promising therapeutic strategy with bladder cancer due to its high levels of mutational burden (2). However, only a minority of patients benefit from this strategy, while a considerable proportion of patients either fail to respond or progress rapidly to resistance after initial response (8). Therefore, finding predictive biomarkers for increasing immune response and developing therapeutic strategies to potentiate immunotherapy efficacy are urgently needed. Our study found that ASNS expression is a predictive biomarker for immunotherapy response in bladder cancer, and FDA-approved ASNase dramatically boosts the antitumor efficacy of anti–PD-1 therapy. Anti–PD-1 therapy combined with ASNase in advanced bladder cancer is worthy of investigation in future clinical trials. Previous studies showed that asparagine availability favors tumor cell proliferation, metastasis, and survival ability in various types of cancers (27–29), while we found that knockdown of ASNS or asparagine addition had no obvious effect on proliferation or migration of bladder cancer cells, indicating cancer type–specific functions in asparagine metabolism. However, further research should focus on the underlying mechanisms of ASNS upregulation in bladder cancer, which may help to advance understanding its special role.

Modulation of amino acid metabolism has emerged as a way to reprogram the tumor microenvironment and has shown great promise for cancer treatment, but, so far, major studies have focused on immune cells themselves (20–22, 44, 45). As a nonessential amino acid, asparagine uptake and biosynthesis enable CD8^+^ T cell activation (early phase) (24–26), while exerting opposing effects during differentiation (late phase) (26). These studies revealed asparagine as a critical metabolic node to shape T cell effector functions and antitumor responses. However, it is unclear whether asparagine has any effect on tumor-intrinsic functions to regulate immune responses. Our data demonstrate that limiting asparagine by knockdown of ASNS or treatment with ASNase in bladder cancer facilitates RIG-I–mediated IFN-I signaling, promoting the intratumoral CD8^+^ T cell infiltration and PD-1 blockade efficacy. Together, these encouraging results imply that remodeling of asparagine metabolism is critical for relieving tumor-mediated immunosuppression and is an effective way to enhance antitumor immunity.

Increasing evidences indicate that the exclusion of CD8^+^ T cells in TME is associated with poor response to immunotherapy (30, 31). Herein, we demonstrated that knockdown of ASNS could potentiate recruitment and activation of CD8^+^ T cells in bladder cancer. However, ASNS deficiency–mediated antitumor response was not completely reversed by CD8 depletion in syngeneic mice. In contrast, depletion of IFN-β and anti-IFNAR1 antibody treatment almost completely reversed tumor regression mediated by ASNS knockdown in syngeneic mice, suggesting that other types of immune cells besides CD8^+^ T cells might also contribute to ASNS loss–triggered antitumor immunity. Previous studies have shown that cytotoxic CD4^+^ T cells and NK cells could mediate the antitumor responses of bladder cancer (46, 47). We hypothesized that, although silencing of ASNS showed no obvious difference in the number of CD4^+^ T cells and NK cells in TME, it may alter their status and function.

Posttranslational modification of the RLRs directly regulates their expression and activity, subsequently modulating the downstream IFN-I signaling (48, 49). Of note, K48-linked ubiquitylation catalyzed by several E3 ligases, such as RNF122, RNF125, CBL, or STUB1, contributes to the degradation of RIG-I, thereby inﬂuencing pathway activation (41, 50–52). By far, little is known about whether nutrient metabolites are crucially involved in the regulation of RIG-I-IFN signaling. In this study, we identify asparagine as a metabolic regulator of RIG-1 stability and verify that asparagine directly binds to RIG-I, promoting CBL-mediated polyubiquitination and proteasomal degradation of RIG-I. Previous studies report the metabolism-independent role for asparagine in the direct modulation of LKB1 and LCK kinase activity (24, 29). We uncover that asparagine could be an endogenous metabolite binding to RIG-I and regulate its stability. However, further structural study may be required to comprehensively understand how asparagine acts on the RIG-I-CBL complex.

In conclusion, our study establishes a critical role of asparagine in limiting IFN-1 signaling and identifies RIG-I as a direct sensor of asparagine, which furnishes a rationale for future clinical applications of the combinatorial use of ASNase and ICIs in bladder cancer.

## Methods

### Sex as a biological variable.

Male and female human bladder cancer samples were analyzed. Male and female mice were used in all mouse studies. In this study, sex was not considered as a biological variable.

### Animals.

6- to 8-week-old C3H mice were purchased by Beijing Vital River Laboratory Animal Technology Co. Ltd. C57BL/6J mice and BALB/c nude mice aged 6–8 weeks were purchased from GemPharmatech Co. Ltd). All mice were maintained at room temperature with free access to food and water with a 12-h light/dark cycle in a barrier facility.

### Cell lines and clinical samples.

The bladder cancer cell lines UMUC3 were obtained from the ATCC. HEK293T cells were also purchased from the ATCC. The murine malignant bladder cell lines MB49 and MBT2 were purchased from Meisen CTCC. The UMUC3, MB49, and MBT2 cells were cultured in DMEM (Procell). All the media were supplemented with 10% FBS (Procell) and 1% penicillin and streptomycin (Procell). The condition of the incubator was set as 37°C with 5% CO_2_. All cell lines were routinely confirmed negative for *Mycoplasma* contamination. Resected human bladder cancer tissues and their corresponding clinical information were acquired from the Department of Urology of the Chinese PLA General Hospital. The histologic and pathologic type of all tissues were confirmed by 3 experienced pathologists independently. For the 301-immune cohort, a total of 57 patients with bladder cancer receiving ICIs were included from Chinese PLA General Hospital. ICI treatment efficacy was inspected by at least 3 pathologists based on the Response Evaluation Criteria in Solid Tumors (RECIST). The samples were obtained with written informed consent of all patients before the research started.

### Plasmids construction and transfection.

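Both hairpins against mouse Asns target its coding sequence. In GRCm38 with GENCODE M21, Asns (ENSMUSG00000029752) lies on the minus strand of chromosome 6 from 7675169 to 7693254. The target of shAsns#1, GCCAGATATGAGAATTCCAAA, lies in exon 10 of 12 of the transcript Asns-201, from 7676236 to 7676256. The target of shAsns#2, GGAAATGGTCAAATACCATCA, lies in exon 4 of 12, from 7682327 to 7682347. No other annotated gene has a full match to either target in its transcripts.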

Short hairpin RNA sequences against mouse Asns, Rig-i, Mavs, c-Cbl and human ASNS were synthesized by Biomed and were cloned into the pLKO.1 vector. Knockdown plasmid against mouse Sting has been constructed in our previous study (53). The overexpression vector of RIG-I was kindly gifted from Weina Zhang (Academy of Military Medical Sciences). The human RNF122, RNF125, STUB1, and CBL cDNA were synthesized by Biomed, which were cloned into pCMV-HA vector to construct the overexpression plasmid. sgRNA sequence of Ifnb was synthesized by Biomed and was cloned into the lentiCRISPR v2 vector. The lentiviral vectors were transfected in HEK293T cells with the PAX2 and VSVG packaging plasmid. After a 48 or 72 hour transfection, supernatants were collected and concentrated with Lentivirus Concentration Reagent (GenStar) for overnight in 4°C. To construct the stably transfected cell lines, cells were infected with relative lentiviruses for 24 hours, then were screened with puromycin for 1 week. shRNA sequences are also listed in Supplemental Table 1.

### Cell viability assays.

For the cell proliferation assay, the bladder cancer cells were seeded in 96-well plates in 100 μL complete culture media for various time periods (2,000 cells per well). Cell Counting Kit-8 assay (Dojindo) was performed to measure cell viability according to the manufacturer’s instructions.

### Animal experiments.

For the subcutaneous tumorigenesis experiments, 6- to 8-week-old BALB/c nude mice, C57BL/6 and C3H mice were used. MB49 (5 × 10^5^ per mouse) and MBT2 (1 × 10^6^ per mouse) cells stably transfected with the pLKO.1-shAsns#1 plasmid or pLKO.1-Vector plasmid were subcutaneously injected into the right flank of each mouse. When a tumor was palpable, it was measured using a caliper every 3–4 days, and its volume was calculated according to the formula volume = length × width^2^ × 0.5. A total of 4 days after implantation, mice were treated with 100 μg of either control IgG2α (Bioxcell, BE0085) or anti-PD-1 antibody (Bioxcell, BE0146). The drugs were administered twice a week for 3 weeks. For Asparagine experiment, mice were fed with drinking water with or without 10 mM Asparagine (Solarbio). For drug combination experiments, 5-week-old C57BL/6 or C3H mice were inoculated subcutaneously with MB49 cells (5 × 10^5^ per mouse) or MBT2 cells (1 × 10^6^ per mouse). Next, mice received treatment i.p. with vehicle or ASNase (2 U/g) (ProSpec) 3 times a week for 3 weeks. In addition, 100 μg of anti–PD-1 antibody were injected beginning on day 5 twice a week for 3 weeks in combination with the ASNase. For neutralization of IFNAR1, tumor-bearing mice were injected i.p. with 200 μg/mouse anti-IFNAR1 (BioXcell, BE0241) at on days 0, 7, 14, and 21.

### Quantitative real-time PCR.

Briefly, total RNA was isolated from bladder cancer cells in each condition using FastPure Cell/Tissue Total RNA Isolation Kit V2 (Vazyme) according to the manufacturer’s instructions. RNA of each sample was complementarily reversed to cDNA by HiScript III RT SuperMix for qPCR (Vazyme). cDNA product of each sample was used as template to conduct quantitative PCR by ChamQ Universal SYBR qPCR Master Mix (Vazyme). Quantitative RT-PCR was performed using CFX96 Real-Time PCR System (Bio-Rad). The fold changes of gene expression were calculated after being normalized to 18s or ACTB. The primer pairs used in this study were listed in Supplemental Table 1.

### Western blotting analysis.

Briefly, cells were lysed by using RIPA buffer containing proteinase inhibitors cocktail and PMSF on ice for 30 minutes. Protein samples were quantified using BCA protein assay kit (Solarbio) and boiled in 5 × loading buffer for 10 minutes at 95°C. Protein lysates were resolved by SDS-PAGE and transferred onto polyvinyldifluoride (PVDF) membrane. Then, the membranes were blocked by 5% skimmed milk and probed with primary antibodies against Actin (Bioeasytech, BE0033), Asns (Proteintech, 14681-1-AP), Sting (Proteintech, 19851-1-AP), Mavs (Proteintech, 14341-1-AP), Rig-i (CST, 4200), Mda5 (ABclonal, A2419), Irf3 (CST, 4302), p-Irf3 (CST, 29047) and CBL (Proteintech, 25818-1-AP) at 4°C overnight. Membranes were washed with TBST 3 times and then incubated with HRP-conjugated anti-rabbit (Proteintech, SA00001-2) or anti-mouse (Proteintech, SA00001-1) secondary antibodies at room temperature for 1 hour. Finally, the protein bands were visualized using ECL substrate kit via QuickChemi 5200 Imaging System.

### Migration assays.

For migration assays, approximately 4 × 10^4^ cells in 200 μL serum-free culture medium were seeded in the upper chamber of 24-well Transwell chamber system. About 600 μL culture medium with 10% FBS was added to the lower chamber. After incubation for 24 hours, cells were fixed in paraformaldehyde for 15 minutes and then stained with 0.1% crystal violet for 30 minutes. The migrated cells were counted in 3 randomly selected fields.

### FACS analysis with tumor-infiltrating immune cells.

Mice harboring tumors were collected after inoculation, weighed, and mechanically minced and digested in DNase I and collagenase IV (Sigma-Aldrich) for 60 minutes at 37°C. The dissociated cells were filtered by 70 μm cell strainers (BIOFIL) to obtain single cell suspension for flow cytometry analysis. Tumor cells were washed with RPMI-1640 medium and lysed with RBC Lysis Solution (Beyotime). Then, BV510 anti-mouse CD45 (BioLegend, 103137), BV605 anti-mouse CD3 (BioLegend, 100237), Alexa Fluor 488 anti-mouse CD4 (BioLegend, 100423), APC/Fire 750 anti-mouse CD8a (BioLegend, 100766), and APC-mouse NK1.1 (BioLegend, 108710) were used to stain cell members for 30 minutes in the dark. Flow cytometry was used to detect stained cells, and FlowJo software was used to analyze the data.

For cytokine staining, tumor cells were digested into single-cell suspension and centrifuged for 5 minutes at 400*g*. All cells were then cultured in RPMI-1640 with 10% FBS and penicillin/streptomycin with GolgiPlug (BD, 554724) and eBioscience (Thermo Fisher Scientific, 00-4970-93) for 3 hours at 37°C. Cells were washed and live/dead staining (Thermo Fisher Scientific, 65-0865-14) and BV421 anti-mouse CD45 (BioLegend, 103133) and PerCP anti-mouse CD8 (BioLegend, 100731) staining were performed. Then cells were fixed for 1 hour at room temperature in Fixation/Permeabilization Concentrate and washed in permeabilization buffer (Thermo Fisher Scientific, 00-5523-00). APC anti-mouse TNFα (BioLegend, 506307) and PE anti-mouse IFNγ (BD, 554412) staining was performed in permeabilization buffer at room temperature for 30 minutes. Cells were washed and resuspended in FACS buffer for analysis on flow cytometer.

### IHC staining.

Paraffin-embedded tissues were sectioned and used to detect the expression of ASNS, RIG-I, and CD8. IHC staining was conducted as described previously. Briefly, samples were incubated with primary antibodies, including anti-ASNS (Proteintech, 14681-1-AP), anti-RIG-I (ABclonal, A21421), and anti-mCD8a (CST, 98941) at 4°C overnight. Sections were incubated with enzyme-conjugated secondary antibody followed by washing 3 times with PBS. After washing, sections were incubated with DAB substrate kit. Sections were counterstained with hematoxylin. The stained bladder cancer tissues were scored based on a scoring method as follows: staining intensity was scored 0 (negative), 1 (low), 2 (moderate), and 3 (high). Staining range was scored 0 (0% stained), 1 (1%–25% stained), 2 (26%–50% stained), and 3 (51%–100% stained). The total score was calculated according to the formula score = intensity score × percentage score.

### Immunofluorescence.

For dsRNA immunofluorescence, cells were plated on glass coverslips in a 24-well plate. After overnight cultivation, cells were washed 3 times with PBS and then fixed with 4% formaldehyde at room temperature for 20 minutes and permeabilized with 0.5% Triton-X100 in PBS for 5 minutes at room temperature. Then, cells were blocked by 1% BSA and incubated in the J2 antibody (SCICONS, 10010200) at 4°C overnight. The following day, cells were washed 3 times with PBST and incubated with ABflo 594-conjugated Goat anti-Mouse IgG (ABclonal, AS054) for 1 hour at room temperature, followed sealing with antifade mounting medium containing DAPI.

For multiplex immunofluorescence staining of tissues, tumors were captured and fixed in 10% formalin overnight and embedded in paraffin. The embedded tissues were sectioned into slices with a thickness of 4 μm, deparaffinized, hydrated, and antigen retrieved in 10 mmol/L sodium citrate for 20 minutes in a microwave oven, then cooled to room temperature slowly. Sections were permeabilized with 0.5% Triton X-100 in PBS for 5 minutes and then blocked with 2% BSA in PBS for 1 hour at room temperature. The sections were incubated with anti-mCD8a (CST, 98941), anti-GZMB (proteintech, 13588-1-AP), anti-hCD8a (CST, 70306), ASNS (proteintech, 14681-1-AP) and anti-RIG-I (ABclonal, A21421) overnight at 4°C. Subsequently, sections were washed with PBS and incubated with fluorescein-conjugated secondary antibody at room temperature for 1 hour. After incubation with DAPI, the slides were imaged and visualized using CLSM 600 confocal laser scanning microscope (Sunnysoptop).

### In vivo experiments with CD8 depletion.

MB49 (5 × 10^5^ per mouse) and MBT2 (1 × 10^6^ per mouse) cells stably transfected with the pLKO.1-shAsns#1 plasmid, pLKO.1-shAsns#2 plasmid, or pLKO.1-Vector plasmid were subcutaneously injected into 6- to 8-week-old C57BL/6 mice and C3H mice, respectively. To evaluate the role of CD8^+^ T cells in mice, the 200 μg of anti-CD8a antibody (MCE, HY-P99129) was injected intraperitoneally on days –3, 0, 3, 8, and 11. Equal amounts of IgG isotype antibodies were injected as a control. Tumor volume and growth curve were detected as mentioned above.

### RNA-seq and GSEA.

Total RNA isolated using FastPure Cell/Tissue Total RNA Isolation Kit V2 (Vazyme. RNA-seq analysis was performed by Majorbio Bio-pharm Technology Co. Ltd. Transcriptome library was prepared following TruSeq RNA sample preparation Kit from Illumina using 1 μg of total RNA. DEGs with |log2FC| greater than 1.5 and adjusted *P* value less than or equal to 0.05 were considered to be significantly different expressed genes. The data were analyzed on the online platform of Majorbio Cloud Platform. Sequencing results were deposited in the Gene Expression Omnibus database (GEO GSE270353). The GSEA algorithm was used to analyze the biological functions of the genes based on IFN-I–related molecular signatures collected from Molecular Signatures Database (MSigDB).

### Luminex liquid suspension biochip detection.

MBT2 cells stably transfected with the pLKO.1-shAsns#1 plasmid or pLKO.1-Vector plasmid were cultured in the 6-well plates. After 24 hours, cell culture supernatants were collected and the inflammatory cytokines and chemokines were detected (including: CCL1, CCL2, CCL3, CCL4, CCL5, CCL7, CCL11, CCL12, CCL17, CCL19, CCL20, CCL22, CCL24, CCL27, CXCL1, CXCL5, CXCL10, CXCL11, CXCL12, CXCL13, CXCL16, CX3CL1, IL-2, IL-4, IL-6, IL-10, IL-16, GM-CSF, IFN-γ, IL-1β, and TNF-α) by a Luminex protein biochip testing system (Wayen Biotechnologies) according to manufacturer’s instruction. The data were measured and collected by the Luminex 200 system. The results were showed in Supplemental Table 2.

### ELISA.

Cell culture supernatants were collected from 6-well plates, and the presence of the cytokine/chemokine proteins was determined using the Mouse IFN-β and Mouse CCL5 ELISA kit (Elabscience) according to the manufacturer’s instructions. The concentrations of different cytokine/chemokine proteins were calculated based on OD values at a detection wavelength of 450 nm.

### Co-IP.

HEK293T cells were transfected with Flag-RIG-I and HA-RNF122, HA-RNF125, HA-STUB1, and HA-CBL together with Asparagine (Solarbio) for 42 hours and cultured in medium containing MG132 (MCE) for a further 6 hours before coimmunoprecipitation. Then the cells were lysed with NP-40 buffer plus complete protease inhibitor PMSF and cocktail, and samples were cleaved on ice for 30 minutes. The lysates were centrifuged at 10,000*g* for 10 minutes at 4°C. About 5%–10% of the supernatants were used as input group, and the remaining samples were divided equally into IgG group and Flag group. The protein A/G beads were added in IgG or Flag antibodies at 4°C for 2 hours. Then the supernatants were incubated with antibody-beads mix at 4°C overnight. Proteins interacting with beads were removed by resuspending the beads in 1× SDS-PAGE loading buffer followed by heating at 95°C for 10 minutes. Proteins were separated by SDS-PAGE, followed by immunoblotting analysis with the Flag (proteintech, 66008-4-Ig), HA (proteintech, 51064-2-AP), and Ub-K48 (ABclonal, A3606) antibodies.

### In vitro ubiquitination assay.

Flag-RIG-I and HA-CBL were expressed in HEK293T cells and purified using Flag and HA beads, respectively. The reaction was carried out at 37 °C for 2 hours in 20 μL reaction buffer (40 mM Tris-HCl at pH 7.6, 2.5 mM Mg^2+^-ATP, 2 mM dithiothreitol) containing the following components: 50 μM of ubiquitin, 100 nM E1, 1 μM E2, 2 μM HA-CBL, and 5 μM Flag-RIG-I. The samples were stopped by adding SDS and boiled for 10 minutes, then resolved by SDS-PAGE followed by immunoblot analysis using a monoclonal anti-Ub antibody.

### MST assay.

MST is a biomolecular interaction analysis technology that measures the affinity between a ligand and a target molecule (54). Briefly, the HEK293T cell lysate was collected after 48 hours transfection with the Flag-RIG-I or HA-CBL plasmid. We purified Flag-tagged RIG-I and HA-tagged CBL by acid elution method. In total, 16 titration series of asparagine were prepared beginning at a concentration of 5 mM and mixed with purified protein. All the samples were loaded into MST NT.115 standard glass capillaries and measurement was carried out using the MO control software of Monolith NT.115.

### Orthotopic bladder tumor model.

An orthotopic bladder tumor mouse model was established as described previously (55) with minor modifications. In brief, under anesthesia, the C57BL/6 mice were placed in a supine position on a thermostatic blanket. Then, a 1-cm midline incision through the skin of the abdominopelvic region was made to locate the urinary bladder. Luc-labeling MB49 cells were resuspended with 50% Matrigel (Lablead), mixed with PBS (5 × 10^3^ cells per mouse), and were injected into the bladder wall of mice using insulin syringe. The bladder was placed back inside while ensuring that all other organs were in their proper position. Mice were left for at least 5 days for tumor development. After tumor volume was measured by living image, mice were randomly allocated into 4 groups for ASNase or anti–PD-1 treatment. For bioluminescent imaging, mice were given 200 μL (15 mg/mL) D-luciferin potassium salt (Lablead) intraperitoneally and imaged on a live imaging system (Berthold, LB983).

### Statistics.

The results are presented as the mean ± SD. Kaplan-Meier method and log-rank test were used to calculate overall survival rates. The significance of intergroup differences was determined with 2-tailed Student’s *t* test, 1-way ANOVA, or 2-way ANOVA. Statistical significance was assessed using GraphPad Prism software. A difference of *P* < 0.05 was considered statistically significant.

### Study approval.

All bladder cancer tissue samples used in this study were obtained from patients with their informed consent, and the use of these samples was approved by the IRB of the Chinese PLA General Hospital. All animal experiments were performed in accordance with institutional regulations and approval by the Institutional Animal Care and Use Committee of the Chinese PLA General Hospital.

### Data availability.

RNA-seq data reported in this paper were deposited in the Gene Expression Omnibus database (GEO GSE270353). Values for all data points in graphs are reported in the Supporting Data Values file. All unique/stable reagents generated in this study are available from the corresponding author with a completed material transfer agreement.

## Author contributions

WW was responsible for conceptualization, data curation, formal analysis, investigation, methodology, and writing of the original draft. HL was responsible for investigation and methodology. ST was responsible for formal analysis, validation, and methodology. CZ was responsible for formal analysis and investigation. JL was responsible for formal analysis and investigation. WT was responsible for formal analysis and investigation. TC was responsible for investigation. YD was responsible for investigation. CW was responsible for formal analysis. DL was responsible for investigation. YA was responsible for resources. WZ was responsible for resources. HW was responsible for resources. KL was responsible for conceptualization and data curation. YF was responsible for data curation. YG was responsible for conceptualization, data curation, and funding acquisition. QH was responsible for conceptualization, data curation, and funding acquisition. XM was responsible for data curation and visualization. BW was responsible for conceptualization, data curation, and funding acquisition. XZ was responsible for conceptualization, resources, supervision, and funding acquisition. YH was responsible for conceptualization, resources, data curation, formal analysis, supervision, funding acquisition, and writing of the original draft.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
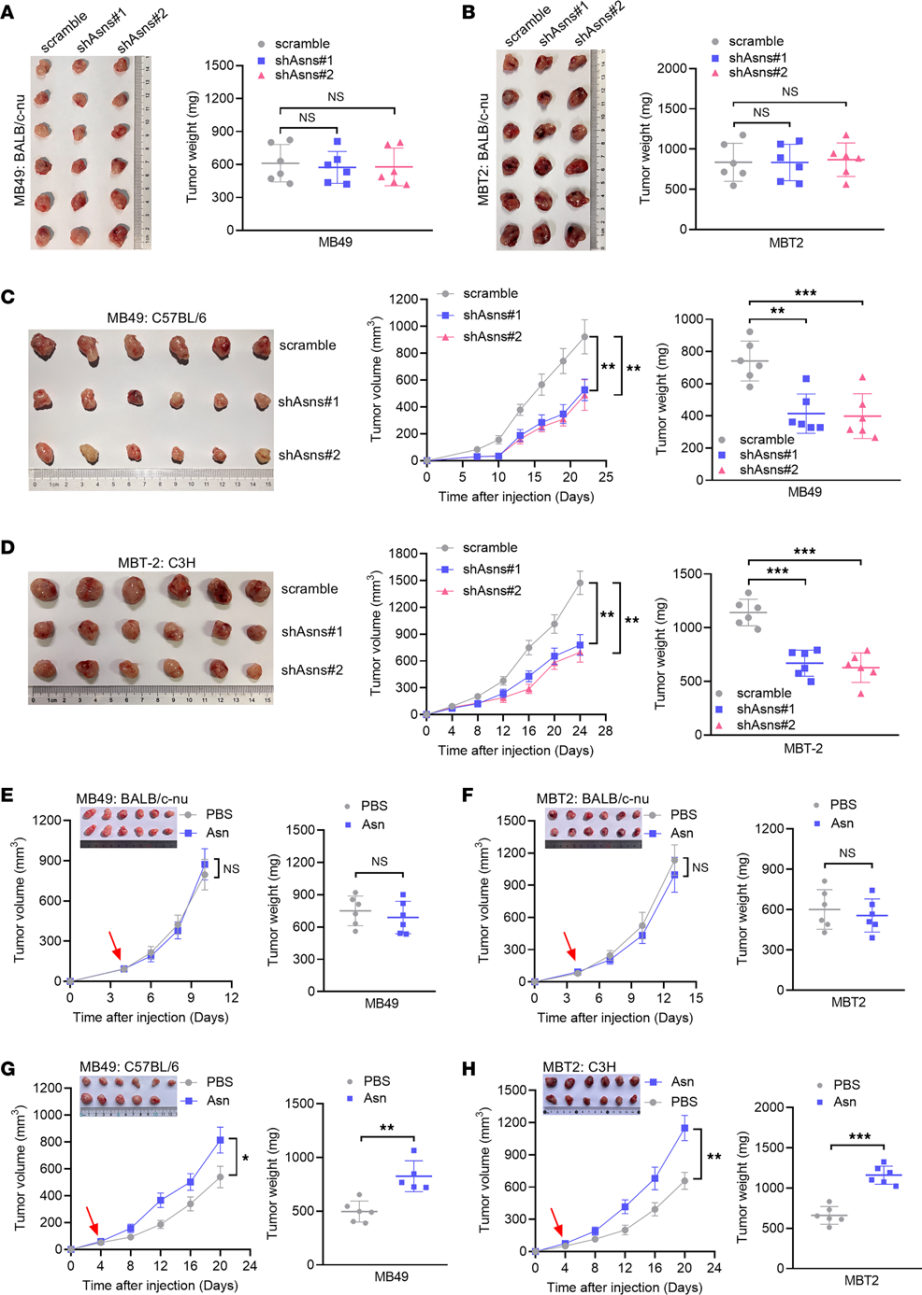
Asparagine restriction attenuates tumor growth in syngeneic mice. (**A**) Tumor image and tumor weight of immunodeficient nude mice (*n* = 6) injected subcutaneously with scramble or shAsns MB49 cells. (**B**) Tumor image and tumor weight of immunodeficient nude mice (*n* = 6) injected subcutaneously with scramble or shAsns MBT2 cells. (**C**) Tumor growth curves and tumor weight of immunocompetent C57BL/6 mice (*n* = 6) injected subcutaneously with scramble or shAsns MB49 cells. (**D**) Tumor growth curves and tumor weight of immunocompetent C3H mice (*n* = 6) injected subcutaneously with scramble or shAsns MBT2 cells. (**E**) Tumor growth curves and tumor weight of immunodeficient nude mice (*n* = 6) injected subcutaneously with MB49 cells administrated with PBS or Asn. (**F**) Tumor growth curves and tumor weight of immunodeficient nude mice (*n* = 6) injected subcutaneously with MBT2 cells administrated with PBS or Asn. (**G**) Tumor growth curves and tumor weight of immunocompetent C57BL/6 mice (*n* = 6) injected subcutaneously MB49 cells administrated with PBS or Asn. (**H**) Tumor growth curves and tumor weight of immunocompetent C3H mice (*n* = 6) injected subcutaneously with MBT2 cells administrated with PBS or Asn. Data were mean ± SD. Statistical significance was calculated by 2-tailed unpaired Student’s *t* tests for **E**–**H**; 1-way ANOVA for **A**–**D**. **P < 0.01, ***P < 0.001.

**Figure 2:**
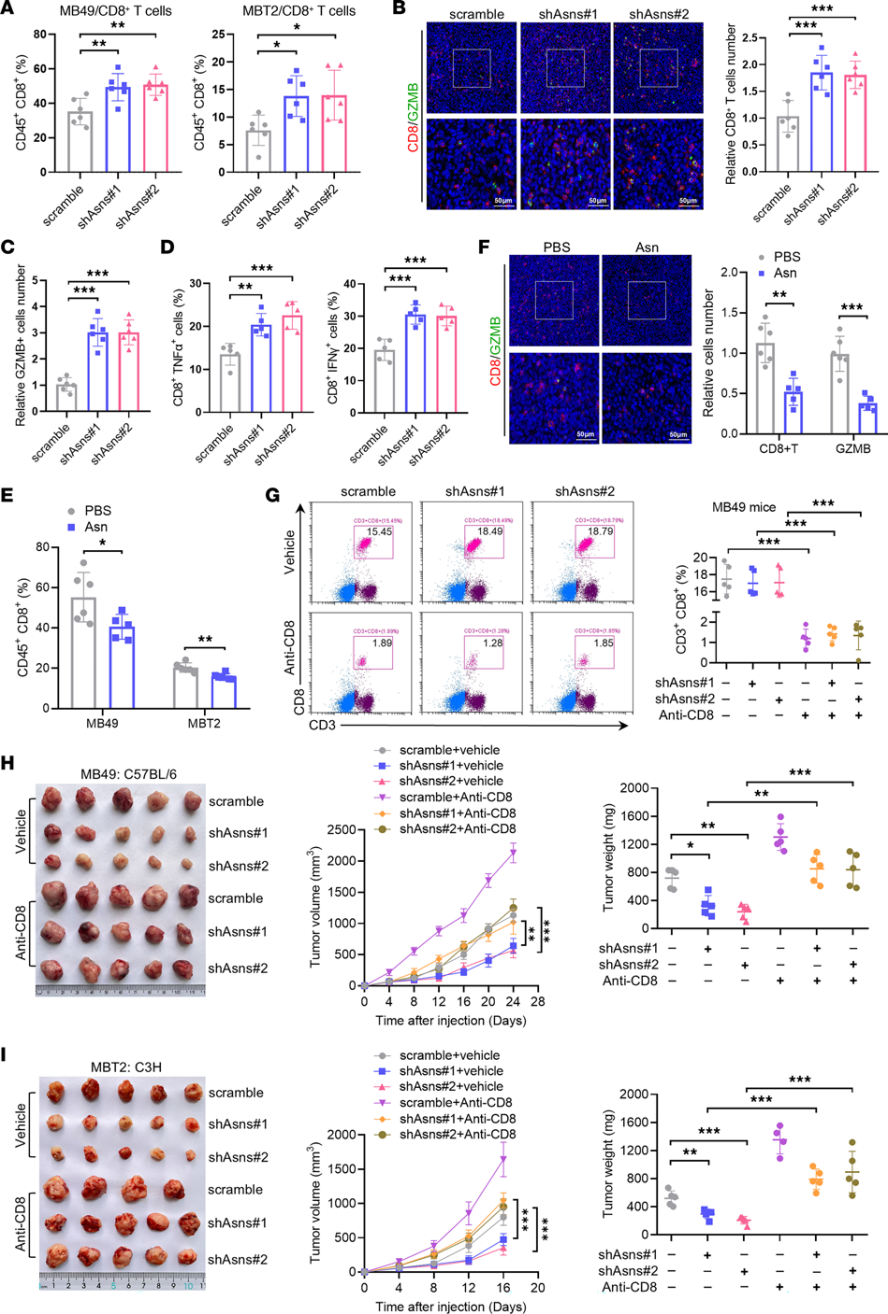
Knockdown of ASNS potentiates antitumor function of CD8^+^ T cells. (**A**) Tumor infiltrating CD8^+^ T cells from transplanted shAsns-MB49 tumors (*n* = 6) in C57BL/6 mice and shAsns-MBT2 tumors (*n* = 6) in C3H mice were analyzed by flow cytometry. (**B** and **C**) Representative images and quantification of immunofluorescence for CD8 (**B**) and GZMB (**C**) in scramble and shAsns-MB49 tumors (*n* = 6). Scale bars: 50 μm. (**D**) Flow staining and frequency of CD8^+^TNFα^+^ and CD8^+^IFNγ^+^ cells in shAsns-MB49 and control tumors (*n* = 5). (**E**) Tumor-infiltrating CD8^+^ T cells were analyzed by flow cytometry from transplanted MB49 and MBT2 tumors (*n* = 6) in syngeneic mice administrated with PBS or Asn. (**F**) Representative images and quantification of immunofluorescence for CD8 and GZMB in MB49 tumors administrated with PBS or Asn (*n* = 6). Scale bars: 50 μm. (**G**) C57BL/6 mice were subcutaneously inoculated with MB49 tumor cells and treated with anti-CD8 antibody. Flow cytometry analysis of CD8^+^ T cell content in peripheral blood of mice (*n* = 5) at the end of experiment. (**H**) Tumor growth curves and tumor weight from scramble and shAsns-MB49 tumor cells in C57BL/6 mice (*n* = 5) followed by intraperitoneal injection with anti-CD8 antibody. (**I**) Tumor growth curves and tumor weight from scramble and shAsns-MBT2 tumor cells in C3H mice (*n* = 5) followed by intraperitoneal injection with anti-CD8 antibody. Data were mean ± SD. Statistical significance was calculated by 2 tailed unpaired Student’s *t* tests for **E** and **F**. 1-way ANOVA for **A**–**D**; 2-way ANOVA for **G**–**I**. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 3:**
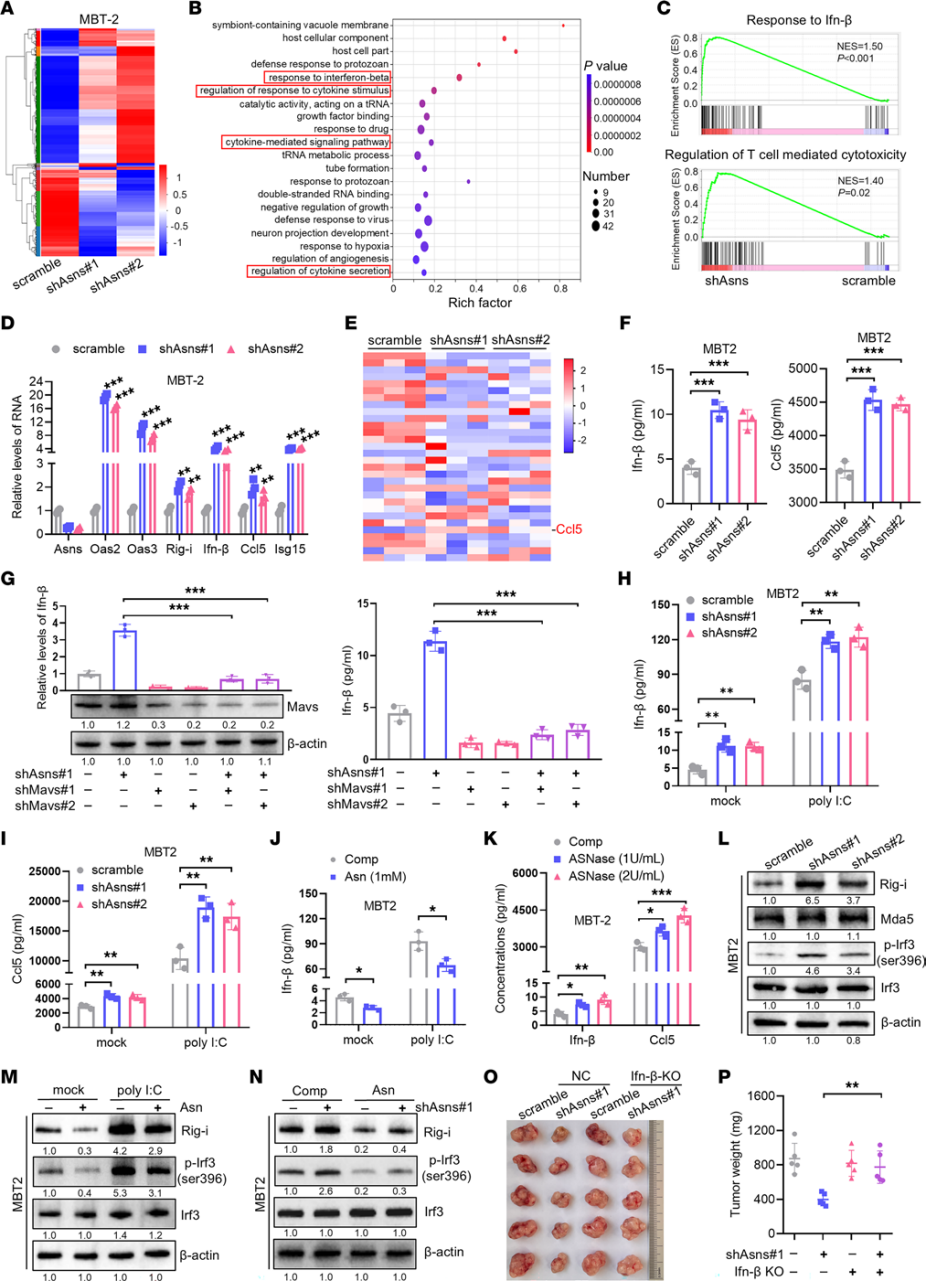
Silencing of ASNS activates RIG-I–induced IFN-I signaling. (**A**) Heat map depicted the differentially expressed mRNA in the indicated MBT2 cells. (**B**) Enrichment analysis for representative GO pathways in shAsns-mediated target genes. (**C**) GSEA plots of individual pathways enriched in shAsns-deficient MBT2 cells. (**D**) qRT-PCR showed the relative expression levels of ISGs genes in the indicated MBT2 cells. (**E**) Heatmap of multiple cytokines and chemokines detected by Luminex protein biochip testing system between Asns knockdown and the control groups in MBT2 cell culture supernatants. (**F**) ELISA experiment revealed the expression levels of Ifn-β and Ccl5 in culture supernatants of the indicated MBT2 cells. (**G**) qRT-PCR (left) and ELISA (right) assays showed the expression levels of Ifn-β in the indicated MBT2 cells. Western blot analysis of cell lysates from the indicated MBT2 cells. (**H** and **I**) Scramble or shAsns MBT2 cells were transfected with poly (I:C) (2 μg/mL) for 8 hours and the protein levels of Ifn-β (**H**) and Ccl5 (**I**) were determined by ELISA. (**J**) ELISA assay showed the expression levels of Ifn-β protein in the indicated MBT2 cells. (**K**) ELISA assay showed the expression levels of Ifn-β and Ccl5 in MBT2 cells treated with ASNase for 48 hours. (**L**) Western blot analysis of cell lysates from the MBT2 cells stably transfected with scramble and shAsns. (**M**) Western blot analysis of cell lysates from the indicated MBT2 cells. (**N**) Western blot analysis of cell lysates from the indicated MBT2 cells. (**O** and **P**) Tumor image and tumor weight of immunocompetent C57BL/6 mice (*n* = 5) injected subcutaneously with indicated MB49 cells. Data were mean ± SD. Statistical significance was calculated by 2 tailed unpaired Student’s *t* tests for **J**; 1-way ANOVA for **D**, **F**, **H**, **I**, and **K**; 2-way ANOVA for **G** and **P**. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 4:**
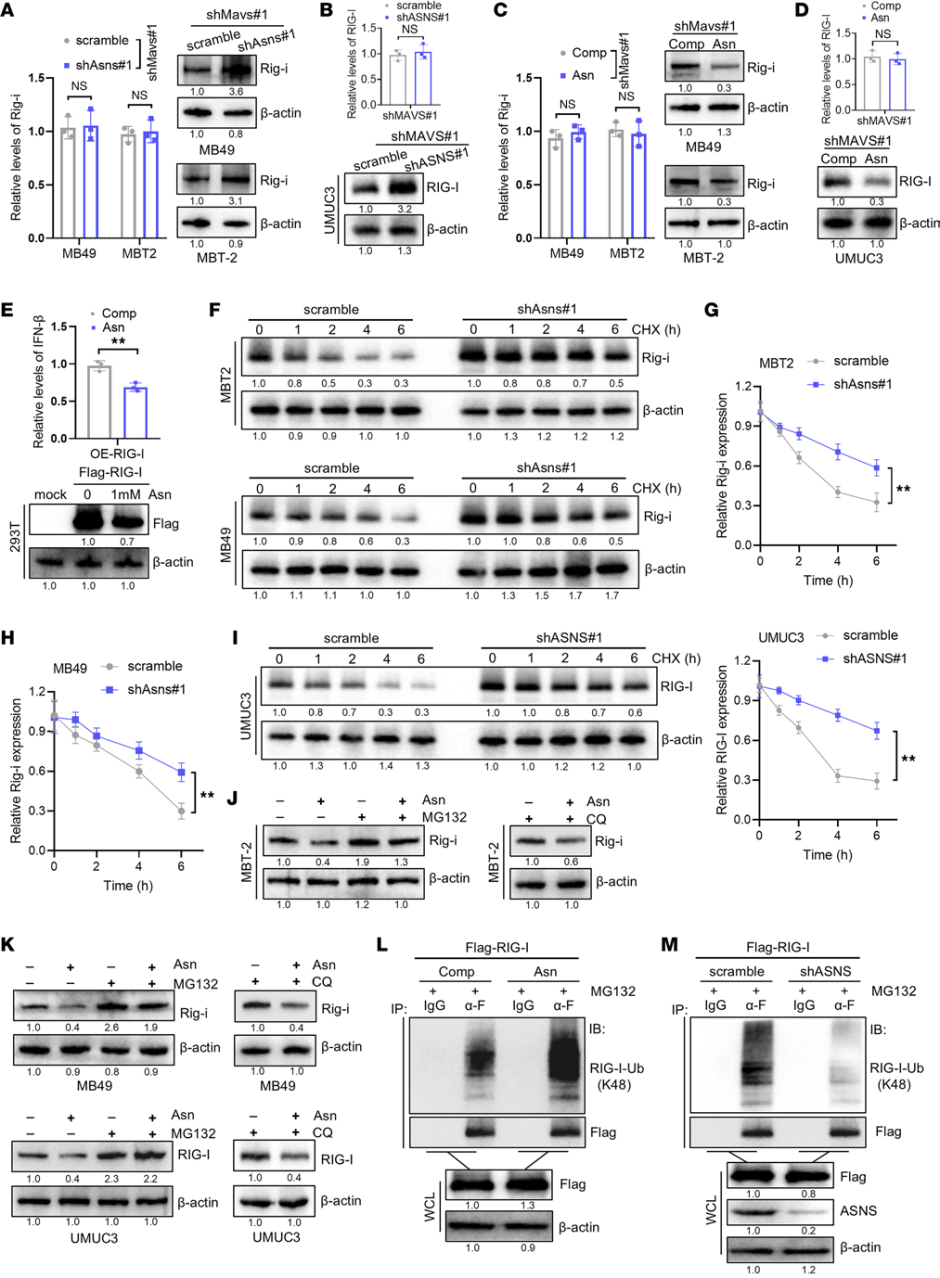
Asparagine facilitates the ubiquitination degradation of RIG-I. (**A**) qRT-PCR and Western blot showed the expression levels of Rig-i mRNA and protein in the indicated murine bladder cancer cells. (**B**) qRT-PCR and Western blot showed the expression levels of RIG-I mRNA and protein in the indicated UMUC3 cells. (**C**) qRT-PCR and Western blot showed the expression levels of Rig-i mRNA and protein in the indicated murine bladder cancer cells. (**D**) qRT-PCR and Western blot showed the expression levels of RIG-I mRNA and protein in the indicated UMUC3 cells. (**E**) qRT-PCR showed the expression levels of IFN-β in RIG-I–overexpressed HEK293T cells cultured in complete medium (Comp) and medium added Asn (1 mM) for 48 hours. Western blot showed the levels of RIG-I protein in the indicated groups. (**F**–**H**) Western blot revealed the degradation kinetics of Rig-i protein in the indicated Murine bladder cancer cells. The degradation rate of Rig-i protein was quantified by band intensity. (**I**) Western blot revealed the degradation kinetics of RIG-I protein in the indicated UMUC3 cells. The degradation rate of RIG-I protein was quantified by band intensity. (**J**) Western blot analysis showed the Rig-i expression in the indicated MBT2 cells. (**K**) Western blot analysis showed the RIG-I expression in the indicated MB49 or UMUC3 cells. (**L**) HEK293T cells were transfected with Flag-RIG-I and cultured in complete medium (Comp) or medium added Asn (1 mM) for 48 hours, followed by coimmunoprecipitation and immunoblotting analysis with the indicated antibodies. (**M**) HEK293T cells were transfected with Flag–RIG-I and with scramble or shASNS#1 for 48 hours, followed by coimmunoprecipitation and immunoblotting analysis with the indicated antibodies. Data were mean ± SD. Statistical significance was calculated by 2 tailed unpaired Student’s *t* tests for **A**–**E** and **G**–**I**. **P < 0.01.

**Figure 5:**
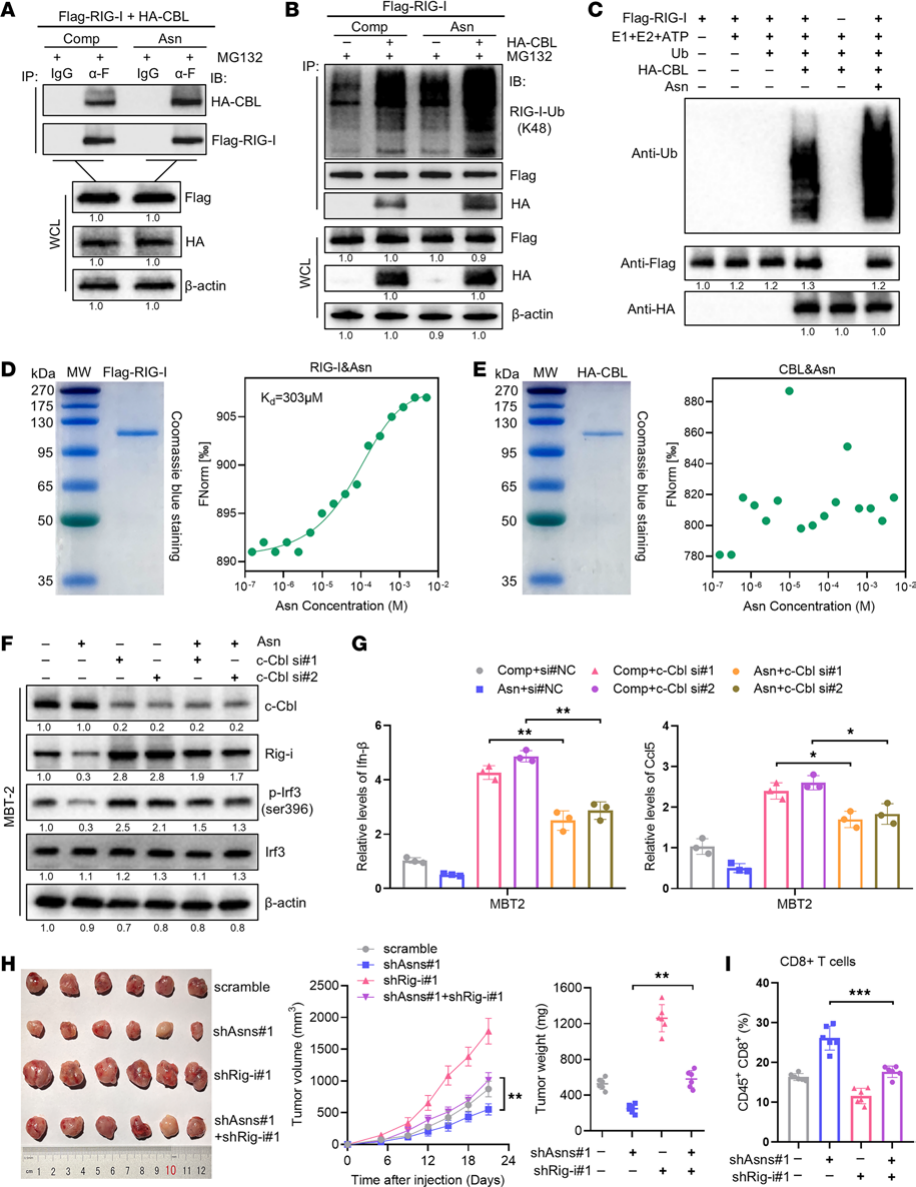
Asparagine promotes the CBL-mediated proteasomal degradation of RIG-I. (**A**) HEK293T cells were transfected with Flag-RIG-I and HA-CBL and cultured in complete medium (Comp) and medium added Asn (1 mM) for 48 hours, followed by coimmunoprecipitation and immunoblotting analysis with the indicated antibodies. (**B**) Flag-RIG-I–overexpressed HEK293T cells were cultured in complete medium (Comp) or medium added Asn (1 mM), and those cotransfected with a control and HA-CBL overexpression plasmid for 48 hours, followed by coimmunoprecipitation and immunoblotting analysis with the indicated antibodies. (**C**) Purified Flag-RIG-I proteins were incubated with the indicated proteins in the presence or absence of 1 mM Asn for 2 hours. Mixtures were analyzed by Western blot. (**D**) MST measurement of the interaction between Asn and purified RIG-I. Kd value was automatically by the curve fitting. (**E**) MST measurement of the interaction between Asn and purified CBL. (**F**) Western blot of the indicated proteins in MBT2 cells cultured in complete medium (Comp) or medium added Asn (1 mM), and those cotransfected with si-NC, si-Cbl#1 or si-Cbl#2. (**G**) qRT-PCR revealed the expression levels of Ifn-β and Ccl5 in MBT2 cells cultured in complete medium (Comp) or medium added Asn (1 mM), and those cotransfected with si-NC, si-Cbl#1, or si-Cbl#2. (**H**) Tumor growth curves and tumor weight of immunocompetent C3H mice (*n* = 6) injected subcutaneously with indicated MBT2 cells. (**I**) Tumor infiltrating CD8^+^ T cells from transplanted MBT2 tumors (*n* = 6) in C3H mice were analyzed by flow cytometry. Data were mean ± SD. Statistical significance was calculated by 2-way ANOVA for **G**–**I**. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
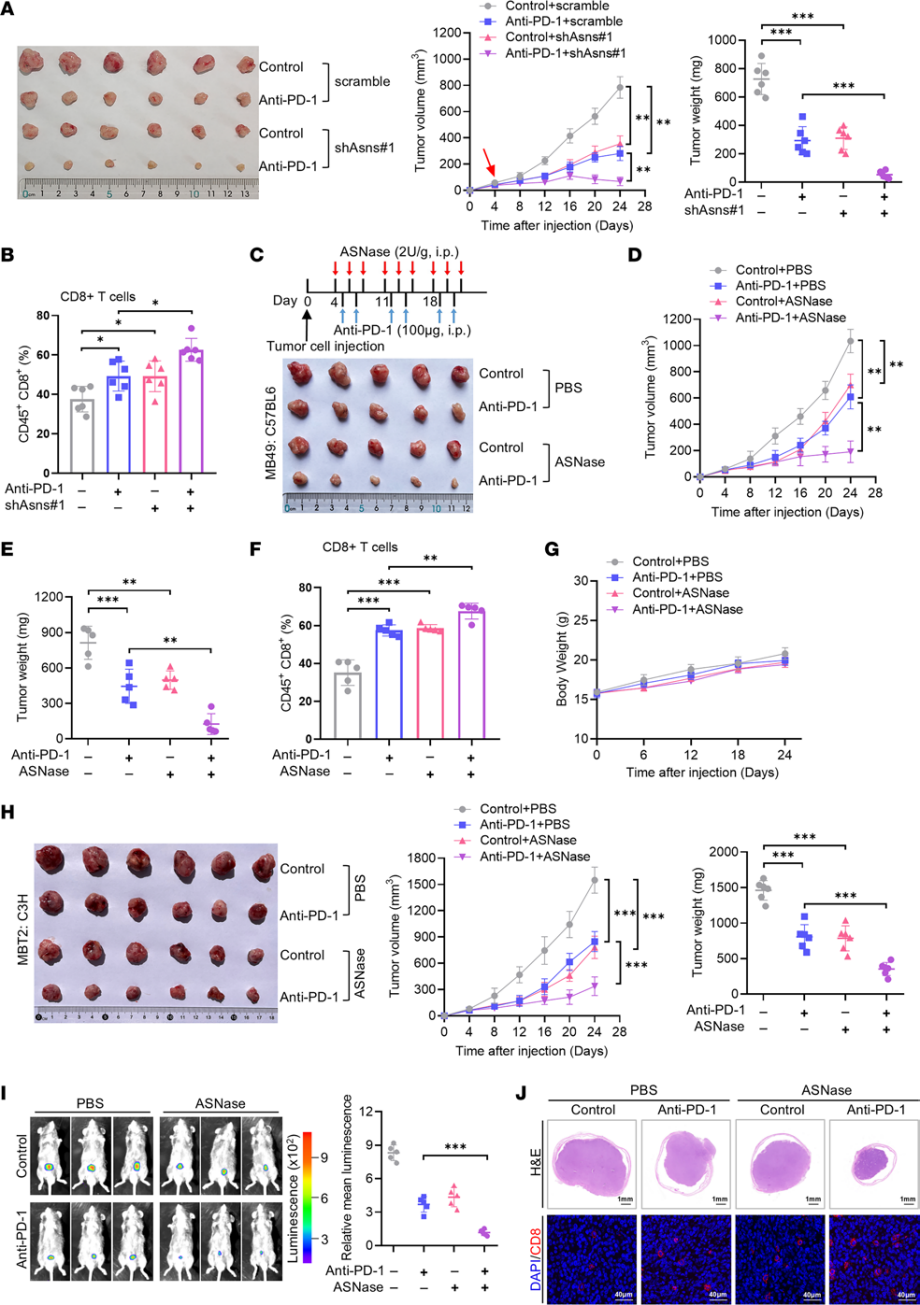
Asparagine restriction overcomes tumor resistance to PD-1 blockade in mouse model. (**A**) Tumor growth and tumor weight in immunocompetent C57BL/6 mice injected subcutaneously with MB49 cells stably transfected with scramble and shAsns#1 and treated with anti-PD-1 or isotype control (*n* = 6). (**B**) Flow cytometry showed the tumor infiltrating CD8^+^ T cells in MB49 tumors of indicated groups. (**C**–**E**) Schematic of ASNase therapy. Tumor growth and tumor weight in immunocompetent C57BL/6 mice injected subcutaneously with MB49 cells administrated with ASNase, and treated with anti-PD-1 or isotype control (*n* = 5). (**F**) Tumor infiltrating CD8^+^ T cells in MB49 tumors of indicated groups were analyzed by flow cytometry. (**G**) The body weights among different groups during experimental procedure. (**H**) Tumor image and tumor weight in immunocompetent C3H mice injected subcutaneously with MBT2 cells administrated with ASNase, and treated with anti-PD-1 or isotype control (*n* = 6). (**I**) Representative luminescence images and histogram analysis of bioluminescence intensity in C57BL/6 mice injected orthotopically with luc-labeled MB49 cells with the treatment of ASNase and anti-PD-1 antibody. (**J**) Representative H&E staining and immunofluorescence for CD8 of tumors in the indicated groups. Scale bars (H&E): 1 mm. Scale bars (IF): 40 μm. Data were mean ± SD. Statistical significance was calculated by 2-way ANOVA for **A**, **B**, **D**, **E**, **F**, **H**, and **I**. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 7:**
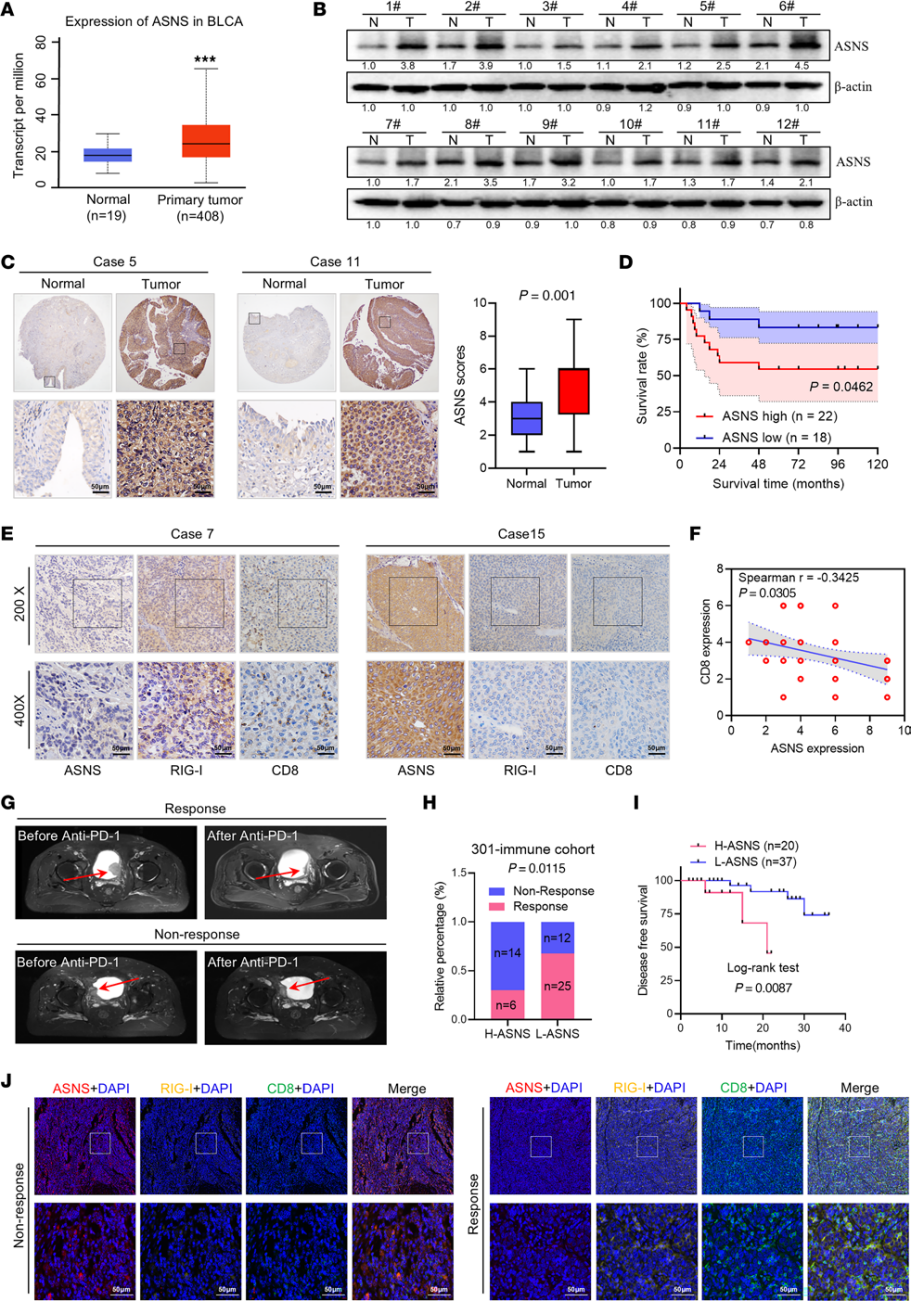
Upregulated S leads bladder cancer resistance to ICIs. (**A**) mRNA levels of ASNS in bladder cancer samples from TCGA cohort. (**B**) Western blot showed the expression levels of ASNS in our paired samples of bladder cancer. (**C**) Representative IHC staining and quantification revealed ASNS expression in paired samples of bladder cancer from our cohort (*n* = 40). Scale bar: 50 μm. (**D**) Kaplan-Meier analysis of the overall survival of 40 patients with high or low expression of ASNS. (**E**) Representative IHC staining of ASNS, RIG-I, and CD8 in bladder cancer samples from our cohort. (**F**) Correlation analysis of ASNS expression and CD8 expression in bladder cancer clinical samples (*n* = 40). (**G**) Representative MRI image for patients with response and nonresponse after ICI treatment in our hospital (301-immune cohort, *n* = 57). (**H**) The relationship between ASNS expression level and immunotherapy efficacy in the 301-immune cohort. (**I**) Disease-free survival of patients with different ASNS IHC scores in our immune cohort. (**J**) Representative multicolor IF images for ASNS (red), RIG-I (yellow), CD8 (green), and DAPI (blue) in patients in the response and nonresponse groups. Scale bars: 50 μm. Data were mean ± SD. Statistical significance was calculated by 2-tailed unpaired Student’s *t* tests for **A**; Paired Student’s t-tests for **C**; Chi-square test for **H**; Survival analysis of **D** and **I** was performed by the log-rank test. ***P < 0.001.

## Version 1 02/18/2025

In-Press Preview

## Version 2 04/15/2025

Electronic publication

# Supplementary material for: Asparagine drives immune evasion in bladder cancer via RIG-I stability and type I IFN signaling
**Source:** J Clin Invest. 2025 Feb 18;135(8):e186648. doi: 10.1172/JCI186648
**Supplement:** Supplemental data

Fig.S1

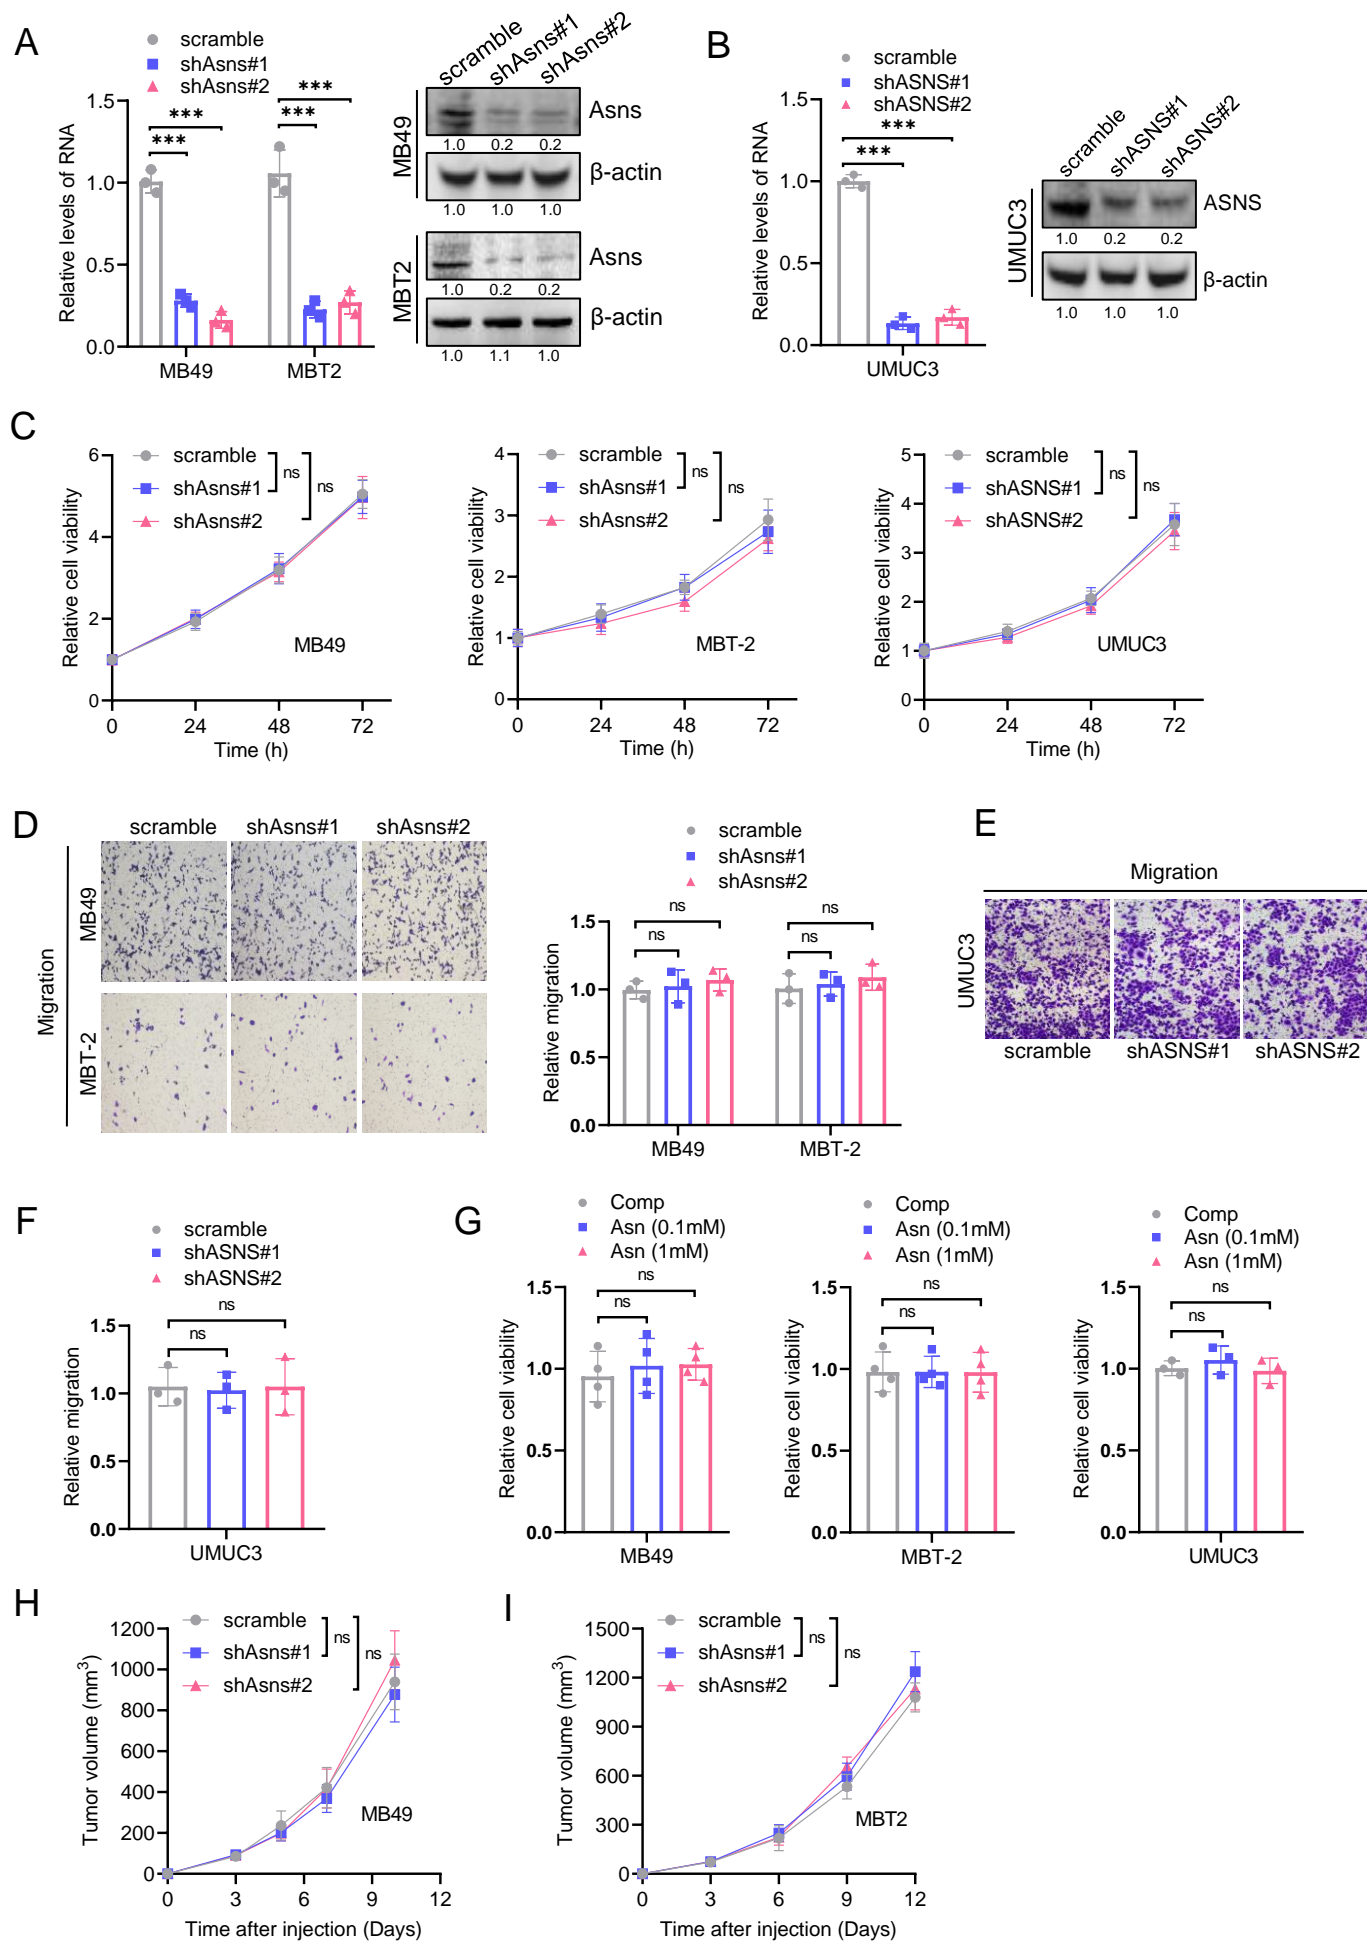

Figure S1. ASNS loss has no obvious difference in tumor growth *in vitro* and in immunodeficient nude mice

(A) qRT-PCR and western blot analysis of the expression of Asns in murine tumor lines (MB49 and MBT2) stably transfected with scramble, shAsns#1 or shAsns#2.

(B) qRT-PCR and western blot analysis of the expression of ASNS in UMUC3 lines stably transfected with scramble, shASNS#1 or shASNS#2.

(C) Cell proliferation assay for bladder cancer cells stably transfected with scramble, shASNS#1 or shASNS#2.

(D-F) The migration abilities of murine tumor lines **(D)** and UMUC3 cells **(E-F)** with or without ASNS depletion.

(G) Cell proliferation assay for bladder cancer cells cultured in complete medium (Comp) and medium added Asn (0.1, 1mM) for 48 h.

(H) Tumor growth curves of immunodeficient nude mice (n = 6) injected subcutaneously with scramble or shAsns MB49 cells.

(I) Tumor growth curves of immunodeficient nude mice (n = 6) injected subcutaneously with scramble or shAsns MBT2 cells.

Data were mean $\pm$ SD. Statistical significance was calculated by one-way ANOVA for A, B, C, D, F, G, H and I. ns, not significant. ***p<0.001.

Fig.S2

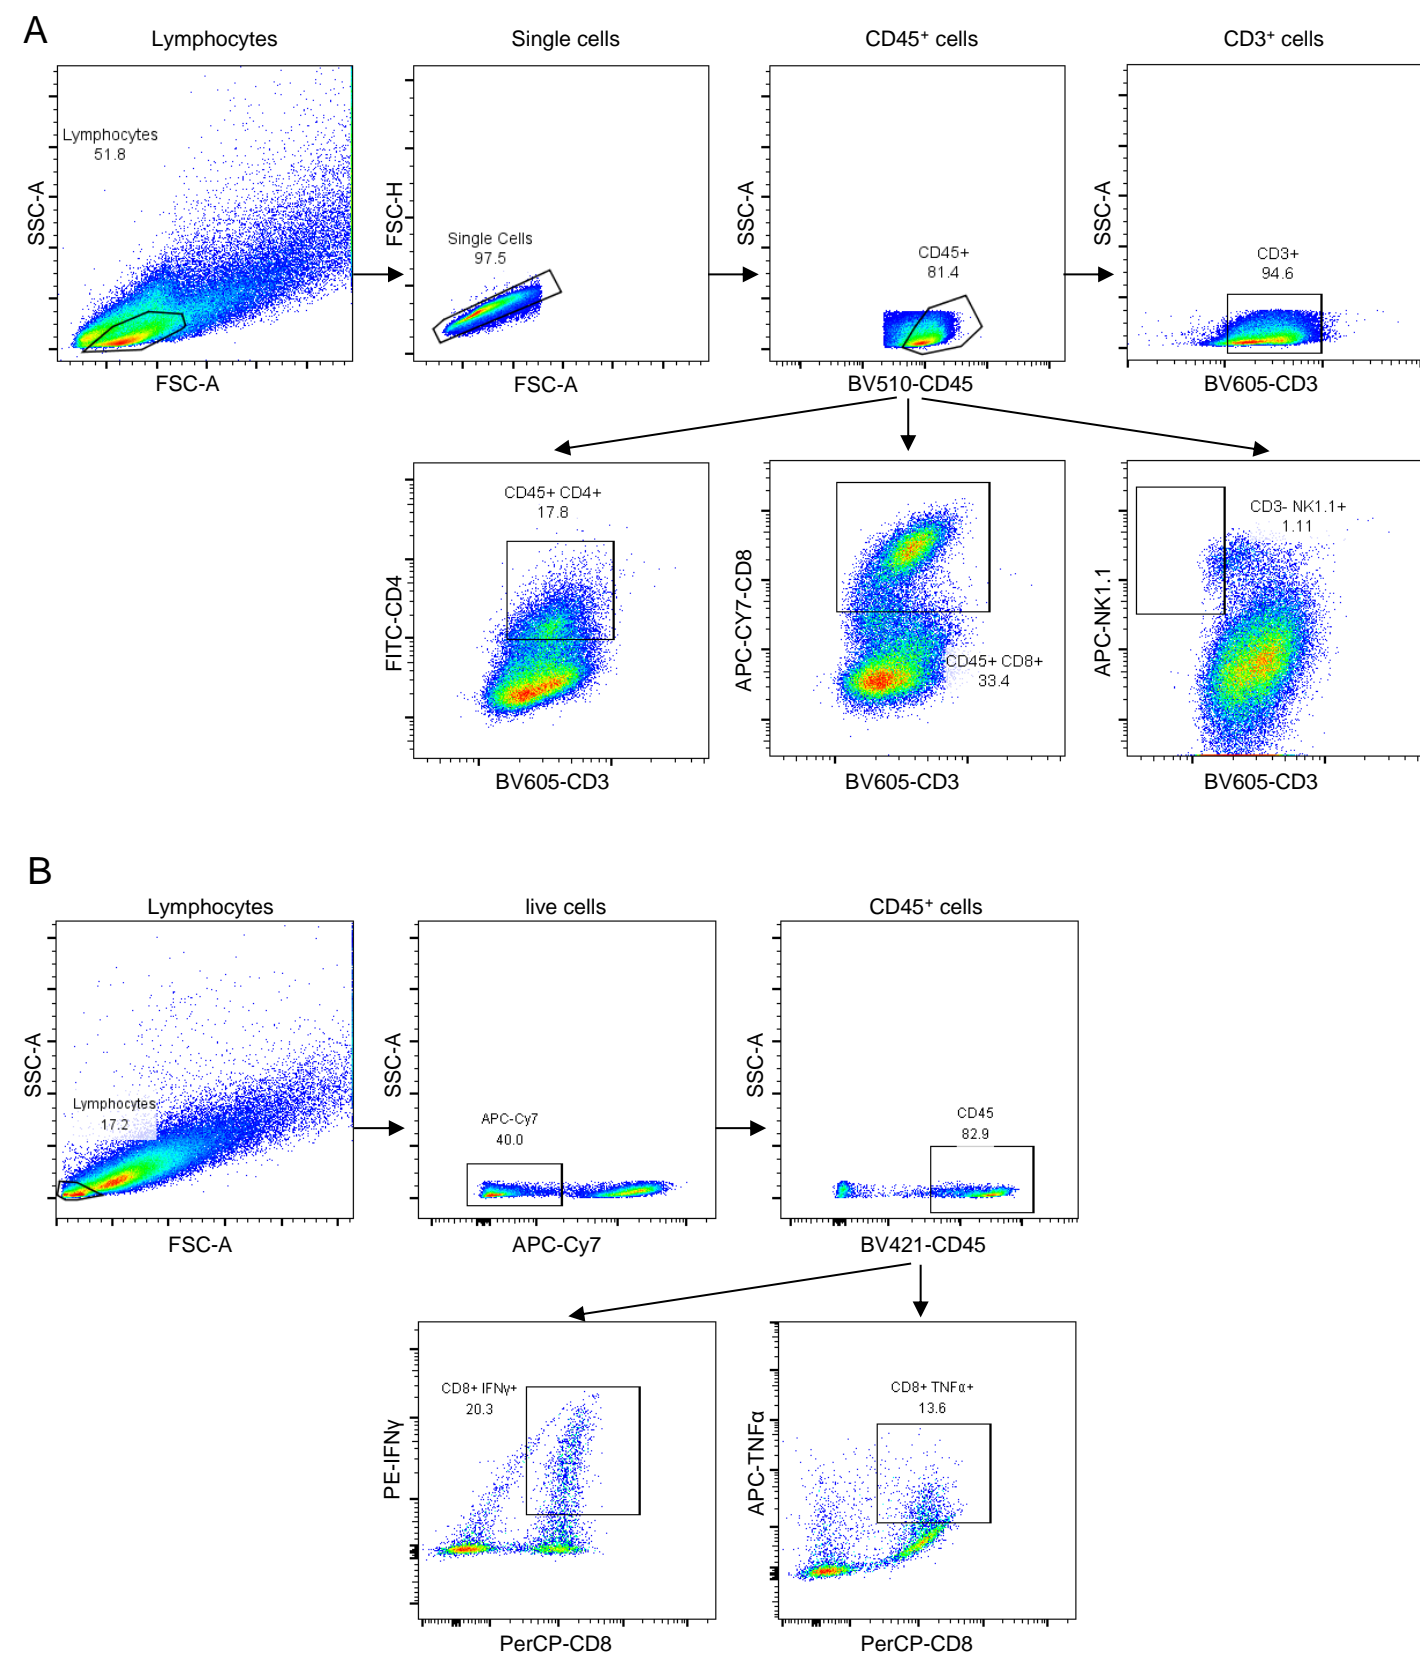

Figure S2. Representative flow cytometry gating strategy

(A) Representative flow-cytometry gating strategy for quantifying the number of various immune effector cell subsets in murine tumors.

(B) Representative flow cytometry gating strategy for quantifying the number of cytokines secreted by CD8⁺ T cells in murine tumors.

Fig.S3

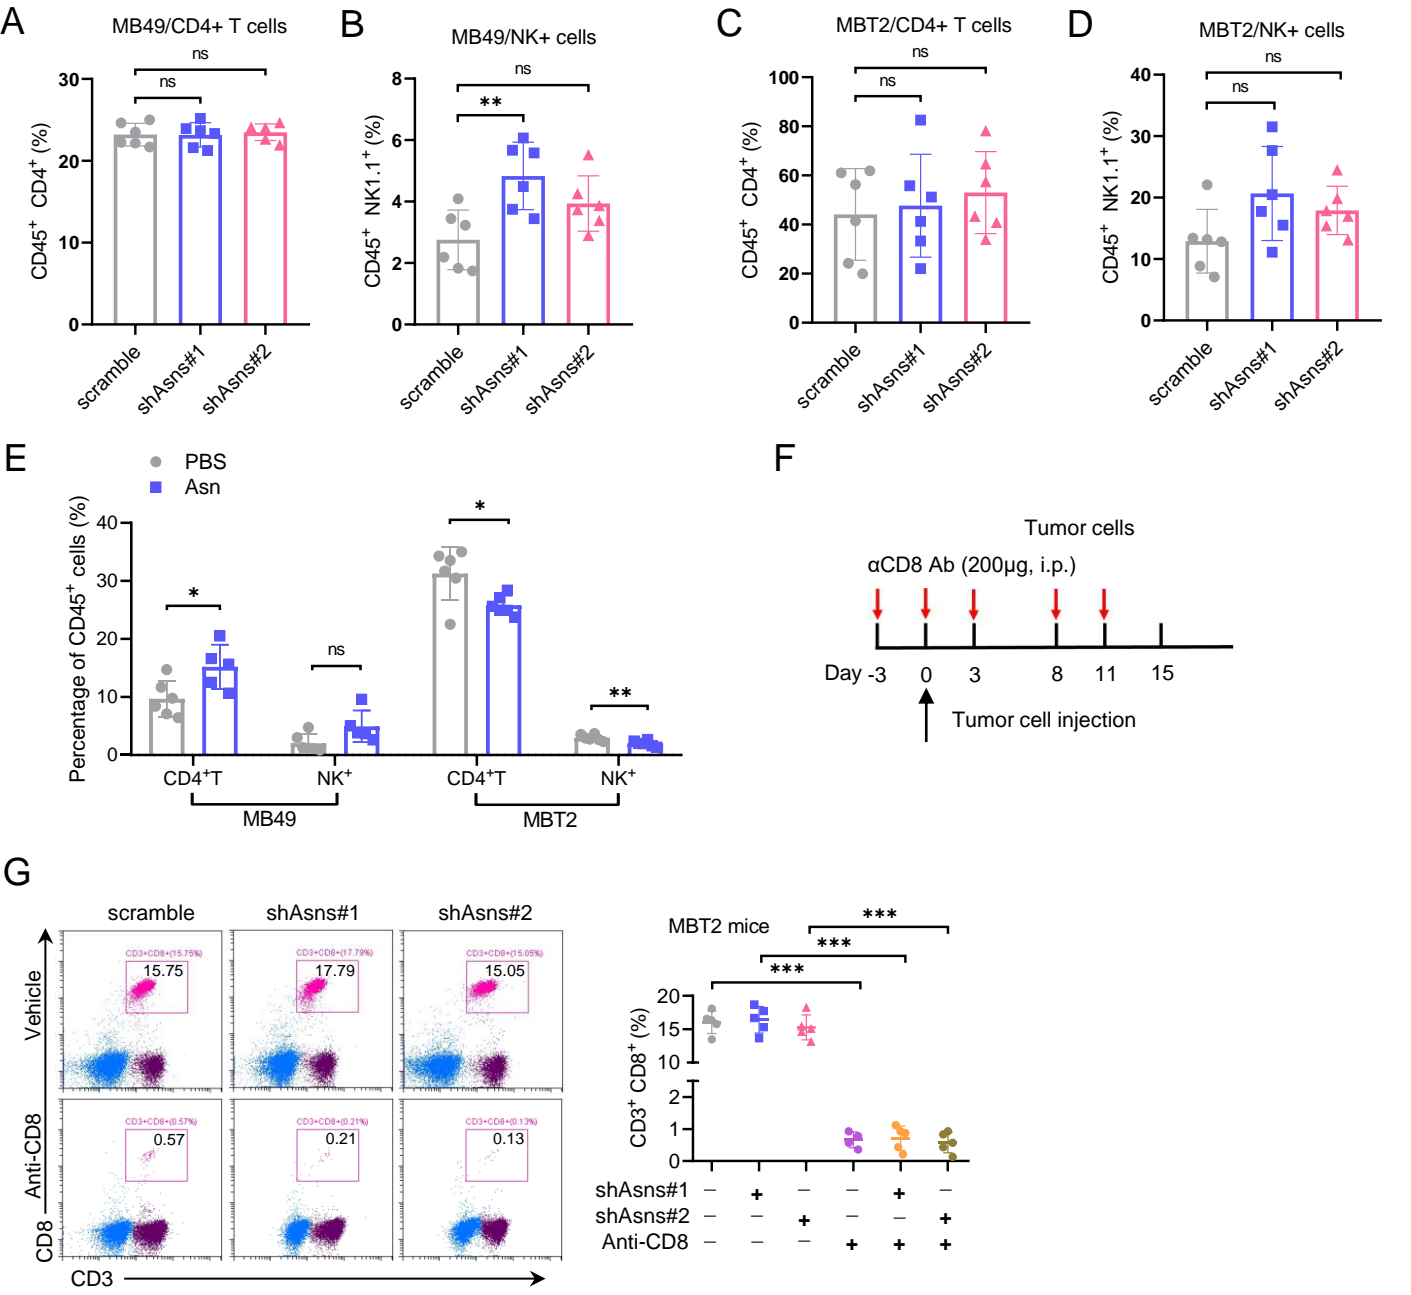

Figure S3. Knockdown of ASNS promotes intratumoral CD8⁺ T cells infiltration

(A) Tumor infiltrating CD4⁺ T cells from transplanted MB49 tumors (n = 6) in C57BL/6 mice were analyzed by flow cytometry.

(B) Tumor infiltrating NK⁺ cells from transplanted MB49 tumors (n = 6) in C57BL/6 mice were analyzed by flow cytometry.

(C) Tumor infiltrating CD4⁺ T cells from transplanted MBT2 tumors (n = 6) in C3H mice were analyzed by flow cytometry.

(D) Tumor infiltrating NK⁺ cells from transplanted MBT2 tumors (n = 6) in C3H mice were analyzed by flow cytometry.

(E) Tumor infiltrating CD4⁺ T cells and NK cells were analyzed by flow cytometry from transplanted MB49 and MBT2 tumors (n = 6) in syngeneic mice administrated with PBS or Asn.

(F) Schematic showed that immunocompetent mice were inoculated with mouse bladder cancer cells and treated with anti-CD8 antibody (200μg per mice) on day -3, 0, 3, 8, and 11.

(G) C3H mice were subcutaneously inoculated with indicated MBT2 tumor cells and treated with anti-CD8 antibody. Flow cytometry analysis of CD8⁺ T cells content in peripheral blood of mice (n = 5) at the end of experiment.

Data were mean ± SD. Statistical significance was calculated by two tailed unpaired Student's t-tests for E. One-way ANOVA for A, B, C and D. Two-way ANOVA for G. ns, not significant. *p<0.05, **p<0.01, ***p<0.001.

Fig.S4

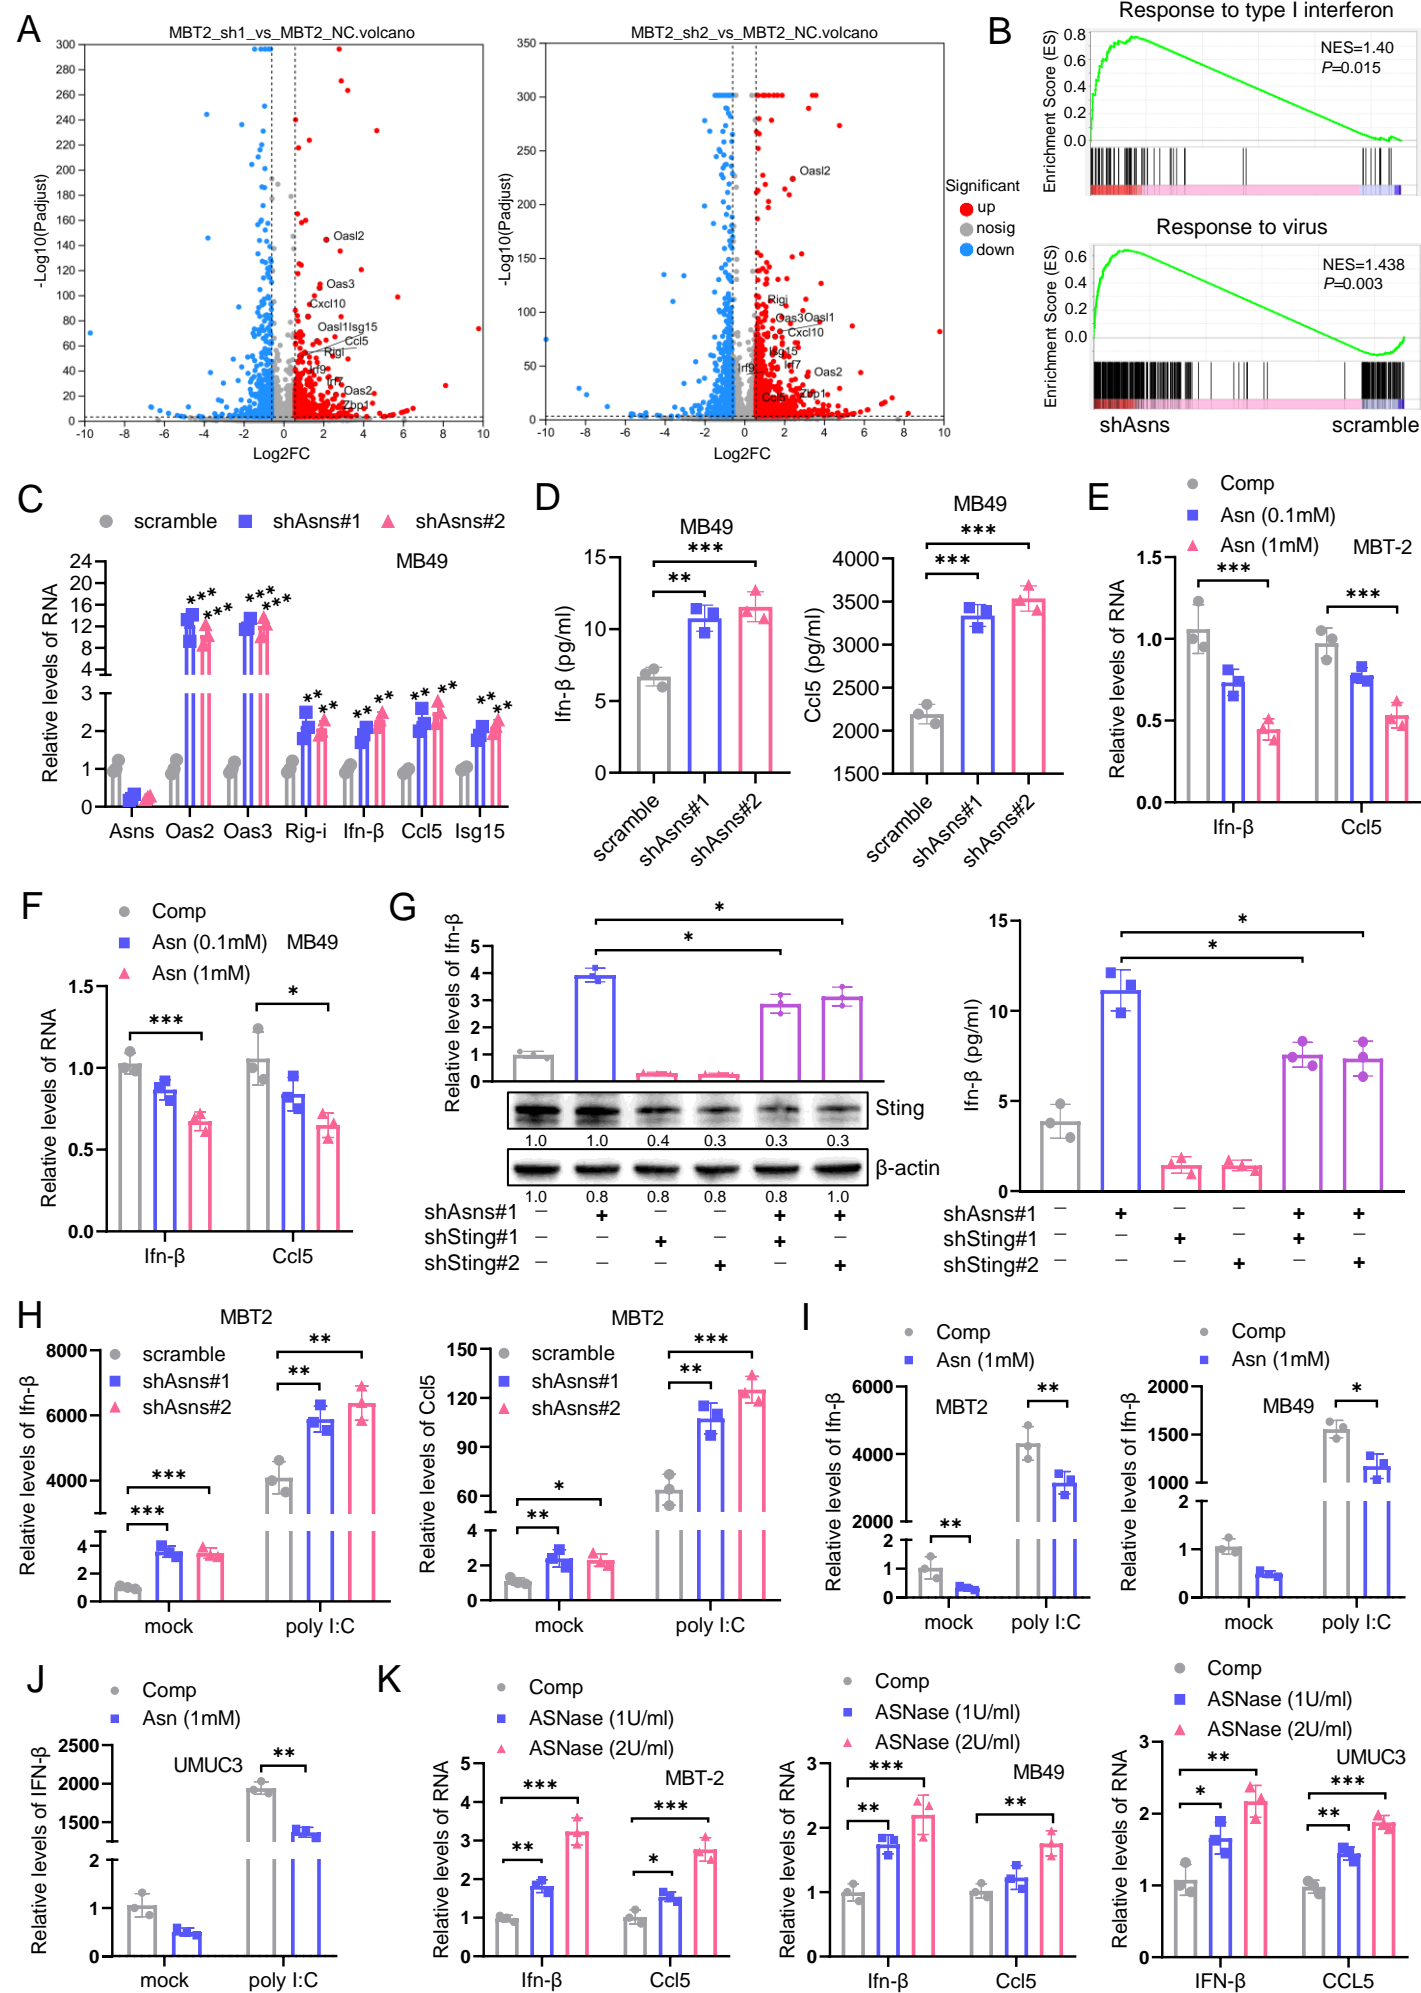

Figure S4. Depletion of ASNS activates IFN-I signaling pathway

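Past the thresholds of the paper's methods, 247 genes were higher and 170 lower with shAsns#1, and 360 higher and 174 lower with shAsns#2. The 2 sets shared 165 genes higher and 71 lower, where independent sets of these sizes would share 6.35 and 2.11 and simulations with no effect against 1 shared library gave 1.63 and 0.53 on average. Part of the excess may come from the shared scramble library, which could not be split. The simulations used 1 spread for all genes, taken from the 2 shAsns libraries. edgeR called 66 of the 165 shared genes that were higher and 16 of the 71 that were lower. With at least 10 counts in every library, 96 genes were higher and 54 lower with shAsns#1, and 138 and 60 with shAsns#2. The sets then shared 74 higher and 19 lower. At a ratio of 1.5-fold, 775 genes were higher and 805 lower with shAsns#1, and 1050 higher and 1151 lower with shAsns#2. Fam177a, whose counts were not whole, fell in both, from 39.2 to 2.74 and 4.44 CPM (edgeR adjusted p = 0.0014). Gng2, a G protein subunit gene whose counts were not whole either, was at 0.429 CPM in scramble and rose to 22.3 and 17.0 (edgeR adjusted p = 0.0012).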

(A) Volcano plot showing differentially expressed genes by Asns loss in RNA-seq analysis.

(B) GSEA of the indicated gene signatures between scramble and shAsns-deficient MBT2 cells.

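Response to type I interferon had 19 genes kept, with median log2 ratios of 0.33 with shAsns#1 and 0.36 with shAsns#2, and 4 of them were higher by edgeR. Response to virus had 57 genes kept and medians of 0.18 and 0.17. In it 13 genes were higher and 1 was lower by edgeR. The medians of both terms lay above at least 99.8% of random gene sets matched on expression, in each library. Memberships came from the annotations in the authors' deposited table, with narrower terms joined by hand to response to type I interferon, and are not the signatures of the paper's own GSEA. Both terms were picked because the paper shows them for these same libraries, so their percentiles are not independent evidence.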

(C) qRT-PCR showed the relative expression levels of ISGs genes in the indicated MB49 cells.

(D) ELISA experiment revealed the expression levels of Ifn- β and Ccl5 in culture supernatants of the indicated MB49 cells.

(E-F) qRT-PCR assay showed the expression levels of Ifn- β and Ccl5 in MBT2 **(E)** and MB49 **(F)** cells cultured in complete medium (Comp) and medium added Asn for 48 h.

(G) qRT-PCR and ELISA assays showed the expression levels of Ifn- β in MBT2 cells stably transfected with scramble or shAsns#1, and those co-transfected with shSting#1 or shSting#2. Western blot assay showed the expression levels of STING proteins in the indicated.

(H) Scramble or shAsns MBT2 cells were transfected with poly (I:C) (2 μ g/ml) for 8 h and the mRNA levels of Ifn- β and Ccl5 were determined by qRT-PCR.

(I) The expression levels of Ifn- β mRNA were determined by qRT-PCR in the indicated MBT2 and MB49 cells .

(J) The expression levels of IFN- β mRNA were determined by qRT-PCR in the indicated UMUC3 cells.

(K) qRT-PCR assay showed the expression levels of IFN- β and CCL5 in bladder cancer cells treated with ASNase for 48 h.

Data were mean $\pm$ SD. Statistical significance was calculated by two tailed unpaired Student's t-tests for I and J. One-way ANOVA for C, D, E, F, H and K. Two-way ANOVA for G. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$.

Fig.S5

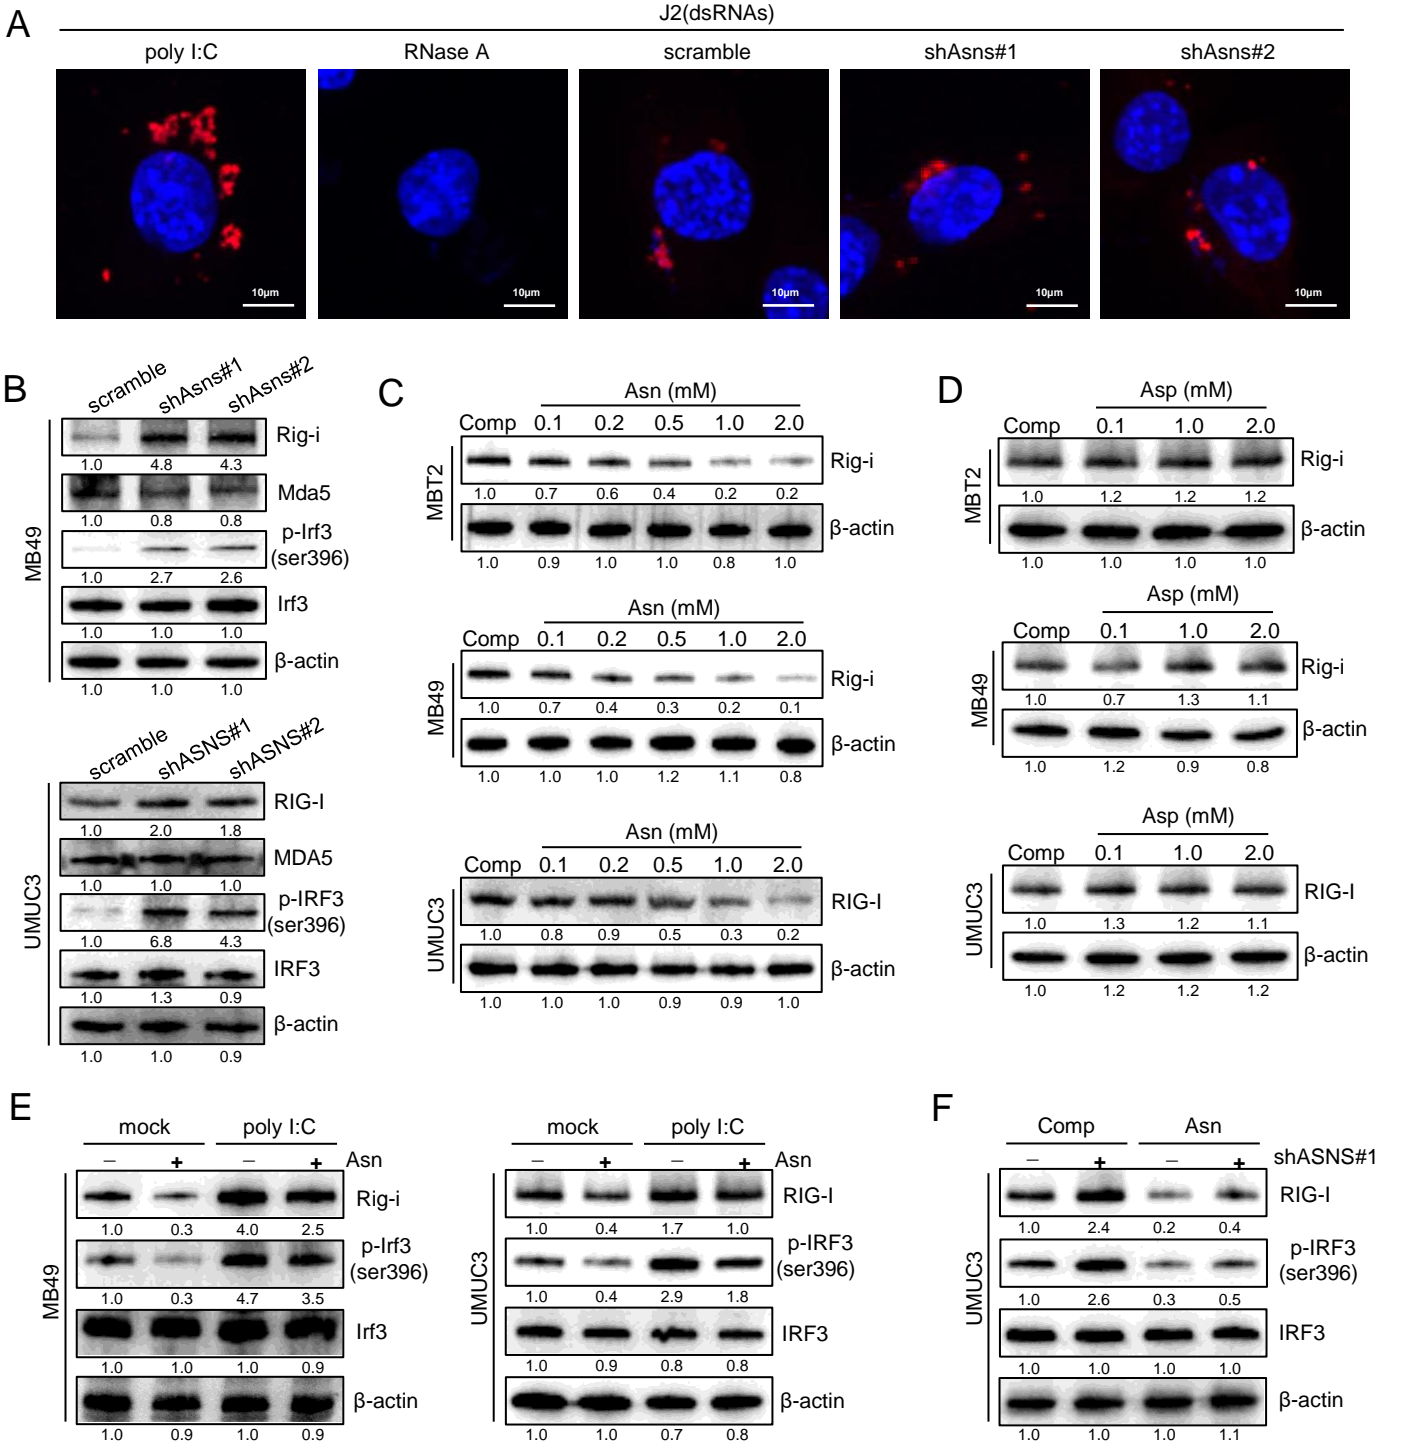

Figure S5. Asparagine suppresses the expression of RIG-I protein

(A) Endogenous dsRNAs accumulation in the indicated MBT2 cells was tested by IF with an anti-dsRNA specific J2 antibody. Scale bars, 10 μ m.

(B) Western blot showed the indicated proteins in MB49 and UMUC3 cells stably transfected with scramble, shASNS#1 or shASNS#2.

(C) Western blot showed the expression of RIG-I in bladder cancer cells treated with different concentrations of Asn for 48 h.

(D) Western blot showed the expression of RIG-I in bladder cancer cells treated with different concentrations of Asp for 48 h.

(E) MB49 and UMUC3 cells were cultured in complete medium (Comp) and medium added Asn (1mM) for 48 h and then were transfected with poly (I:C) (2 μ g/ml) for 8 h. Western blot showed the indicated proteins in above samples.

(F) Western blot showed the indicated proteins in UMUC3 cells stably transfected with scramble and shASNS#1, and then were cultured in complete medium (Comp) and medium added Asn (1mM) for 48 h.

Fig.S6

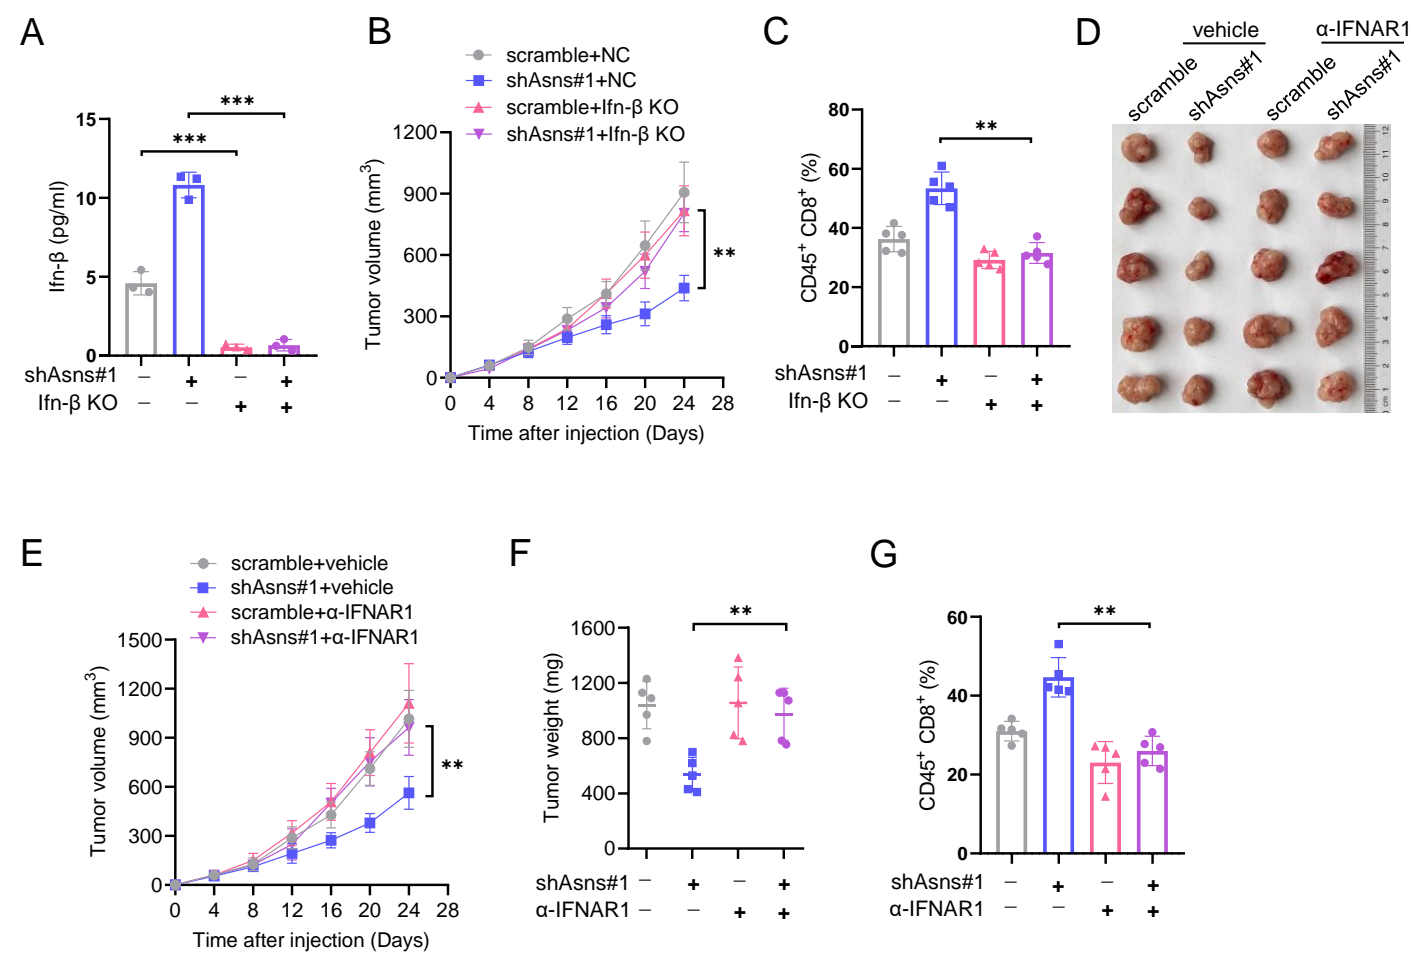

Figure S6. IFN-β deletion rescues the tumor growth inhibition mediated by ASNS knockdown

(A) ELISA assay showed the expression levels of Ifn-β in MB49 cells in the indicated group.

(B) Tumor growth curves of immunocompetent C57BL/6 mice (n = 5) injected subcutaneously with indicated MB49 cells.

(C) Tumor infiltrating CD8⁺ T cells from transplanted MB49 tumors (n = 5) in C57BL/6 mice were analyzed by flow cytometry.

(D-F) Tumor growth and tumor weight in immunocompetent C57BL/6 mice (n = 5) injected subcutaneously with either the scramble- or Asns-ablated MB49 cells and treated with 200 μg of anti-IFNAR1 or isotype control on days 0, 7, 14, and 21.

(G) Tumor infiltrating CD8⁺ T cells in MB49 tumors (n = 5) of indicated groups were analyzed by flow cytometry.

Data were mean ± SD. Statistical significance was calculated by two-way ANOVA for A, B, C, E, F and G. **p<0.01, ***p<0.001.

Fig.S7

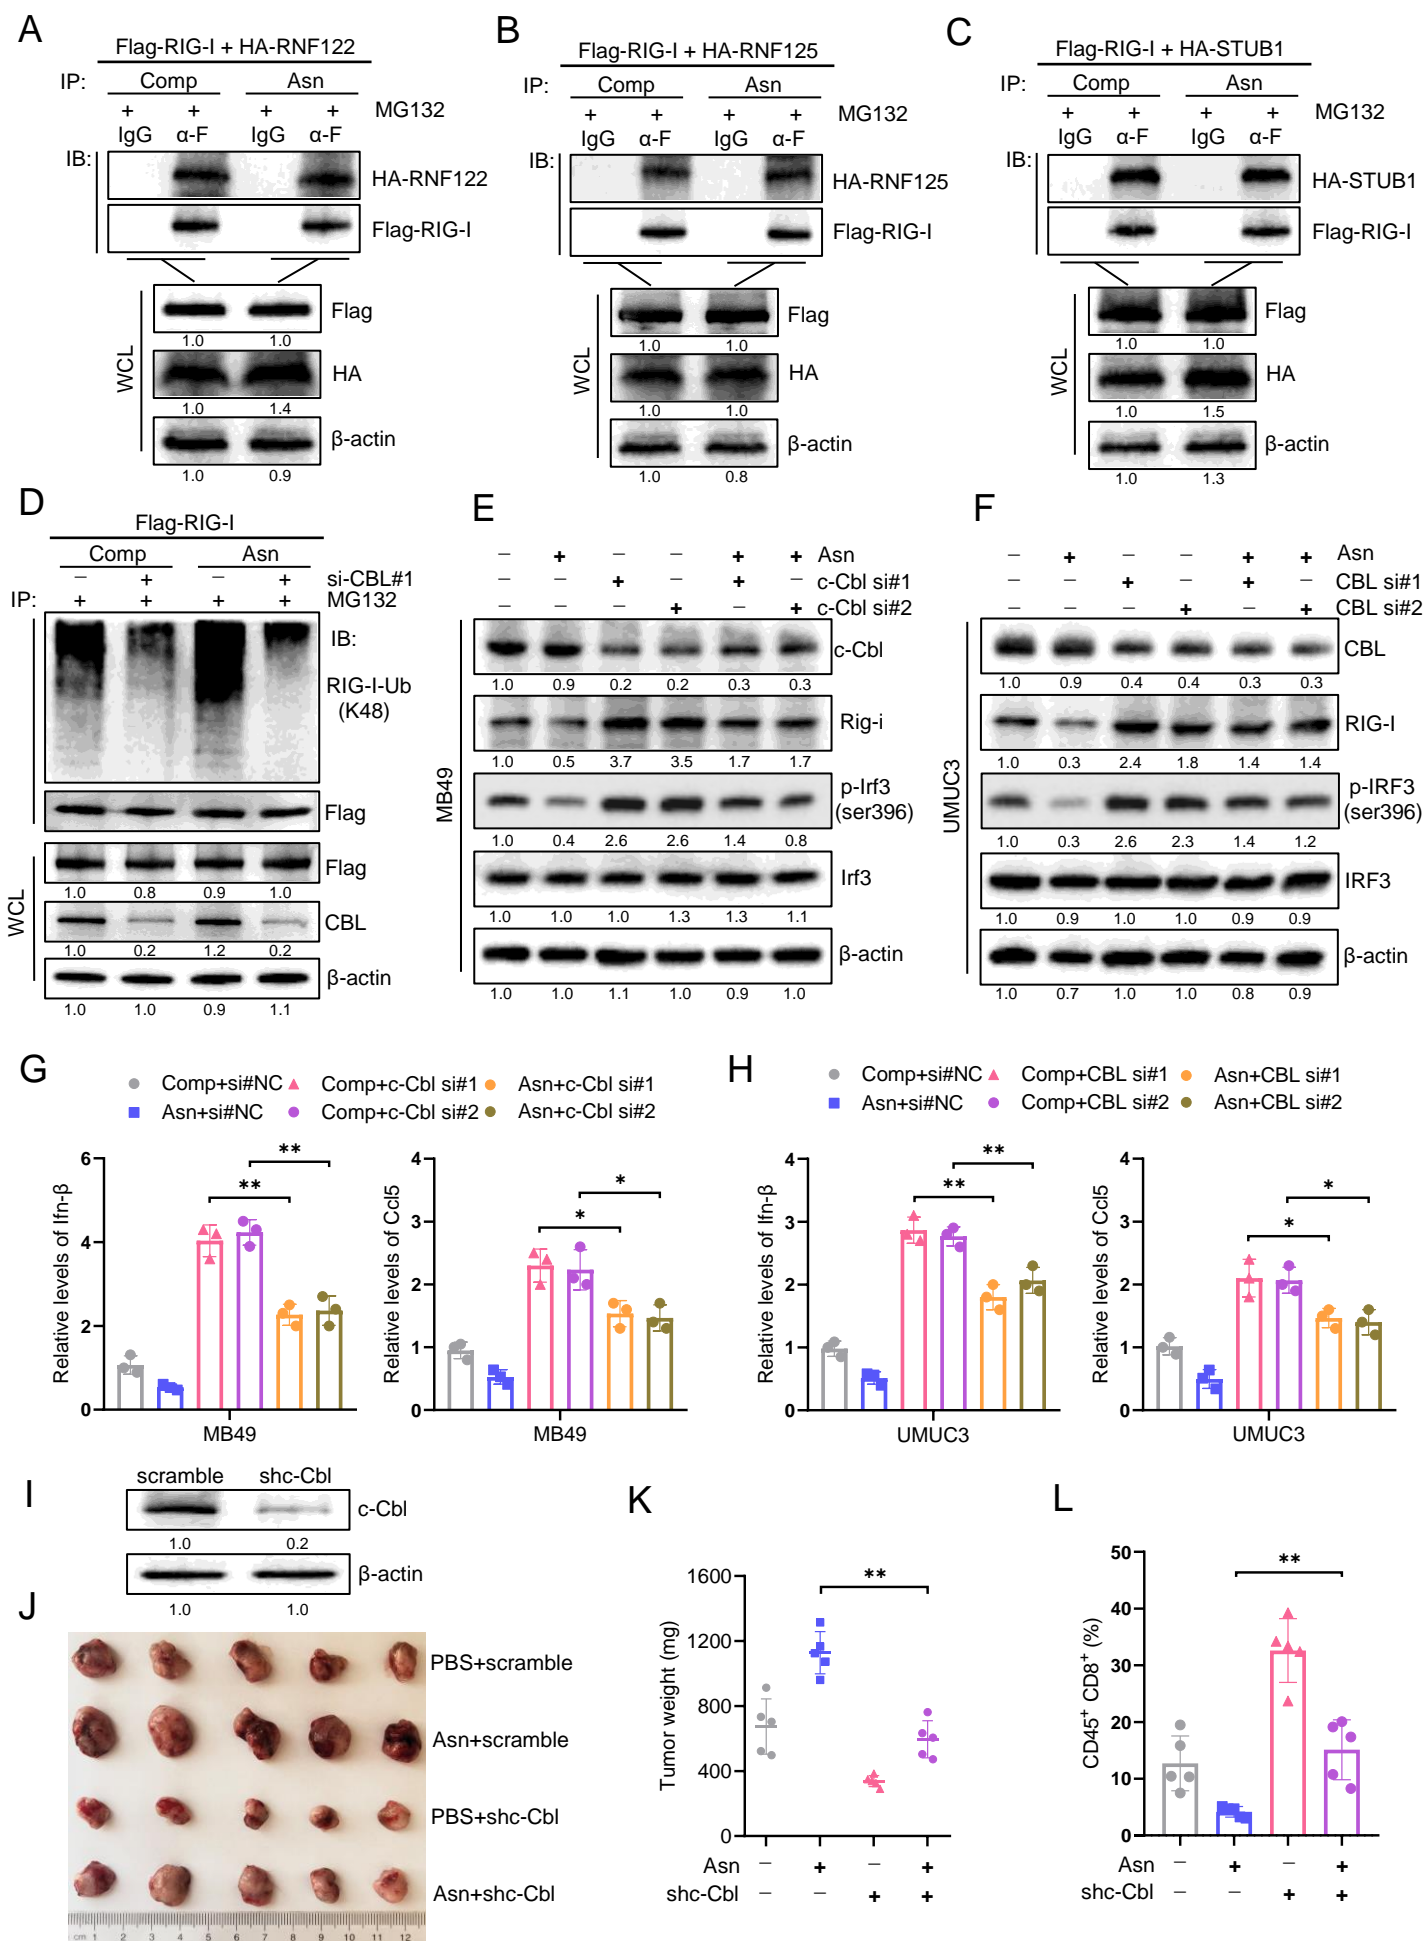

Figure S7. Asparagine inhibits the expression of RIG-I through facilitating its combination with E3 ligase CBL

(A) HEK293T cells were transfected with Flag-RIG-I and HA-RNF122 and cultured in complete medium (Comp) and medium added Asn (1mM) for 48 h, followed by co-immunoprecipitation and immunoblotting analysis with the indicated antibodies.

(B) HEK293T cells were transfected with Flag-RIG-I and HA-RNF125 and cultured in complete medium (Comp) and medium added Asn (1mM) for 48 h, followed by co-immunoprecipitation and immunoblotting analysis with the indicated antibodies.

(C) HEK293T cells were transfected with Flag-RIG-I and HA-STUB1 and cultured in complete medium (Comp) and medium added Asn (1mM) for 48 h, followed by co-immunoprecipitation and immunoblotting analysis with the indicated antibodies.

(D) Flag-RIG-I-overexpressed HEK293T cells were cultured in complete medium (Comp) and medium added Asn (1mM), and those co-transfected with si-NC and si-CBL#1 for 48 h, followed by co-immunoprecipitation and immunoblotting analysis with the indicated antibodies.

(E) Western blot analysis of cell lysates from the indicated MB49 cells.

(F) Western blot analysis of cell lysates from the indicated UMUC3 cells.

(G) qRT-PCR revealed the expression levels of *Ifn-β* and *Ccl5* in the indicated MB49.

(H) qRT-PCR revealed the expression levels of *IFN-β* and *CCL5* in the indicated UMUC3 cells.

(I) Western blot analysis of cell lysates from the indicated MBT2 cells.

(J-K) Tumor image and tumor weight of immunocompetent C3H mice (n = 5) injected subcutaneously with indicated MBT2 cells.

(L) Tumor infiltrating CD8⁺ T cells from transplanted MBT2 tumors (n = 5) in C3H mice were analyzed by flow cytometry.

Data were mean ± SD. Statistical significance was calculated by two-way ANOVA for G, H, K and L.

*p<0.05, **p<0.01.

Fig.S8

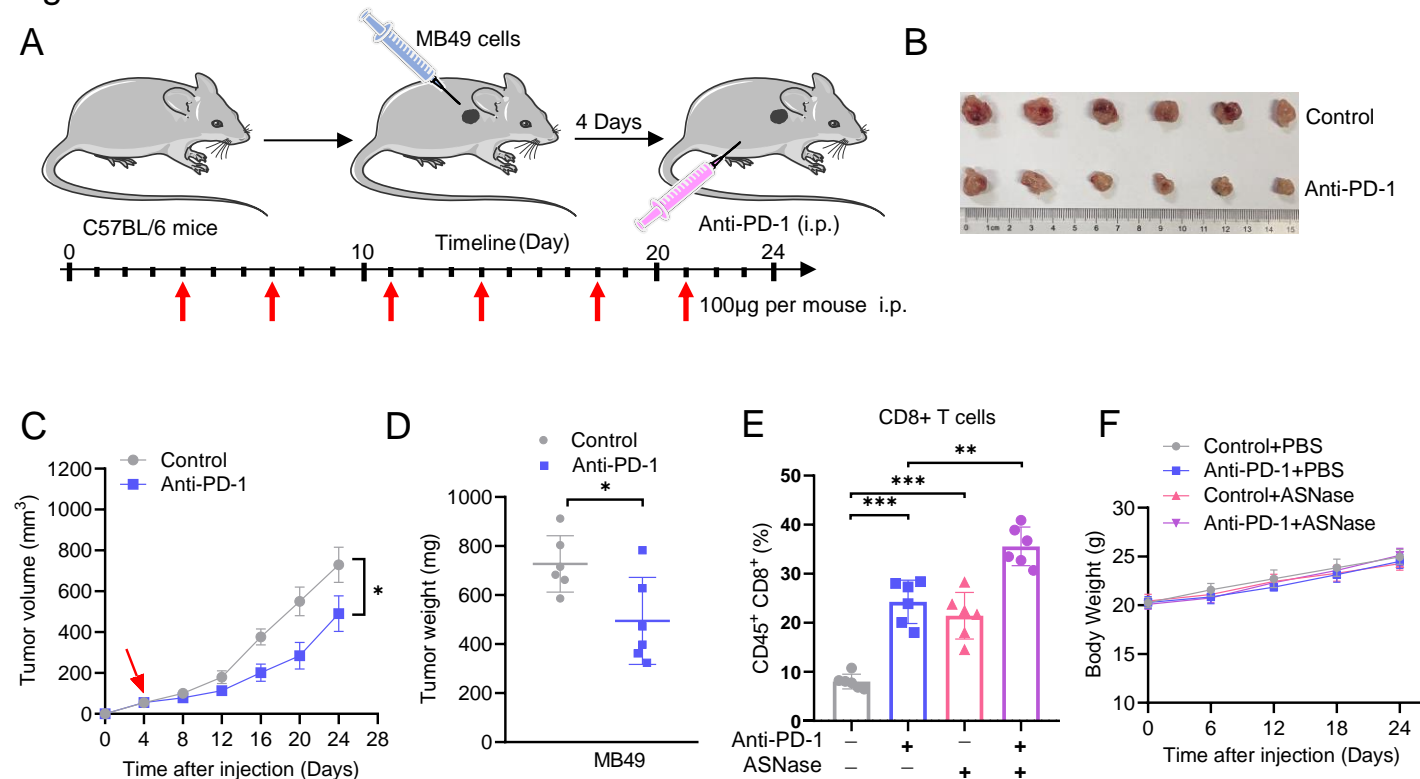

Figure S8. ASNase treatment enhances the efficacy of PD-1 blockade in bladder cancer

(A) Schematic of anti-PD-1 antibody administration.

(B-D) Tumor growth (B and C) and tumor weight (D) in immunocompetent C57BL/6 mice injected subcutaneously with MB49 cells, and treated with anti-PD-1 or isotype control (n = 6).

(E) Tumor infiltrating CD8⁺ T cells in MBT2 tumors of indicated groups were analyzed by flow cytometry.

(F) The body weights among different groups during experimental procedure.

Data were mean $\pm$ SD. Statistical significance was calculated by two tailed unpaired Student's t-tests for C and D. Two-way ANOVA for E and F. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$.

Fig.S9

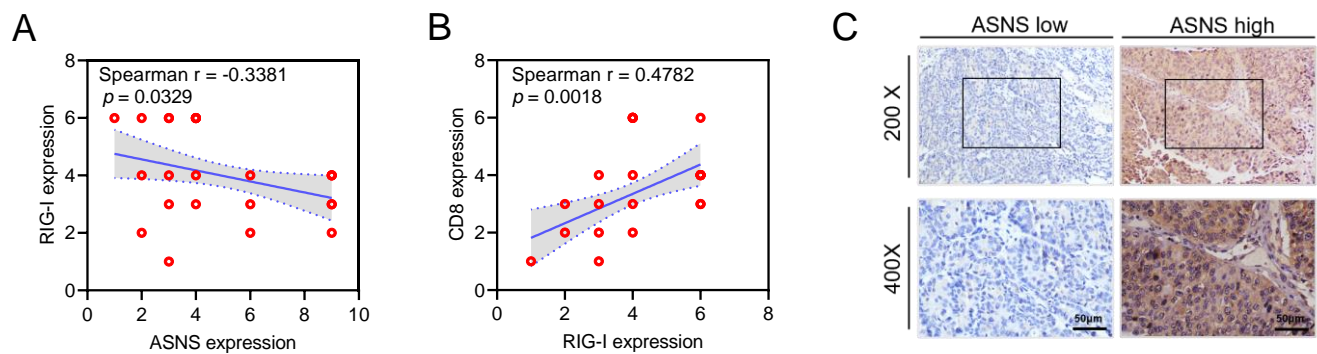

Figure S9. The correlation between ASNS, RIG-I and CD8 expression in bladder cancer samples

(A) Correlation analysis of ASNS and RIG-I expression in bladder cancer clinical samples (n = 40).
(B) Correlation analysis of RIG-I and CD8 expression in bladder cancer clinical samples (n = 40).
(C) Representative immunohistochemical image of low and high ASNS expression patient in 301-immune cohort. Scale bar, 50 μm .

Supplemental table 1: The sequences of primers and oligonucleotides used in this study.	
Primers for PCR (5'-3')	
ASNS F	ACAGTTCGTGCTTCAGTAGGT
ASNS R	GGGACTCTCAGTTCAAGACCAT
ACTB F	TGGCACCCAGCACAAATGAA
ACTB R	CTAAGTCATAGTCCGCCTAGAAGCA
Asns F	TGCGTCTGTGGAAATGGTCAA
Asns R	CTCTAGGTCAAAGCCTGGGAA
18S F	TAAACGATGCCGACTGGCGA
18S R	CAAATTAAGCCGCAGGCCCA
Oas2 F	CCTTGGAAGTGCCAGTACCT
Oas2 R	TTGCCAGATCACTCCAGAAGC
Oas3 F	CAAGACCATCGGTGACTTCCT
Oas3 R	ACTTCACACAGCGGCCTTTAC
Rig-i F	TTTGATGCCCTGTACCATGC
Rig-i R	CCCTTTAGTGTCTCGGATCTGTC
Ifn-β F	CAGCTCCAAGAAAGGACGAAC
Ifn-β R	GGCAGTGTAACCTTTCTGCAT
Ccl5 F	ATATGGCTCGGACACCACT
Ccl5 R	CTTCGAGTGACAAACACGACTG
IFN-β F	ATGACCAACAAGTGTCTCCTCC
IFN-β R	GGAATCCAAGCAAGTTGTAGCTC
CCL5 F	CCATATTCTCGGACACCACA
CCL5 R	TTCGGGTGACAAAGACGACTG
shRNA sequence	
shASNS#1	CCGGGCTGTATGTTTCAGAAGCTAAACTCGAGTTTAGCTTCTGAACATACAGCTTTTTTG
shASNS#2	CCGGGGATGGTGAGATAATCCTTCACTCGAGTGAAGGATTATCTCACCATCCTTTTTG
shAsns#1	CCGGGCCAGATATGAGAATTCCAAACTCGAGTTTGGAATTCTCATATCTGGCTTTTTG
shAsns#2	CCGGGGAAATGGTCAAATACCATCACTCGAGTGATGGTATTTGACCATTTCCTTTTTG
shRig-i#1	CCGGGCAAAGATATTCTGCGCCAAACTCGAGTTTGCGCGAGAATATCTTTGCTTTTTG
shMavs#1	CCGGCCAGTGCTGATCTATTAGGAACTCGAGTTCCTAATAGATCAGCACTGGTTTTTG
shMAVS#1	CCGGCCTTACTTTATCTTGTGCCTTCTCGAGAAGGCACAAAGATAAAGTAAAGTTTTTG
shCbl	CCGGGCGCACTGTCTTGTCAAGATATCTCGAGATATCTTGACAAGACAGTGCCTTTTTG
sgRNA sequence	
sgIfnb	GGCGGACTTCAAGATCCCTA
siRNA sequence	
c-Cbl#1-S	CGCCUUAUAUCUUAGACCUTT
c-Cbl#1-AS	AGGUCUAAGAUAAAGGCGTT
c-Cbl#2-S	GGAGACACUUUCCGGAUUATT
c-Cbl#2-AS	UAAUCCGGAAAGUGUCUCCTT
CBL#1-S	GGACACCUCAUGUGCACAUTT
CBL#1-AS	AUGUGCACAUGAGGUGUCCTT
CBL#2-S	CCGGGAAUUUGUUUCCAUTT
CBL#2-AS	AAUGGAAACAAAUCCCCGTT

Supplemental table 2: Multiple cytokines and chemokines between Asns knockdown and the control groups in MBT2 cells culture supernatants.

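The table gives 31 cytokines and chemokines measured by bead-based immunoassay in the supernatants of scramble, shAsns#1 and shAsns#2 MBT2 cells, with 3 values per group and no unit. The methods mention shAsns#1 and the vector only. The value 0.015 recurs for several analytes. IFN-γ was at 0.015 in all 9 supernatants. In the paper's values, 10 analytes lay below scramble with both hairpins, among them IL-16, GM-CSF and CXCL1. For these 10, every value of the hairpin group lay under every scramble value. Among them, 0.015 was the value of IL-1b in all 6 shAsns supernatants, of IL-2 in 2 and of CXCL16 in 1. Of the 10, only GM-CSF (gene Csf2) and CXCL1 had mRNA above the count minimum, and Csf2 mRNA stood at log2 ratios of 0.12 and 0.22. Il16 had 0 counts in all 3 libraries. Whether a signal without mRNA came from the cells was not tested. CXCL1 was 2800 ± 173 (SD, n = 3) in scramble, 1970 ± 256 with shAsns#1 and 1750 ± 216 with shAsns#2 (two-sided exact permutation test, p = 0.1 each). Of the 31 genes, 12 had mRNA above the count minimum. The direction of the mean protein level and of the mRNA was the same for 7 of them with shAsns#1 and for 6 with shAsns#2. That is near what random directions would give. The tally includes analytes whose groups overlapped, such as CXCL10, and CXCL11, which was at 0.015 in 8 of the 9 supernatants. Il6, Ccl20 and Cxcl10 were the 3 of these 12 genes that rose by edgeR (4 when adjusted over the list alone), and limma-voom called 1. The list's median log2 ratio was 0.37 with each hairpin, but it was 0.00 with shAsns#1 and 0.12 with shAsns#2 with no filter on low counts, 0.62 with shAsns#1 over members with at least 50 counts, and 0.63 with shAsns#2 after the trend with gene length and GC content was subtracted.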

gene	NC1	NC2	NC3	Sh1- 1	Sh1- 2	Sh1- 3	Sh2-1	Sh2-2	Sh2-3
CXCL13	16.93	16.93	16.93	12.17	9.51	9.51	9.51	9.51	12.17
CCL27	314.77	250.79	330.3	183	165.24	217.47	200.4	217.47	183
CXCL5	3476.95	3524.78	3203.52	4406.86	4432.56	4613.93	3547.1	3336.43	4076.03
CCL24	0.015	0.015	0.015	7.94	0.015	0.015	7.94	0.015	1.49
CCL11	13.71	13.32	18.5	4.14	3.68	4.09	8.61	6.51	6.6
CX3CL1	48.99	45.5	48.99	45.5	37.93	37.93	33.75	41.83	37.93
GM-CSF	52.67	58.49	59.08	35.92	41.54	40.1	44.57	41.9	47.1
CCL1	0.015	0.015	0.86	0.015	0.015	0.64	0.015	0.35	0.64
CXCL11	0.015	0.015	0.015	0.015	0.015	0.015	0.015	147.76	0.015
IFN- γ	0.015	0.015	0.015	0.015	0.015	0.015	0.015	0.015	0.015
IL-10	0.015	0.015	25.98	25.98	0.015	25.98	0.015	0.015	0.015
IL-16	93.04	81.01	81.01	64.15	52.55	43.83	60.44	67.73	43.83
IL-1b	11.32	7.93	7.93	0.015	0.015	0.015	0.015	0.015	0.015
IL-2	0.34	0.51	0.68	0.22	0.1	0.1	0.1	0.015	0.015
IL-4	0.015	0.015	0.015	5.87	0.015	0.015	0.015	0.015	0.015
IL-6	47.31	49.52	50.26	61.18	58.83	61.54	95.09	94.38	98.98
CXCL10	1488.11	1356.13	1283.43	2141.7	1395.62	1156.75	1182.71	1208.35	1551.91
CXCL1	2816.85	2624.07	2969.6	2257.09	1890.61	1764.69	1553.92	1714.79	1981.86
CCL2	10479.99	10639.22	10794.17	8093.24	8764.71	9372.2	10074.73	9787.22	11755.48
CCL7	421.24	447.39	489.7	432.65	452.18	466.15	626.8	573.39	586.06
CCL12	0.015	0.03	0.03	0.03	0.03	0.015	0.03	0.015	0.015
CCL22	2.08	2.43	2.75	1.26	1.89	3.64	3.64	3.06	3.21
CCL3	7.23	8.6	7.98	4.75	5.46	6.36	9.72	7.23	7.45
CCL4	129.93	123.15	145.4	135.63	150.42	160.3	119.21	96.46	104.98
CCL20	41.85	41.51	47.29	160.72	142.24	119.65	43.75	35.62	44.81
CCL19	138.1	95.11	118.76	95.11	60.09	95.11	60.09	95.11	60.09
CCL5	1010.75	1007.83	1430.1	3040.51	3109.44	3606.44	3805.81	2278.37	2547.28
CXCL16	1.97	2.26	1.65	1.17	0.015	0.37	0.05	0.37	0.9
CXCL12	68.31	68.31	68.31	55.07	25.17	47.18	37.77	37.77	47.18
CCL17	20.8	27.5	27.5	27.5	20.8	26.12	22.11	28.89	30.3
TNF-a	29.02	17.14	21.19	12.94	17.14	29.02	32.83	29.02	12.94

# Supplementary material for: Asparagine drives immune evasion in bladder cancer via RIG-I stability and type I IFN signaling
**Source:** J Clin Invest. 2025 Feb 18;135(8):e186648. doi: 10.1172/JCI186648

Figure 3G

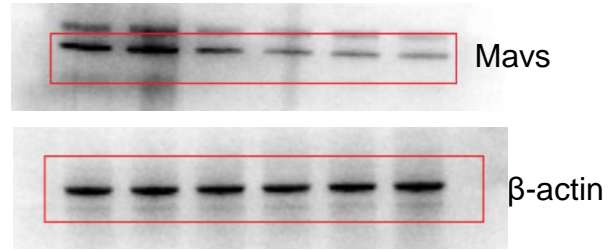

Figure 3L

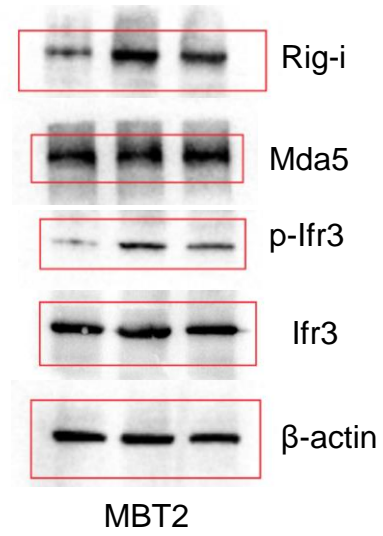

Figure 3M

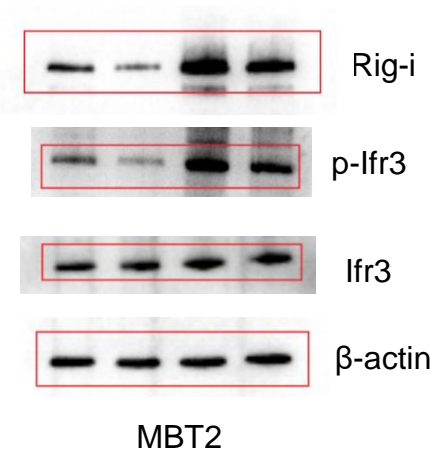

Figure 3N

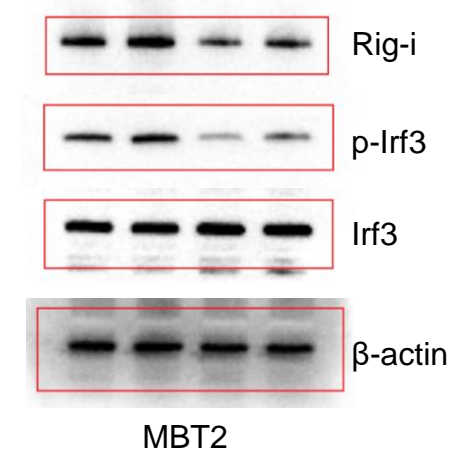

Figure 4A

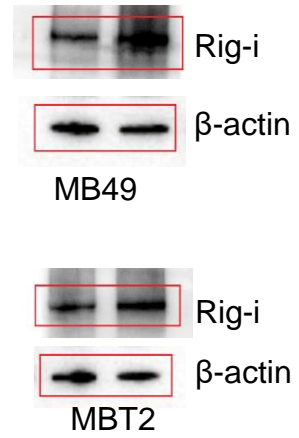

Figure 4B

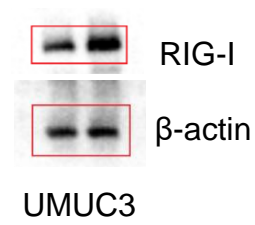

Figure 4C

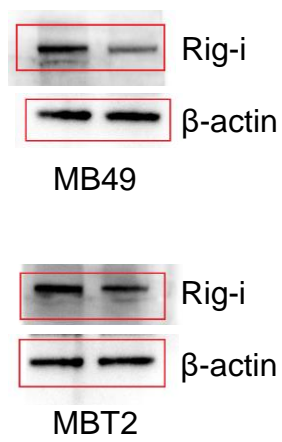

Figure 4D

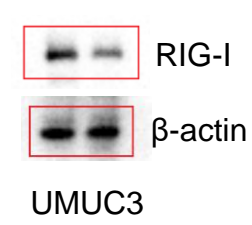

Figure 4E

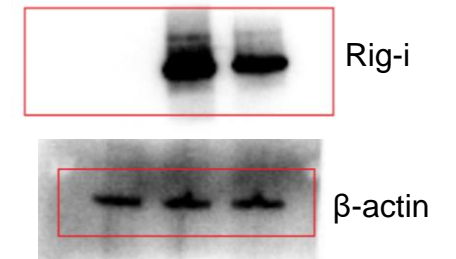

Figure 4F

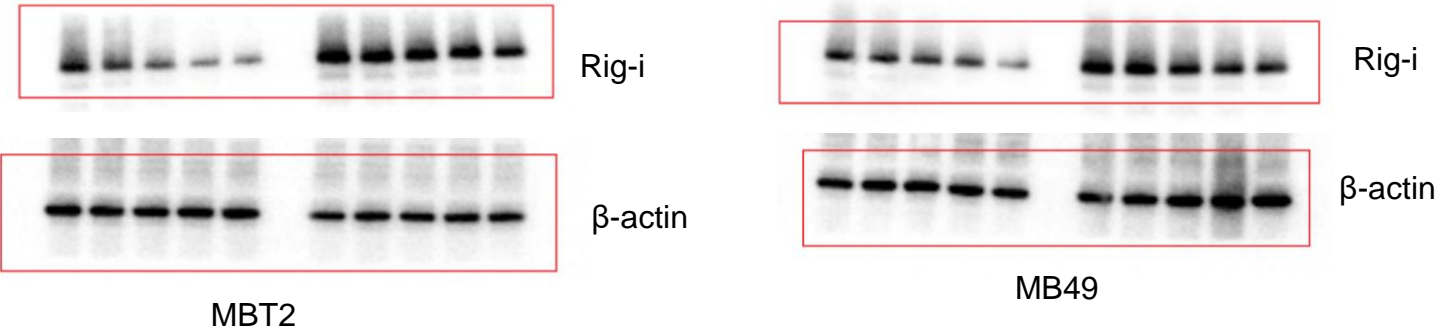

Figure 4I

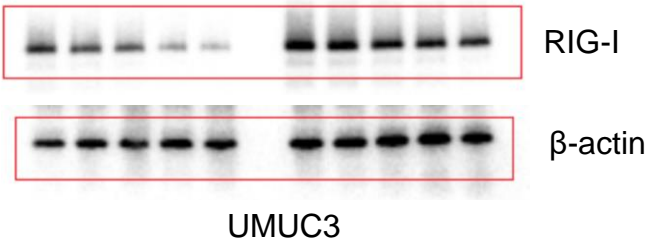

Figure 4J

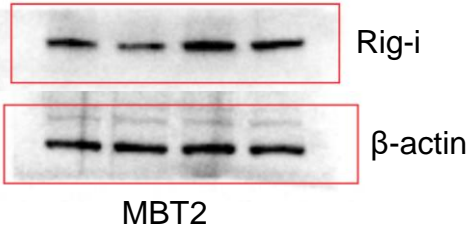

Figure 4K

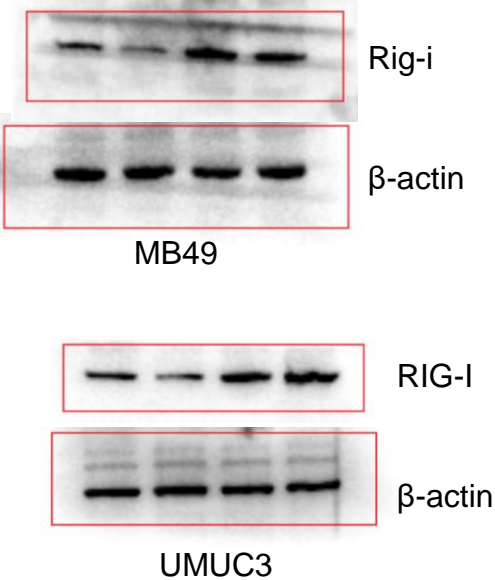

Figure 4L

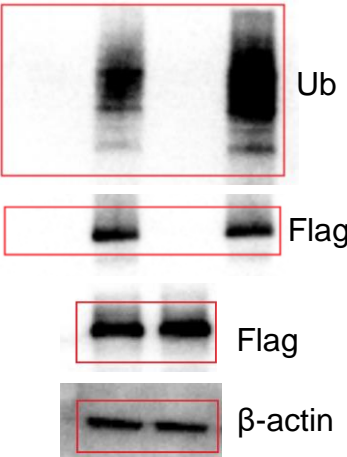

Figure 4M

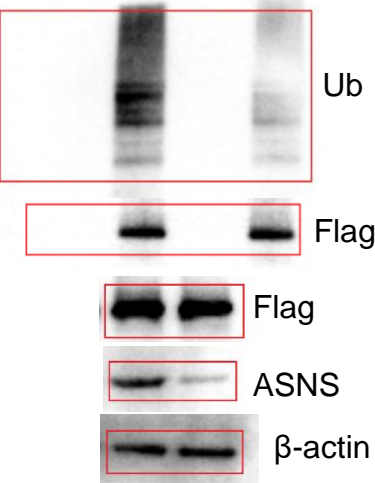

Figure 5A

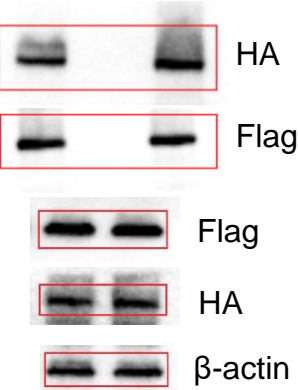

Figure 5B

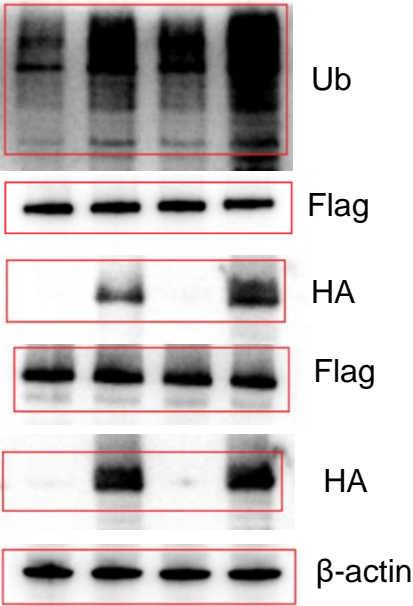

Figure 5C

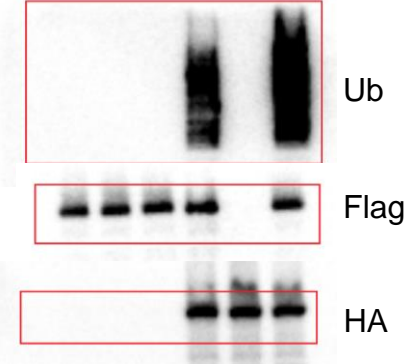

Figure 5F

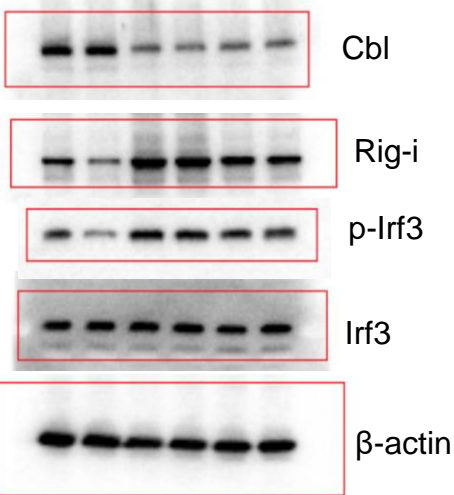

Figure 7B

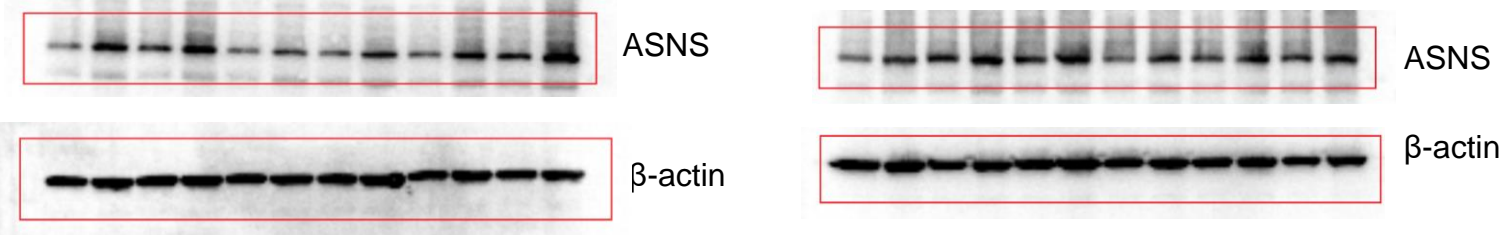

Figure S1A

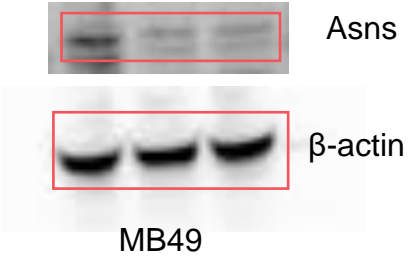

Figure S1B

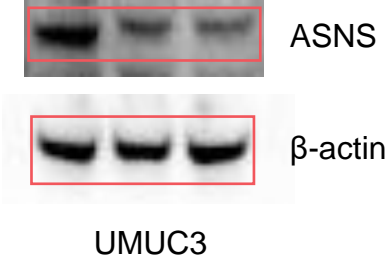

Figure S4G

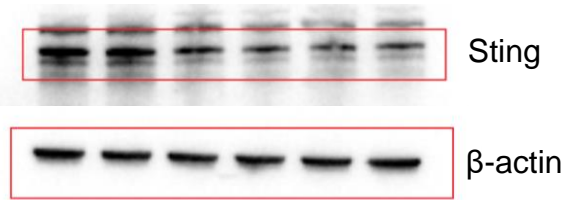

Figure S5B

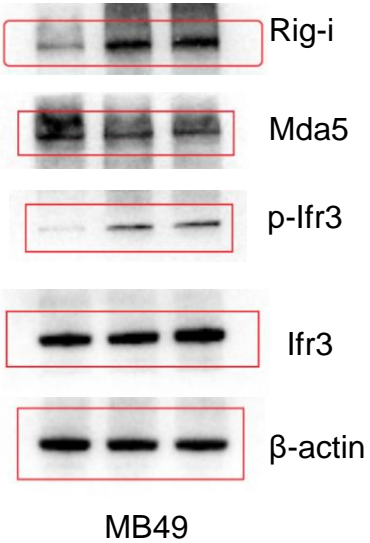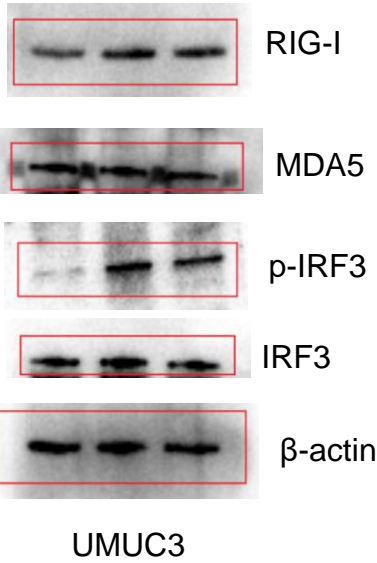

Figure S5C

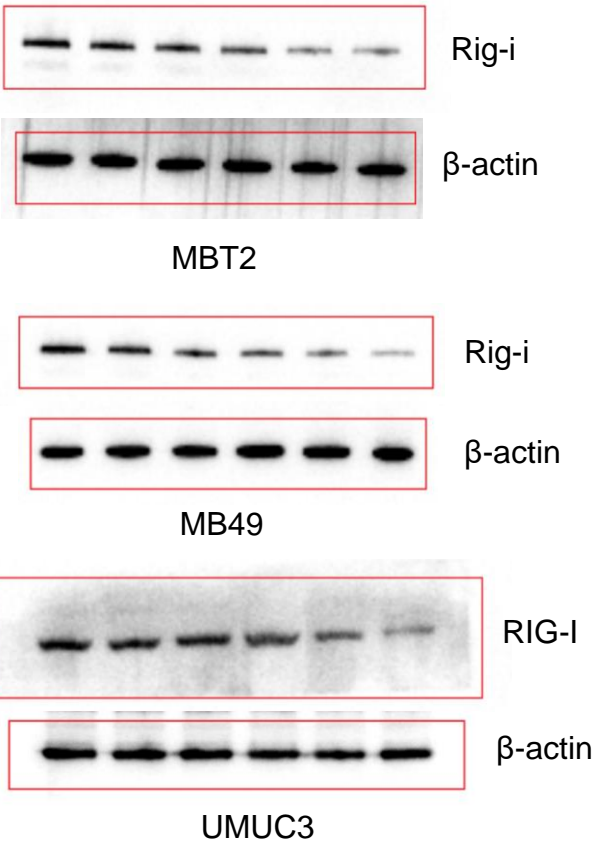

Figure S5D

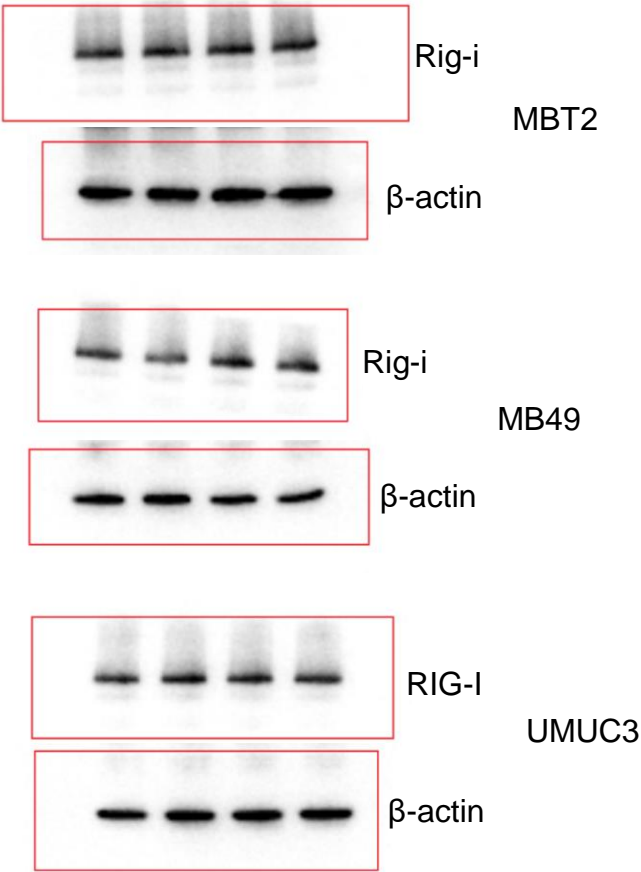

Figure S5E

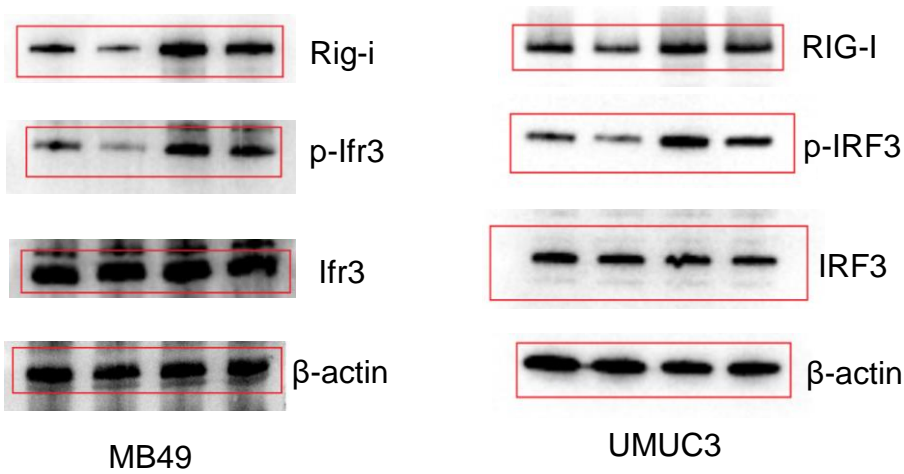

Figure S5F

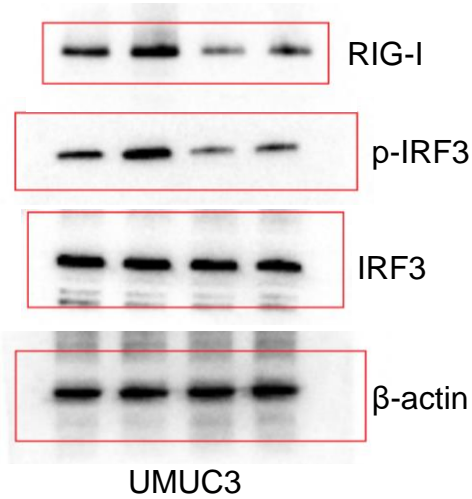

Figure S7A

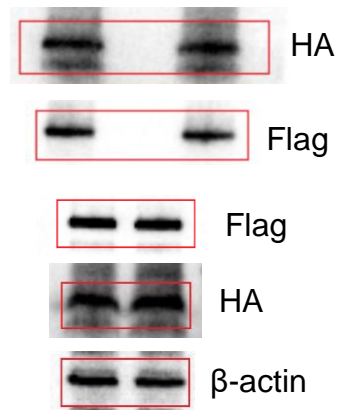

Figure S7B

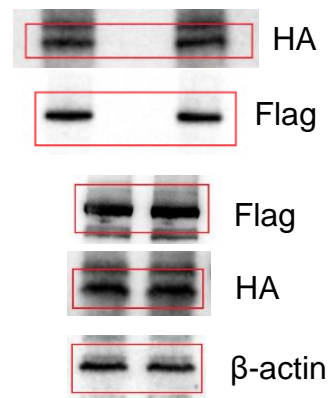

Figure S7C

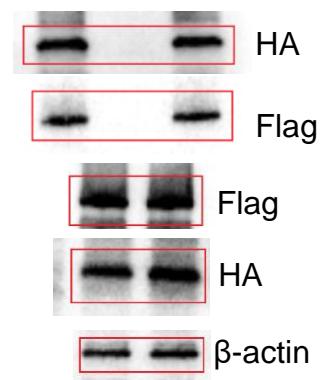

Figure S7D

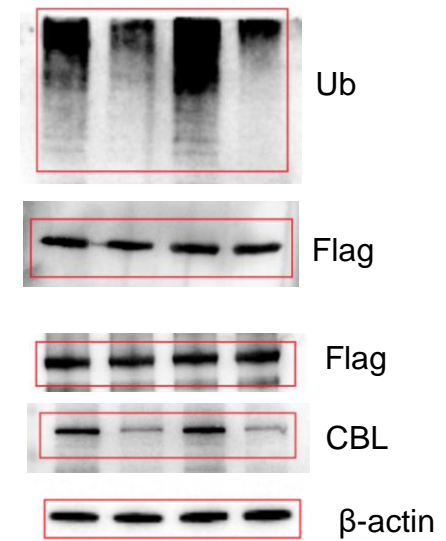

Figure S7E

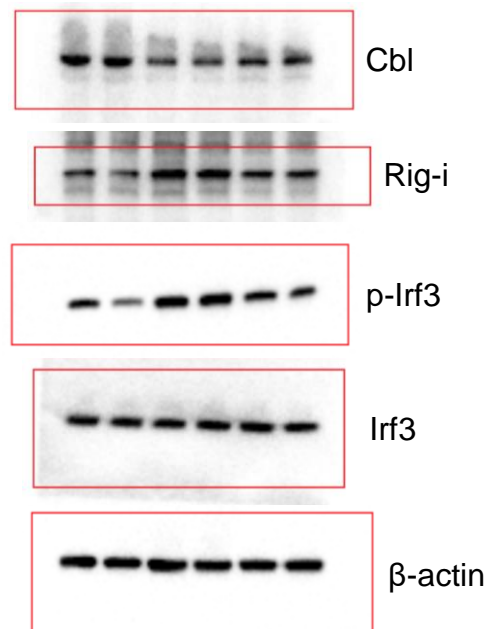

Figure S7F

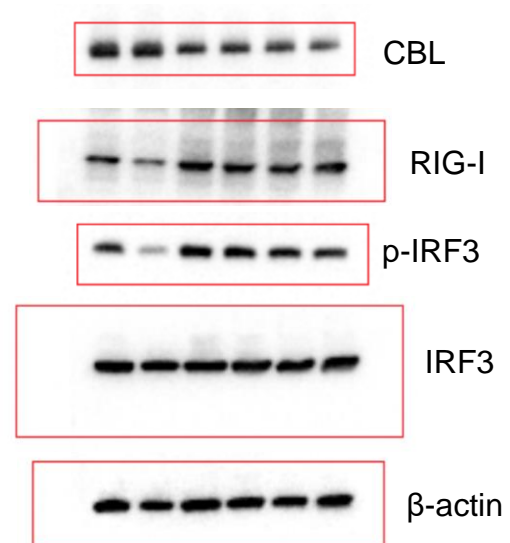

Figure S7I

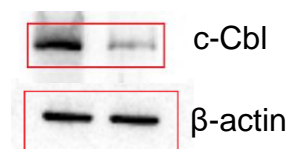

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

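RNA from MBT2 mouse bladder cancer cells with a scramble hairpin, shAsns#1 or shAsns#2 was sequenced, 1 library per condition. The authors deposited estimated counts per gene, unscaled and not always whole, with GO annotations and gene lengths. The counter, genome build and annotation are not given in the sources used here; the paper names a TruSeq library kit and an online platform, and the submitters' processing notes name Bowtie 0.12.2. Gene names came from GENCODE M21, matched on the Ensembl ID for 52029 of the 57010 genes; the others held 1.46% of the counts.

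A deposited count was taken as whole when it lay within 1e-09 of a whole number. The expected counts were rounded to whole numbers. Genes with at least 10 counts in at least 1 library were kept. Log2 ratios used TMM-scaled library sizes and a prior count of 0.5. Each pair of libraries was compared by an exact conditional binomial test with Benjamini-Hochberg adjustment and called at a log2 ratio over 1.5 and an adjusted p of at most 0.05. The 2 shAsns libraries were compared with scramble by edgeR 4.0.16 (glmQLFit and glmQLFTest, adjusted p under 0.05), with 1 residual degree of freedom and a biological coefficient of variation of 11.6%. Tested on simulated data for the 14003 genes of this comparison, edgeR recovered 80.8% of 2-fold and 98.6% of 4-fold changes. Of its calls, 4.4% were unchanged genes. Changes were planted only in genes with an expected count of at least 50, so recovery of genes at lower counts was not measured. The simulated scramble library varied like the shAsns libraries, which the real data cannot test. The binomial rule, tested on simulated Poisson counts for shAsns#1 against scramble over 14003 genes, called 95.6% of 4-fold changes; the spread between cultures was not in that simulation. Of simulated lists of 25 unchanged genes, 3.0% lay outside the middle 95% of random lists. Those genes varied independently, so the share is no error rate for lists of genes that move together. Poisson and Clopper-Pearson 95% intervals, and floors of 3 counts, cover counting error only.

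Before the data were examined, 24 gene lists were fixed: interferon-stimulated genes, interferon-inducible GTPases, MHC class I antigen presentation, the RIG-I-like receptor pathway, E3 ligases of RIG-I, the Luminex panel, ATF4 targets, aminoacyl-tRNA synthetases, asparagine and aspartate metabolism, NF-kappaB targets, hypoxia response, unfolded protein response, cholesterol biosynthesis, p53 targets, cell cycle, migration, angiogenesis, ligands for T cells and NK cells, urothelial, leukocyte and fibroblast markers, stress genes, housekeeping genes and genes the paper names. A list's median log2 ratio was set among 10000 random lists matched on expression in 20 bins. GO terms used direct annotations in the deposited table, and 4 terms (response to interferon-beta, response to hypoxia, regulation of T cell mediated cytotoxicity and response to type I interferon) were joined by hand with narrower terms of the same table, and terms with fewer than 5 kept genes were given no value. The test for leukocytes summed 5 markers; another marker first in it is not reported here. The genes named were those the paper names for these cells, whose values in its figures had been seen; the 10 largest rises and falls with both hairpins among genes with at least 50 counts in 1 library and a symbol other than that of a predicted gene; up to 4 members of each list; the 5 largest differences between hairpins in each direction; and the 5 genes with the most counts in each library. These 5 together took 4.56%, 4.47% and 4.98% of the counts of scramble, shAsns#1 and shAsns#2.

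Alternatives were DESeq2 size factors or total counts for scaling, other count filters, other thresholds, a prior count of 2, and the DESeq2 1.42.0 and limma 3.58.1 (voom) tests. Shared-library simulations drew 100 tables per model. Other tools were R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Luminex values were taken from the paper's Supplemental Table 2. The qRT-PCR, ELISA and animal experiments of the paper were not analysed here.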

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

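The tests of leukocytes, of library scaling, of the lone scramble culture and of shared reads were chosen after the results were seen, as was the width used to judge the seed matches; those of gene length, GC content and seed matches were set before their own results were seen.

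Interferon-stimulated genes were higher in both shAsns libraries. The 5 leukocyte markers Ptprc, Tyrobp, Csf1r, C1qa and Cd3e together reached 0.293 CPM at most in a shAsns library and 0.482 in scramble, which argues against leukocytes in the cultures, although Cd68 (48.7, 63.7 and 50.7 CPM in scramble, shAsns#1 and shAsns#2), Cd14 (28.4, 19.2 and 17.2) and Lyz2 (3.54, 4.37 and 5.73), from the same list, were present in each library. The lowest list median over both hairpins and 3 scalings was 1.01, and the lower median after the trend with gene length and GC content was subtracted was 1.00, so neither accounts for the difference. A low level in the only scramble library cannot be told apart from the knockdown, because there was 1 scramble library, against which dissociation and immediate-early stress genes also stood apart (medians -0.82 and -0.86). From these libraries alone, Asns knockdown remains a possible explanation, as a hypothesis, and further scramble libraries would be needed to decide. The paper reports by qRT-PCR that ISGs rose after knockdown in MBT2 and MB49 cells. It also reports IFN-β and CCL5 higher with ASNase and lower with added asparagine. Those experiments were not analysed here.

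A fixed list of 25 hypoxia response genes had median log2 ratios of -0.60 with shAsns#1 and -0.70 with shAsns#2. Both lay at percentile 0 of random lists of matched expression. The GO term response to hypoxia in the paper's Fig. 3B had -0.14 and -0.12, at percentiles 0 and 0.265 with TMM scaling. Bnip3 and Adm, both known targets of hypoxia-inducible factor, fell by edgeR, but limma-voom did not call Bnip3 and DESeq2 did not call Adm. For the list of 25, the median closest to 0 was -0.56 over 3 scalings and -0.62 after subtraction of the length and GC trend. For that list, this argues against scaling, length and GC content as the cause. Density or oxygen of the only scramble culture, of which there was 1 and against which the stress genes moved in the same direction, could also set these genes and cannot be told apart from the knockdown.

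Between the 2 shAsns libraries, 184 genes passed the size and count thresholds, 108 higher and 76 lower with shAsns#2. Of them 70.7% had counts that were not whole, where random gene sets gave 42.9% to 56.5%, so reads shared among near-identical genes may account for part of them. Among the 63 genes lower only with shAsns#1 that have an annotated 3' UTR, of 99 in all, 19.0% had a 7-base seed match in the 3' UTR (95% interval 10.2% to 30.9%; random sets 6.35% to 20.6%) and 42.9% a 6-base match (30.5% to 56.0%; random sets 31.7% to 52.4%, mean 42.6%), which shows no excess in the shorter match and leaves off-target silencing open. With shAsns#2 the 7-base share was 3.39% of 59 such genes, of 103 in all (upper bound 11.7%). Random sets had a mean of 5.72% and reached up to 11.9%, so no excess was seen. Both sets held only genes past the size and count thresholds, so smaller falls were not tested. Off-target silencing is therefore left open for shAsns#2 as well. No biological explanation was tested here.

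Gene groups that the paper's text does not describe also stood apart from random lists in both libraries. Dissociation and immediate-early stress genes, which respond to the handling of cells, had medians of -0.82 and -0.86, with 7 of 18 lower and none higher by edgeR (12 when adjusted over the list alone), among them Klf2, Dusp1 and Hspa1b. Targets of ATF4, the transcription factor of the amino acid response, had medians of 0.29 and 0.44; 5 of 31 were higher and 1 was lower by edgeR (11 and 3 when adjusted over the list alone), against 2 and 0 with DESeq2 size factors, 11 and 3 with total counts, 10 and 3 with no filter on low counts, and 1 and 0 by limma-voom. Trib3 rose by 1.08 and 1.37 and Chac1 by 1.03 and 1.34, and Ddit4 fell; limma-voom called neither Chac1 nor Ddit4, and Ddit4 was not called with DESeq2 size factors. Cytosolic aminoacyl-tRNA synthetases, which the paper's Fig. 3B touches on through terms for tRNA, had medians of 0.28 and 0.29 with none of 20 called by edgeR, 1 when adjusted over the list alone and 6 at an unadjusted p under 0.05; DESeq2 called 1 and limma-voom none, while edgeR called 4 higher with total counts, 3 with no filter, 1 with at least 10 counts in every library and 1 with whole counts only. MHC class I antigen presentation genes had medians of 0.14 and 0.15 with none of 24 called by edgeR, also when adjusted over the list alone, and 6 higher and 1 lower at an unadjusted p under 0.05; DESeq2 and limma-voom called none, while edgeR called 4 higher with total counts, where the shAsns#2 median was 0.26, 4 with no filter and 1 with at least 10 counts in every library.

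The 2 hairpins pointed in opposite directions for some results, and these differences were not tested with replicates. Cholesterol biosynthesis genes had a median of 0.17 with shAsns#1 and -0.42 with shAsns#2. The median log2 ratio of shAsns#2 to shAsns#1 was -0.52, at percentile 0 of random lists matched on expression. edgeR called none of 21, nor when adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05. DESeq2 and limma-voom called none, while edgeR called 1 lower with no filter. These tests take both hairpins as 1 group, so opposite shifts cancel and the tests cannot judge this difference. The log2 ratios of Pagr1a were -5.97 and 2.01, those of Kansl2-ps 2.04 and -5.49, those of Xntrpc -4.38 and 1.81, and those of Gm42605 -6.82 and 2.13. The counts of Pagr1a and Kansl2-ps were not whole and may include reads of related genes. Ratios of genes at 0 counts in 1 library depend on the prior count and are no bound. Xntrpc and Gm42605 were singled out after their values were seen.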

How the results depend on the processing

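No paired analysis was possible because each condition has 1 library. With groups this small no other splits were counted, and leaving out either hairpin leaves a value with no test. The settings with whole counts only and with the length and GC trend subtracted were added after the deposited values were seen; what the trend would have to show was set before its result was seen. Where values moved, the cause was not tested, except that filters and the use of whole counts test other sets of genes.

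The medians of the 24 lists moved by less than the spread of random list medians under other scalings, filters, prior counts and the length and GC trend, except that the Luminex panel with shAsns#1 gave 0.00 with no filter on low counts and 0.62 over members with at least 50 counts, and fibroblast markers with shAsns#2 gave 0.52 with at least 10 counts in every library and 0.51 over members with at least 50 counts. Interferon-stimulated genes ranged from 0.91 to 1.05 with shAsns#1 and from 0.98 to 1.15 with shAsns#2.

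Counts of genes past the thresholds, higher and then lower, moved most with the size threshold and the filter. At least 10 counts in every library gave 96 and 54 with shAsns#1, 138 and 60 with shAsns#2, 74 and 19 in both, and 11 and 19 for shAsns#2 against shAsns#1. A ratio over 1.5-fold gave 775 and 805, 1050 and 1151, 522 and 533, and 316 and 345. A log2 ratio over 1 gave 405 and 342, 563 and 412, 278 and 189, and 172 and 129. Whole counts only gave 149 and 81, 204 and 86, 107 and 34, and 34 and 18. Total counts kept these counts within 1.5 times.

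edgeR's 160 and 211 became 87 and 122 with DESeq2 size factors, 740 and 517 with total counts (58.9% higher, against 43.1%), 700 and 856 with no filter on low counts and 77 and 28 with a log2 fold change over 1.5 as well; limma-voom gave 55 and 117, and DESeq2 136 and 183, with 1629 adjusted p-values not given. Interferon-stimulated genes higher by edgeR were 18 with whole counts only; GTPases higher were 14 with no filter and 2 by limma-voom; hypoxia response genes lower were 4 with DESeq2 size factors, 17 with no filter and 3 by limma-voom; stress genes lower were 11 with total counts and 12 with no filter.

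At 1.5-fold the GO enrichments were lower for most terms (4.22 for response to interferon-beta, 3.49 for response to virus, 2.79 for response to type I interferon) and higher for response to hypoxia (2.31 against 1.18) and negative regulation of growth (2.94 against 0). Genes past the thresholds in both libraries per GO term at 1.5-fold were 34 for defense response to virus, 27 for response to hypoxia, 16 for response to drug, 14 for response to interferon-beta, 11 each for double-stranded RNA binding and neuron projection development, 10 for defense response to protozoan, 8 for symbiont-containing vacuole membrane, 7 for regulation of angiogenesis, 6 for cytokine-mediated signaling pathway, 4 for response to type I interferon, 3 for growth factor binding, and 2 each for regulation of T cell mediated cytotoxicity and negative regulation of growth. With total counts and shAsns#2, the median of response to hypoxia was -0.01 and that of regulation of T cell mediated cytotoxicity 0.46. The correlation between hairpins, which share the scramble library, was 0.57 with no filter, where negative binomial simulations with no effect gave 0.53 (covariance 0.72 against 0.39), and 0.79 with at least 10 counts in every library, where they gave 0.52 (0.177 against 0.0364). The share of shAsns#2 genes with a 6-base seed match stood at percentile 0.47.

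Among named genes, the sign of edgeR's fold change turned with total counts for Tbk1 (0.05), Krt18 (0.07) and ENSMUSG00000121042 (0.01), and in limma-voom for Pagr1a (-1.62), Kansl2-ps (-2.13), Bc1 (-1.44) and AV099323 (-0.79); edgeR called none of these. With total counts the ratios of Eef1a1 and AC158975.2 with shAsns#1 turned to 0.02 each, and that of ENSMUSG00000121042 with shAsns#2 to 0.07. DESeq2 size factors ended 7 calls among named genes, the DESeq2 test 5 and limma-voom 17. Calls were gained for 32 named genes with total counts, 36 with no filter on low counts and 7 by the DESeq2 test. At least 10 counts in every library gained 10 and whole counts only gained 12. Depth limits the genes near 10 counts, and 1 scramble library limits the rest.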

Differences from the paper's values

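The log2 fold changes that were legible in the volcano plots of Supplemental Fig. 4A, for Oas2, Oas3, Oasl2 and Cxcl10 with shAsns#1 and for Oas2 and Oasl2 with shAsns#2, lay within counting error of the values here. Some statements differ.

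The paper reports higher IFN-β RNA after ASNS knockdown by qRT-PCR, and more secreted IFN-β by ELISA. Ifnb1 had 0 counts in all 3 libraries, which allows up to 0.161, 0.158 and 0.126 CPM in scramble, shAsns#1 and shAsns#2. A rise below those levels could not be seen here, so the counts do not contradict the paper's measurements. The paper names Ccl5 among the ISGs that rise in the RNA, from RNA-seq and qRT-PCR, and reports more CCL5 protein by Luminex and ELISA. The log2 ratios of Ccl5 here were 1.03 and 0.51, above 0 with both hairpins, but edgeR gave an adjusted p of 0.11. That adjusted p ran from 0.00011 to 0.15 over the alternatives. Not passing edgeR does not contradict the paper's measurements. Ccl5 was called by edgeR when total counts scaled the libraries and with no filter on low counts, and it was not called with DESeq2 size factors, with at least 10 counts in every library, with whole counts only (a setting chosen after the data were seen), by DESeq2 or by limma-voom. The methods call genes at a log2 fold change over 1.5 in size; Isg15 (0.83 and 0.78), Irf9 (0.90 and 0.86), Rigi (0.79 and 0.95), Cxcl10 (edgeR log2 fold change 1.12) and Ccl5, all marked in Supplemental Fig. 4A, are under it with both hairpins. The dashed lines of those plots stand near a ratio of 1.5-fold, an alternative set before the data were examined, and past that ratio are Isg15, Irf9, Rigi and Cxcl10 with both hairpins and Ccl5 with shAsns#1. Oas2, Oasl1, Oasl2 and Zbp1 are over the threshold of the methods with both hairpins, Oas3 with shAsns#1 and Irf7 with shAsns#2.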

Other observations

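Of 27 NF-kappaB targets, Il6, Ccl20 and Lcn2, which encodes the iron-binding protein lipocalin-2, were higher by edgeR and none was lower (5 higher and 1 lower when adjusted over the list alone), and the list's medians were -0.11 with shAsns#1 and -0.07 with shAsns#2. Lcn2 rose by 2.76 and 3.48, and it was the only one of the 3 that limma-voom called. Of 22 migration genes, Fn1 (fibronectin), Tnc (tenascin-C) and Mmp3 (a matrix protease) were higher and S100a4 and Twist2 lower by edgeR (5 and 4 when adjusted over the list alone), with medians of -0.12 and -0.08; limma-voom called neither Tnc nor Mmp3. Of 17 angiogenesis genes, Thbs1, which encodes thrombospondin-1, rose by 2.43 and 2.55 and Angptl4 fell (2 higher and 5 lower when adjusted over the list alone; medians -0.08 and -0.11). Dcn, which encodes decorin, was the only one of 9 fibroblast and endothelial markers that passed edgeR, and it was higher (1 higher and 1 lower when adjusted over the list alone; medians -0.02 and 0.06), but limma-voom did not call it. Of 16 p53 targets Eda2r was higher by edgeR (4 higher and 1 lower when adjusted over the list alone; medians 0.10 and 0.06), but limma-voom did not call it. Of 17 unfolded protein response genes Dnajc3 was lower by edgeR, also when adjusted over the list alone (medians 0.01 and -0.01). Of 16 housekeeping genes Tfrc, the transferrin receptor gene, was lower by edgeR, also when adjusted over the list alone (medians 0.03 and -0.17).

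Of 24 kept genes of the RIG-I-like receptor pathway, Rigi, Dhx58 and Irf7 were higher by edgeR and none was lower (4 higher and 1 lower when adjusted over the list alone), with medians of 0.08 and 0.07. Mavs, the adaptor of RIG-I, was at 65.5, 58.2 and 54.2 CPM (edgeR adjusted p = 0.40). The edgeR adjusted p was 0.34 for Sting1, 0.95 for Cgas and for Tbk1, and 0.33 for Irf3. Of the E3 ligases of RIG-I, Rnf125 had 0 counts in all libraries, and Cbl was at 118, 99.5 and 102 CPM. None of Cbl, Rnf122 and Stub1 was called by edgeR, also when adjusted over the list alone or at an unadjusted p under 0.05, nor by DESeq2 or limma-voom (medians -0.03 and -0.21). Of 23 kept genes the paper names, 10 were higher and 1, Asns, was lower by edgeR (12 and 1 when adjusted over the list alone; medians 0.47 and 0.51). The ISGs among them are marked in the paper's volcano plots of these libraries, so this count is not independent evidence.

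In other lists edgeR called no gene with TMM scaling and at least 10 counts in 1 library. At an unadjusted p under 0.05 it gave 5 lower of 30 cell cycle genes (medians 0.05 and -0.11), 2 lower of 15 genes of asparagine and aspartate metabolism (0.08 and -0.11; 1 lower when adjusted over the list alone), 2 higher and 1 lower of 10 ligands for T cells and NK cells (0.14 and 0.08; 1 higher when adjusted over the list alone), 2 higher of 5 urothelial markers (0.06 and 0.25; 1 higher when adjusted over the list alone) and 1 lower of 3 leukocyte markers kept (0.30 and 0.06; 1 lower when adjusted over the list alone). No cell cycle gene passed when adjusted over the list alone. In these lists DESeq2 called 1 gene of asparagine and aspartate metabolism, and limma-voom called none. With no filter on low counts edgeR called 3 cell cycle genes lower, 2 urothelial markers higher, 1 ligand higher, 1 gene of asparagine and aspartate metabolism lower and 1 leukocyte marker lower, and with total counts 1 in each of these lists except the cell cycle genes, in the same directions. At least 10 counts in every library gave 1 urothelial marker and 1 gene of asparagine and aspartate metabolism, and whole counts only gave 1 cell cycle gene, 1 urothelial marker and 1 leukocyte marker. Glul, which encodes glutamine synthetase, had log2 ratios of -0.67 and -1.12 (edgeR adjusted p = 0.053), and Cd274, which encodes PD-L1, had 0.77 and 0.86 (edgeR adjusted p = 0.061).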
